# The two-component system ChvGI maintains cell envelope homeostasis in *Caulobacter crescentus*

**DOI:** 10.1371/journal.pgen.1010465

**Published:** 2022-12-08

**Authors:** Alex Quintero-Yanes, Aurélie Mayard, Régis Hallez

## Abstract

Two-component systems (TCS) are often used by bacteria to rapidly assess and respond to environmental changes. The ChvG/ChvI (ChvGI) TCS conserved in α-proteobacteria is known for regulating expression of genes related to exopolysaccharide production, virulence and growth. The sensor kinase ChvG autophosphorylates upon yet unknown signals and phosphorylates the response regulator ChvI to regulate transcription. Recent studies in *Caulobacter crescentus* showed that *chv* mutants are sensitive to vancomycin treatment and fail to grow in synthetic minimal media. In this work, we identified the osmotic imbalance as the main cause of growth impairment in synthetic minimal media. We also determined the ChvI regulon and found that ChvI regulates cell envelope architecture by controlling outer membrane, peptidoglycan assembly/recycling and inner membrane proteins. In addition, we found that ChvI phosphorylation is also activated upon antibiotic treatment with vancomycin. We also challenged *chv* mutants with other cell envelope related stress and found that treatment with antibiotics targeting transpeptidation of peptidoglycan during cell elongation impairs growth of the mutant. Finally, we observed that the sensor kinase ChvG relocates from a patchy-spotty distribution to distinctive foci after transition from complex to synthetic minimal media. Interestingly, this pattern of (re)location has been described for proteins involved in cell growth control and peptidoglycan synthesis upon osmotic shock. Overall, our data support that the ChvGI TCS is mainly used to monitor and respond to osmotic imbalances and damages in the peptidoglycan layer to maintain cell envelope homeostasis.

## Author summary

The cell envelope is the first barrier protecting cells from harsh environmental conditions, such as temperature, pH, oxidative and osmotic imbalances. It is also an obstacle for the intake of antibiotics targeting essential cellular processes. Therefore, molecular components and systems responding to cell envelope stress and maintaining cell envelope homeostasis are important targets for drug therapy. Here we show that the two-component system ChvGI, highly conserved in free-living and pathogenic α-proteobacteria, is activated upon osmotic upshift and treatment with antibiotics targeting peptidoglycan synthesis to enhance the transcription of multiple genes involved in cell envelope homeostasis in *Caulobacter crescentus*. We also show that the kinase sensor ChvG displays a dynamic localisation pattern that changes depending on osmotic imbalance. To our knowledge this is the first two-component system reported to change its cellular localisation upon environmental stress.

## Introduction

Two-component systems (TCS) equip cells with a rapid sensing and response mechanism to optimise survival in changing and stressful environments. The first component of canonical TCS, a sensor histidine kinase (HK), autophosphorylates upon input signal detection on a conserved histidine residue using the gamma-phosphoryl group of ATP. Thereafter, the phosphoryl group is transferred from the HK on a conserved aspartate residue of the second TCS component, a cognate response regulator (RR). In most cases, the RR harbours an output domain that binds to DNA upon phosphorylation to either activate or repress transcription of target genes [1–3]. On the other hand, HKs can also exert specific phosphatase activities on their RRs to turn off the response in absence of the input signal [4].

The Chv (**ch**romosomal **v**irulence factor) TCS conserved in α-proteobacteria and composed of the HK ChvG and the RR ChvI, was first reported as a pathogenicity regulator in *Agrobacterium tumefaciens* responding to acid stress [5,6]. A study in *Sinorhizobium meliloti* showed that the ChvG homologue ExoS is negatively regulated by the periplasmic protein ExoR [7]. Further research in both *S*. *meliloti* and *A*. *tumefaciens* showed that low pH triggers ExoR proteolysis to derepress ChvGI activity [8,9]. While unlike other α-proteobacteria, ExoR ortholog is absent in the aquatic free-living bacterium *Caulobacter crescentus*, the ChvGI-dependent response to acidic conditions seems nonetheless conserved in *C*. *crescentus* [10]. Similarly, the ChvI homologue BvrR of the intracellular pathogen *Brucella abortus* is phosphorylated in combination of low pH and nutrient depletion conditions, which mimics host intracellular conditions [11].

In *C*. *crescentus*, ChvGI activates the expression of the small non-coding RNA (sRNA) ChvR when exposed to acidic stress or DNA damage with mitomycin C, or when cultured in synthetic minimal media [12]. Once produced, ChvR subsequently inhibits translation of the TonB-dependent receptor (TBDR) ChvT [12]. Interestingly, inactivation of *chvIG* sensitises *C*. *crescentus* cells to vancomycin treatment whereas a *chvT* mutant becomes resistant, which suggests that vancomycin passes through the outer membrane via the TBDR ChvT to reach the periplasm [13]. In addition, a *chvIG* knock-out mutant (Δ*chvIG*) could not propagate in synthetic minimal media when cells were inoculated at low density, while inactivating *chvT* in a Δ*chvIG* background partially restored growth [10]. Although *chvIG* mutants are sensitive to acid stress when grown in minimal media, the primary cause for the growth defect has not been determined.

ChvGI is also known in *C*. *crescentus* to coordinate its regulation with another TCS, NtrYX, which is under control of the periplasmic protein NtrZ [10]. NtrZ has been only described in *C*. *crescentus*, while the HK NtrY and RR NtrX are known for regulating multiple processes in α-proteobacteria such as nitrogen metabolism, motility, virulence and cell envelope integrity [14–17]. Stein *et al*. (2021) [10] showed that both ChvI and NtrX networks significantly overlap and these RRs have opposite regulatory functions in minimal media. For instance, while ChvI acts as a positive regulator of growth, NtrX inhibits growth. Interestingly, repression of growth in synthetic media is caused by unphosphorylated NtrX, so that inactivating *ntrX* in a Δ*chvI* background also partially restored growth. In fact, NtrY acts as a phosphatase over the phosphorylated NtrX (NtrX~P), while NtrZ inhibits NtrY to presumably maintain high NtrX~P levels.

Here we show that *chvIG* mutants are greatly impacted due to osmotic imbalances in minimal media, but also in complex media supplemented with osmolytes.

Although the general stress response (GSR) sigma factor SigT was shown to be activated upon osmotic imbalance [18], we showed that *chvIG* mutants are much more sensitive to lower hypertonic conditions than a *sigT* mutant. In agreement with previous data [10], we also found that the deletion of either *chvT* or *ntrX* partially restored growth in hypertonic conditions. The ChvI regulon was determined using ChIP-seq with polyclonal anti-ChvI antibodies and RNA-seq, which unveiled new targets related to peptidoglycan (PG) synthesis and recycling. We also showed that ChvG-dependent phosphorylation of ChvI and expression of the *chvIG-hprK* operon is induced upon osmotic shock or treatment with antibiotics targeting the PG. Finally, we observed that upon these stressful conditions, the HK ChvG relocates from a patchy-spotty pattern typically displayed by PG-related proteins to midcell. Overall, our results support a critical role for the ChvGI TCS in maintaining cell morphology and cell envelope homeostasis upon stress.

## Results

### High osmolyte concentration in M2G impairs growth of *chvIG* mutants

It was shown previously that *C*. *crescentus chvIG* mutants failed to grow in minimal media with xylose as sole carbon source (M2X), while these mutants grew similarly to WT cells in complex media (PYE) [10]. Likewise, we observed that mutants inoculated in M2G (with glucose as sole carbon source) in both solid and liquid media were impaired for growth (**Fig 1A and 1B**). To date, the cause for growth impairment in *chvIG* mutants in minimal media has not been determined. We considered other stressful conditions that are present in synthetic minimal media (M2G or M2X) but missing in PYE as causative agents. Indeed, the synthetic minimal media M2G contains a higher concentration of osmolytes than the complex media PYE [19]. Therefore, we assessed the viability of *chvIG* mutants on M2G plates lacking Na^+^ and K^+^ salts (**Fig 1A**, M2G 0% Na^+^, K^+^). In these conditions the *chvI* mutant grew similarly to WT cells. We also reduced these osmolytes in liquid cultures, and observed that growth was restored in the *chvI* mutant when half (and below) of the regular concentration found in M2G was used (**Fig 1B**, M2G 50% Na^+^, K^+^). Furthermore, we observed that adding osmolytes (NaCl, sucrose and those in M2 salts) to complex media impaired growth and decreased viability of a *chvI* mutant (**Fig 1A**, PYEX + 40 mM NaCl, PYE + 6% sucrose; **Fig 1C**, PYE + M2 salts). Additionally, ectopic expression of *chvI* from the xylose-inducible promoter (P_*xylX*_::*chvI*) in a *chvI* mutant restored growth in PYEX plates supplemented with NaCl whereas expressing *chvI in trans* in a *chvIG* mutant did not (**Fig 1A**). Finally, in agreement with a previous study [10], we found that a phospho-mimetic mutant of *chvI* (*chvI*_*D52E*_) grew similarly to WT while a phospho-ablative mutant of *chvI* (*chvI*_*D52A*_) failed to propagate in M2G (**Fig 1D**). Together, our data show that a fully functional ChvGI TCS is required to survive and grow in hyperosmotic environments.

**Fig 1:**
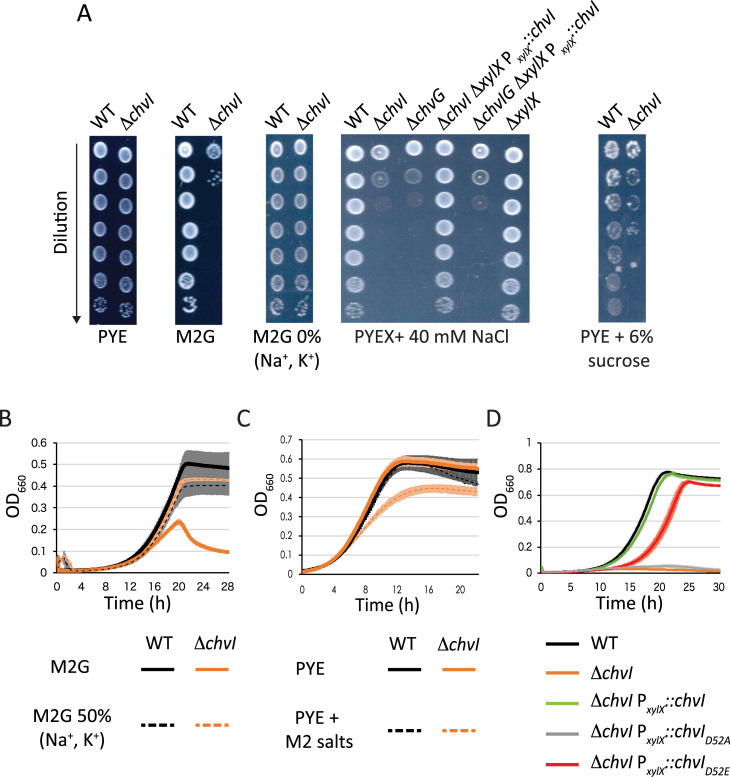
Viability and growth of *chvGI* mutants in hyperosmotic conditions. (A) Viability of WT and Δ*chvI* cells in complex (PYE) and synthetic minimal media (M2G) plates with varying osmolytes concentrations. For complementation assays, PYE was supplemented with 0.1% xylose (PYEX). (B) Growth in minimal media with 100% (solid lines) or 50% (dashed lines) Na_2_HPO_4_ and KH_2_PO_4_ concentrations referred to M2G. (C) Growth in PYE supplemented with 1X M2 salts. (D) Growth in M2G of mutants complemented with WT, phospho-ablative (*chvI*_*D52A*_) or phospho-mimetic (*chvI*_*D52E*_) mutants of *chvI* expressed from the xylose-inducible promoter P_*xylX*_. Data from (B) to (D) represent the average value of biological replicates (n = 3, error bars show standard deviation). WT and Δ*chvI* mutants are represented in (B) to (D) in black and orange, respectively.

### Inactivating *chvT* or *ntrX* improves fitness of a *chvI* mutant under osmotic stress

Considering that mutations in *chvT* and *ntrX* partially alleviated the viability impairment of *chvI* mutants in minimal media [10], we tested whether *chvT* or *ntrX* inactivation could also partially protect *chvI* mutants from hypertonic conditions. We first confirmed that a Δ*chvI* mutant was impaired for growth under osmotic stress by using an excess of KCl in PYE (**Fig 2**, PYE + 50 mM KCl). In contrast, neither *ntrX* nor *chvT* inactivation interfered with viability in PYE + KCl conditions compared to PYE without KCl (**Fig 2**). The *ntrX* gene (previously annotated as CC1743) was suspected to be essential for growth in complex PYE medium but dispensable for growth in synthetic minimal medium [20]. We found that the viability of *ntrX* mutants was reduced in PYE (**Fig 2**). Notwithstanding this fitness cost, Δ*ntrX* Δ*chvI* double mutants could be generated and grown on PYE, as shown independently in this study and by Stein *et al*. (2021) [10]. More importantly, we observed that inactivating *ntrX* or *chvT* in a Δ*chvI* background partially restored growth in hypertonic conditions (**Fig 2**). These data indicate that additional cell envelope defects to those caused by *chvT* and *ntrX* dysregulation in Δ*chvI* mutants are responsible for growth impairment in hypertonic conditions. Altogether, these data suggest that the homeostasis of the cell envelope is compromised in *chvIG* mutants, leading to a hypersensitivity to osmolytes.

**Fig 2:**
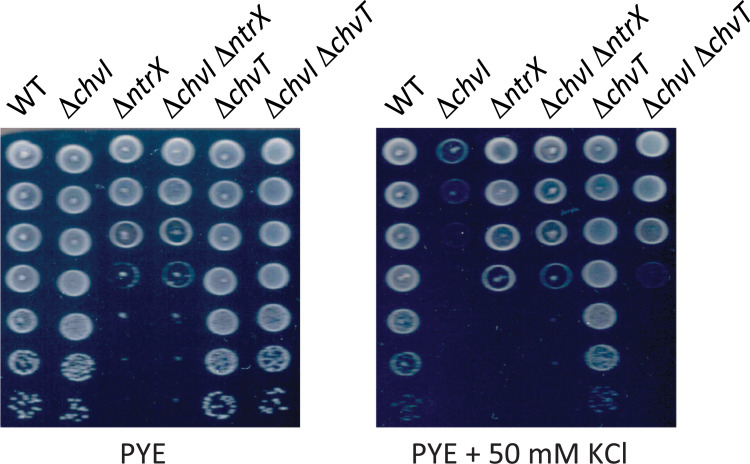
Viability of *chvI*, *chvT* and *ntrX* mutants in hypertonic conditions. Viability of single (Δ*chvI*, Δ*chvT* and Δ*ntrX*) and double (Δ*chvI* Δ*chvT* and Δ*chvI* Δ*ntrX*) mutants on PYE agar with or without 50 mM KCl. Images represent three biological replicates.

### The ChvI regulon reveals osmotic stress and cell envelope-related target genes

Transcriptomic analyses were previously performed on a Δ*chvI* mutant overexpressing the phospho-mimetic mutant *chvI*_*D52E*_ in PYE [10]. However, cells expressing *chvI*_*D52E*_ as the only copy, either from its own promoter at the endogenous *chvI* locus (P_*chvI*_::*chvI*_*D52E*_) or ectopically from the xylose-inducible promoter (P_*xylX*_::*chvI*_*D52E*_) led to a slight growth delay and cell filamentation (**Figs 1D and** S1). This suggests either that ChvI_D52E_ does not perfectly mimic phosphorylated ChvI or that unphosphorylated ChvI is also required for optimal growth in synthetic minimal media. Hence, we determined the ChvI regulon of WT cells grown in M2G by using ChIP-seq with polyclonal antibodies targeting ChvI, which unveiled the DNA regions directly bound by ChvI (**Fig 3A and S1 Table**).

**Fig 3:**
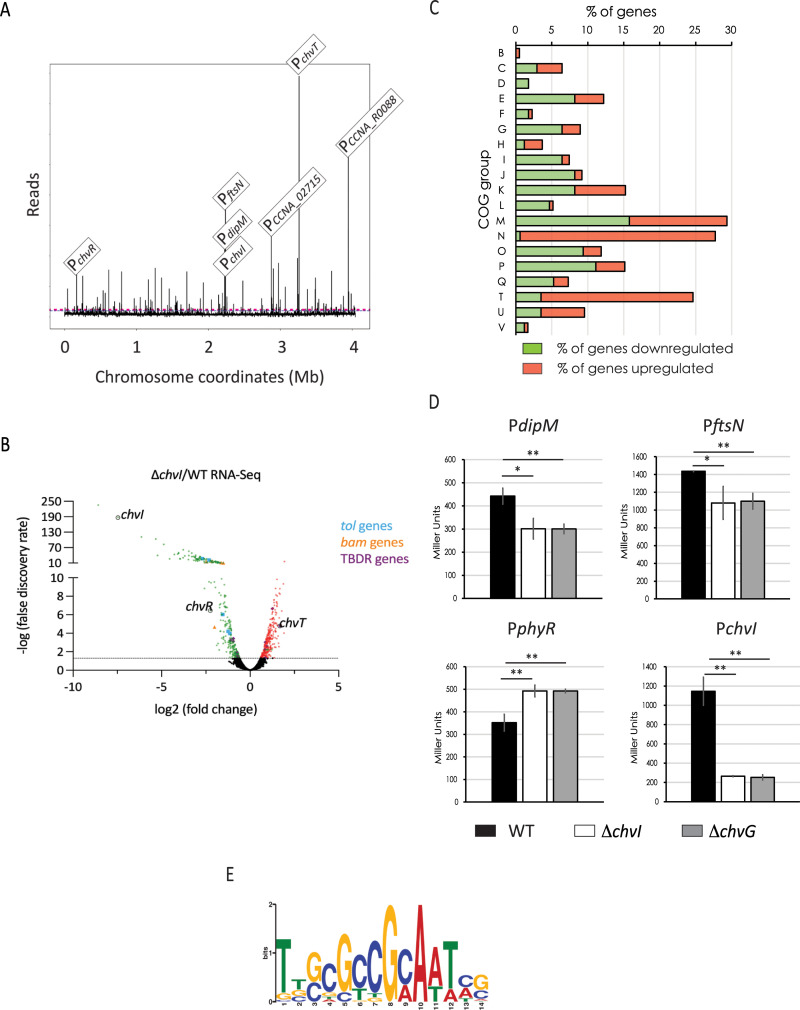
ChvI target genes determined by ChIP-seq and validated by β-galactosidase assays. (A) Genome-wide occupancy of ChvI on the chromosome of *C*. *crescentus* determined by ChIP-seq on WT strain grown in M2G. The x-axis represents the coordinates on the genome (Mb), the y-axis shows the normalized ChIP-Seq read abundance in reads. Some top hits, corresponding to the promoter regions of *chvT*, *CCNA_R0088*, *ftsN*, *CCNA_02715*, *chvR*, *dipM* and *chvI* operon, are highlighted. (B) Volcano plot representing the relation between the fold change and *P* values on gene expression between Δ*chvI* and WT strains exposed to osmotic upshift in PYE 6% sucrose by RNA-seq. Genes identified are presented as dots. Significant down- and up-regulated genes are presented as green and red dots, respectively, while genes with no significant alterations are presented as black dots. *chvI*, *chvR* and *chvT* genes as well as genes encoding Tol (blue) and Bam (orange) complexes or TonB-dependent receptors (purple) are highlighted. (C) Percentage (%) of genes from the RNA-seq data in the following COG categories: B, Chromatin structure and dynamics; C, Energy production and conversion; D, Cell cycle control, cell division, chromosome partitioning; E, Amino acid transport and metabolism; F, Nucleotide transport and metabolism; G, Carbohydrate transport and metabolism; H, Coenzyme transport and metabolism; I, Lipid transport and metabolism; J, Translation, ribosomal structure and biogenesis; K, Transcription; L, Replication, recombination and repair; M, Cell wall/membrane/envelope biogenesis; N, Cell motility; O, Posttranslational modification, protein turnover, chaperones; P, Inorganic ion transport and metabolism; Q, Secondary metabolites biosynthesis, transport and catabolism; T, Signal transduction mechanisms; U, Intracellular trafficking, secretion and vesicular transport; and V, Defense mechanisms. Genes classified as R, General function prediction only (of them 14% downregulated and 9.5% upregulated); and S, Unknown function (of them 15.8% downregulated and 13.0% upregulated) were not included in the data representation. (D) Activity of the *dipM*, *ftsN*, *phyR* and *chvI* promoters (Miller Units) in WT (black bars), Δ*chvI* (white bars) and Δ*chvG* (gray bars) cells grown overnight in PYE, then washed and exposed for 4h in PYE 6% sucrose. (E) WebLogo of predicted ChvI consensus sequence obtained with MEME. The data in (B) and (C) represent the average values of biological replicates (n = 3, error bars show standard deviation). * = *p* < 0.05, ** = *p* < 0.01, single factor ANOVA analysis of β-galactosidase activity.

From our experiment, 190 peaks (DNA binding sites) were identified for ChvI (**Fig 3A and S1 Table**). Interestingly, the top target is the promoter region of *chvT* itself, suggesting that ChvI regulates ChvT not only indirectly at the post-transcriptional level via transcriptional activation of the sRNA *chvR* but also directly at the transcriptional level (**Fig 3A**). Besides *chvT* and *chvR*, we identified potential new targeted genes involved in (i) cell division, morphology and peptidoglycan (PG) synthesis, such as *mreB*, *ftsZ*, *ftsN* and *dipM*; and (ii) general stress response (GSR), such as *sigT* (sigma factor T), *nepR* (*sigT* antagonist) and *phyKR* (TCS regulating NepR activity negatively).

Since *chv* mutants cannot grow in synthetic minimal media, we performed RNA-seq on WT and Δ*chvI* cells grown in PYE and exposed to 6% sucrose for 4 hours. 

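RNA was compared between WT and Δ*chvI* cells of strain NA1000, the latter lacking the gene of the response regulator, after 4 h in the complex medium PYE with 6% sucrose at 30 °C. The sample labels give 2 libraries per strain, where the legend of Fig 3 speaks of biological replicates with n = 3 for panels B and C. Sequencing was paired-end, and the paper's RNA-seq methods do not describe a removal of ribosomal RNA. The authors mapped the reads to the NA1000 genome with HISAT2, counted them per gene with featureCounts and compared the strains with DESeq2. The data are that comparison and not counts per library. For 4097 genes, the authors' deposited table holds the mean normalized count over all libraries, the log2 fold change with its standard error, the Wald statistic, the p-value and the adjusted p. The mean normalized counts sum to 29533403, of which 21.7% belong to the 10 most abundant genes, among them *rsaA*, which encodes the S-layer protein. The depth of each library is not given as such, but the 26 genes with a mean below 3 all have means that are whole-number sums, within 1e-08, of 4 steps, each the amount that 1 read of 1 library adds to the mean. Taken as 4 libraries, these steps correspond to size factors of 0.881, 0.966, 1.05 and 1.13, a 1.28-fold range of depth, and cannot be assigned to a strain. Fold changes are given here as Δ*chvI* over WT, so that a negative log2 fold change is a lower level in Δ*chvI*. The p-values were recomputed from the log2 fold changes and standard errors and adjusted over the 4046 genes that have one, and a gene was called down-regulated or up-regulated at an adjusted p of at most 0.05 and a change of at least 1.5-fold. Gene lists, 24 in number, were fixed before the expression file was read but after S2 Table had been seen, and each was tested with cameraPR of limma on the Wald statistics, adjusted over the lists. Standard errors are lower again for the least abundant genes (median 0.22 for the 8 genes with a mean of at most 1, against 0.52 for the 19 genes with a mean from 3.2 to 10), a form that fold changes pulled towards 0 would have. Whether the authors shrank the fold changes is not given in the sources used here, and if they did, changes of rare transcripts are understated. Whether reads were counted by strand is not given in the sources used here, so reads of overlapping genes cannot be told apart.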

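*chvI* itself was the check on the labels. The gene lies from 252525 to 253232 on the NA1000 chromosome (assembly ASM2200v1), and the authors' deposited table gives it a log2 fold change of -7.46 in Δ*chvI* (standard error 0.25, adjusted p = 2.7e-188), a 176-fold higher level in WT. *chvG*, which encodes the sensor histidine kinase and starts within the last bases of *chvI*, was lower by a log2 fold change of -1.63 in the authors' deposited table (standard error 0.22, adjusted p = 3.5e-12), while *hprK*, the next gene, had -0.42 with a 95% interval of -1.03 to 0.18 (adjusted p = 0.44). Of the 4046 genes with a p-value, 301 were down-regulated and 293 up-regulated in Δ*chvI*, together 14.7%. The median log2 fold change was -1.25 over the genes down-regulated and 1.02 over those up-regulated, and -0.01 over all genes tested. Among the genes that fell furthest, the authors' deposited table lists CCNA_03997, annotated as a CpxP-related protein, at -8.58 (standard error 0.26, adjusted p = 4.4e-236), the sRNA CCNA_R0088 at -6.14 and the EF-hand protein CCNA_01238 at -5.33. The sRNAs CCNA_R0092 and CCNA_R0161 stand at -5.23 and -4.54 in the authors' deposited table, and CCNA_R0161 overlaps a protein-coding gene that was also down-regulated. Also among the 10 largest falls in the authors' deposited table were the hypothetical proteins CCNA_00889 (-4.88), CCNA_03987 (-4.28) and CCNA_01660 (-4.09), and CCNA_02817, a retrotransposon-related protein, at -4.04. Rises were smaller, with a highest log2 fold change in the authors' deposited table of 1.93 for CCNA_01202, a membrane alanine aminopeptidase (standard error 0.22, adjusted p = 1.5e-16). CCNA_00438 (1.91), CCNA_01303 (1.88) and CCNA_01121 (1.68), all hypothetical proteins, CCNA_00974, annotated as an OAR protein precursor (1.79), CCNA_02200, a cytochrome c-family protein (1.65), and the RNase P RNA CCNA_R0061 (1.75) followed in the authors' deposited table. Tested against a change below 1.5-fold instead of no change, 127 genes were lower and 29 higher at the same adjusted p threshold.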

We found 301 down-regulated and 293 up-regulated genes with ≥1.5-fold change and a false-discovery rate [FDR] P*adj* ≤ 0.05 (**Fig 3B and S2 Table**). Among these genes, 126 (42%) down-regulated and 44 (15%) up-regulated genes were identified in our ChIP-seq experiment done in synthetic minimal media (**S2 Table**).

In agreement with a previous study [10], we confirmed that upon osmotic shock, ChvI regulates the expression of multiple genes involved in cell envelope homeostasis such as for example, *tol* genes, *bam* genes and TBDR-encoding genes (**Fig 3B and S2 Table**). 

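Of 6 *tol* and *pal* genes that lie side by side, 5 were lower in Δ*chvI*, as was every *bam* gene listed, whereas TBDR genes went both ways. The Tol-Pal system links the inner membrane to the outer membrane and PG and acts in cell division, and these genes lie between 3517708 and 3522772 on the NA1000 chromosome (assembly ASM2200v1). Of 9 genes matched by the Tol-Pal list, 5 were down-regulated, 0 up-regulated and 4 did not pass (5 down-regulated when adjusted over the list alone), and the list was lower in cameraPR of limma (adjusted p = 6.3e-05). In the authors' deposited table, *tolB* changed by -2.70 (standard error 0.24, adjusted p = 5.1e-28), *ybgF* by -2.32, *tolQ* by -1.54, *tolR* by -1.25 and *tolA* by -1.14. *pal*, encoding the PG-associated lipoprotein, stands between *ybgF* and *tolB* with -0.47 in the authors' deposited table, a 95% interval of -0.97 to 0.02 (adjusted p = 0.24). The other 3 genes that did not pass, CCNA_00115, CCNA_00324 and CCNA_02108, are annotated as TolB or TolR proteins and lie elsewhere. CCNA_03335, next to *ybgF* and outside the list, had -2.00 in the authors' deposited table (adjusted p = 5.8e-16). The Bam complex inserts β-barrel proteins into the outer membrane, and all 5 of its genes listed were down-regulated, by log2 fold changes in the authors' deposited table of -2.48 for *bamF* (CCNA_00735), -2.17 for CCNA_01725, -2.01 for *bamE* (CCNA_01427), -1.65 for *bamD* (CCNA_02063) and -1.51 for CCNA_01992. Adjusted over the list alone the count was also 5, and the list was lower in cameraPR (adjusted p = 3.0e-09). The table describes CCNA_01725 as BamA and CCNA_01992 as BamB, where the RefSeq annotation gives the symbols *bamB* and *bamA*. TBDRs take up substrates across the outer membrane. Of 60 genes, 7 were down-regulated, 6 up-regulated and 47 did not pass (8 and 6 when adjusted over the list alone), with a median log2 fold change of -0.02 and the list did not pass in cameraPR (adjusted p = 0.80). CCNA_02106 fell furthest of them in the authors' deposited table, by a log2 fold change of -2.97 (standard error 0.27, adjusted p = 2.3e-26), followed by CCNA_00486 at -1.10. The paper names these groups from an earlier study and from these libraries together, so their counts are not fully independent evidence of a direction.

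**Figure D1:**
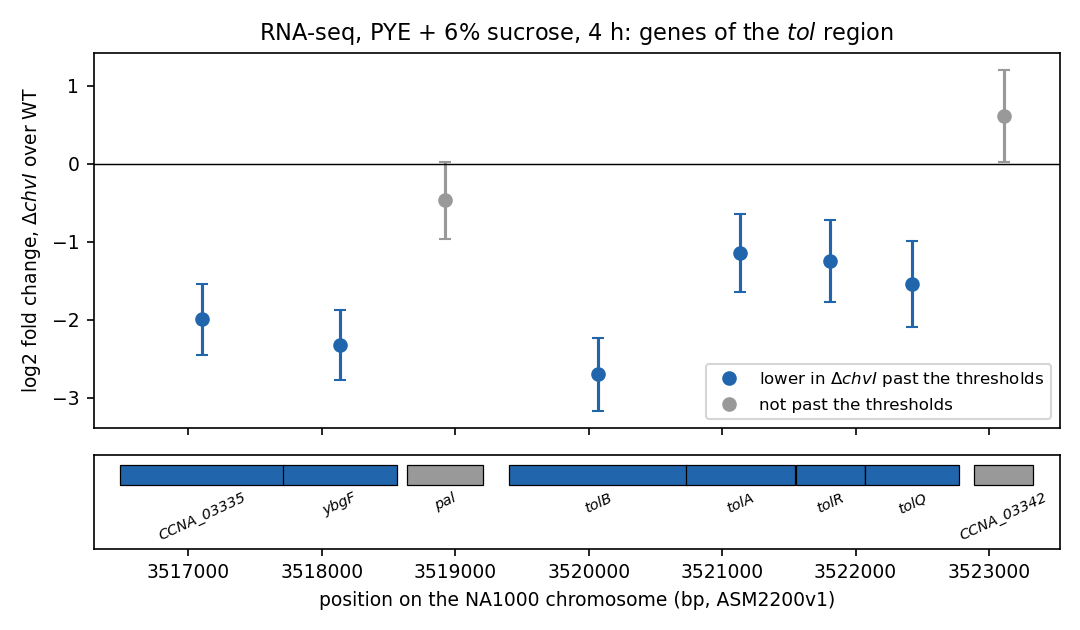
Log2 fold change, Δ*chvI* over WT, of the genes from CCNA_03335 to CCNA_03342 against their position on the NA1000 chromosome (assembly ASM2200v1) in base pairs. Each point is the value of a gene in the authors' deposited table with the 95% interval computed from its standard error, and each box in the lower panel spans a gene, with blue for genes down-regulated and grey for genes not past the thresholds. *pal* (-0.47) lies above its neighbours *ybgF* (-2.32) and *tolB* (-2.70).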

Other new targets found in the ChIP-seq experiment were confirmed in the RNA-seq data (**S1 and S2 Tables**), such as genes coding for proteins involved in transport, cell-envelope architecture and cell morphology. For instance, among the candidates down-regulated in the *chvI* mutant upon osmotic shock, we found genes encoding the elongasome components MreB, MreC, MreD, Pbp2 and Pbp1a. Also, the FtsZ-binding protein ZapA, the sec-independent protein secretion components TatAB, the type I protein secretion protein RsaD, the moderate affinity potassium transporter Kup, among others. Conversely, among the new candidates up-regulated, we found genes encoding putative TBDRs (CCNA_01034, CCNA_02910, CCNA_03096), among others.

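The elongasome builds the lateral cell wall, and 4 of 6 genes of its list were down-regulated in Δ*chvI*, 0 up-regulated and 2 did not pass (4 down-regulated when adjusted over the list alone). The list was lower in cameraPR of limma (adjusted p = 0.0071), with a median log2 fold change of -0.87, and all of its genes but *rodA* are named by the paper from ChIP-seq and these libraries together, so that this is not fully independent evidence of a direction. *mreC* changed most, with a log2 fold change of -1.27 in the authors' deposited table (standard error 0.25, adjusted p = 8.9e-06). *pbp1A*, which encodes a bifunctional transpeptidase and transglycosylase, stands in the authors' deposited table at -1.11 (standard error 0.23, adjusted p = 1.7e-05). The actin homologue gene *mreB* and the neighbouring CCNA_01614, described as *mreD*, had -0.95 (adjusted p = 0.00036) and -0.80 (adjusted p = 0.022) in the authors' deposited table. CCNA_01615, encoding the elongation-specific transpeptidase Pbp2, had -0.42 in the authors' deposited table, a 95% interval of -0.88 to 0.05 (adjusted p = 0.27). *rodA*, the gene after it, had -0.33 in the authors' deposited table, a 95% interval of -0.81 to 0.16 (adjusted p = 0.47). *mreB*, *mreC*, CCNA_01614, CCNA_01615 and *rodA* are consecutive genes, from 1733317 to 1739139 on the NA1000 chromosome (assembly ASM2200v1), and *pbp1A* lies from 1699686 to 1702070.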

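*zapA* (CCNA_03356), *tatA*, *tatB*, *rsaD* and *kup* were each down-regulated in Δ*chvI*. *zapA* had a log2 fold change of -0.96 in the authors' deposited table (standard error 0.28, adjusted p = 0.0072), and its neighbour *zauP* -1.09 (adjusted p = 0.0095), while 5 other genes of the divisome list were up-regulated. For the twin-arginine translocase, which exports folded proteins, the authors' deposited table gives -1.18 for CCNA_02081, described as *tatB* (standard error 0.23, adjusted p = 7.1e-06), -1.00 for CCNA_02082, described as *tatA* (adjusted p = 0.0025), and -0.39 for CCNA_02080, described as *tatC* (adjusted p = 0.32). Of 12 genes of the Sec and Tat list, these 2 were down-regulated, 0 up-regulated and 10 did not pass (2 down-regulated when adjusted over the list alone, adjusted p = 0.49 in cameraPR of limma). *rsaD*, which encodes the ATPase of the S-layer exporter, had -0.64 in the authors' deposited table, a 95% interval of -1.07 to -0.21 (adjusted p = 0.026). CCNA_00130, encoding Kup, had -1.19 in the authors' deposited table (standard error 0.30, adjusted p = 0.00086), and 2 genes of the Kdp potassium ATPase, CCNA_01663 and CCNA_01664, -1.04 (adjusted p = 0.010) and -0.86 (adjusted p = 0.049). These 3 were the members down-regulated among 9 genes of the potassium list, with 0 up-regulated and 6 that did not pass (3 down-regulated when adjusted over the list alone, adjusted p = 0.20 in cameraPR). Against a null of a change below 1.5-fold, the adjusted p of *zapA*, CCNA_02082 and *rsaD* was 1.0, 1.0 and 1.0, and that of CCNA_02081 and CCNA_00130 was 0.20 and 0.63.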

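The 6 TBDR genes up-regulated in Δ*chvI* rose by log2 fold changes from 0.83 to 1.69 in the authors' deposited table. *chvT*, the gene of a TBDR whose promoter is bound by ChvI, had the highest log2 fold change of the 60 in the authors' deposited table, 1.69 (standard error 0.34, adjusted p = 1.7e-05), 3.23-fold. CCNA_01034 stands in the authors' deposited table at 1.26 (standard error 0.22, adjusted p = 2.2e-07), CCNA_03096 at 0.86 (adjusted p = 0.00093) and CCNA_02910 at 0.87 (adjusted p = 0.048). CCNA_03249 (0.95) and CCNA_00028 (0.83) complete the 6 TBDR genes that were up-regulated by the values of the authors' deposited table. Their 95% intervals computed from the standard errors were 1.02 to 2.36 for *chvT*, 0.83 to 1.68 for CCNA_01034, 0.43 to 1.29 for CCNA_03096 and 0.24 to 1.50 for CCNA_02910. On the NA1000 chromosome (assembly ASM2200v1) *chvT* lies from 3257575 to 3260856, CCNA_01034 from 1123256 to 1126540, CCNA_02910 from 3066392 to 3069331 and CCNA_03096 from 3245189 to 3247684. Against a null of a change below 1.5-fold, the adjusted p was 0.034 for *chvT*, 0.051 for CCNA_01034, 1.0 for CCNA_03096 and 1.0 for CCNA_02910.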

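Genes of the cell envelope moved in both directions in Δ*chvI*, with the list for periplasmic folding and proteases lower and that for PG precursor synthesis higher. Of 21 genes for periplasmic folding and proteases, 11 were down-regulated, 0 up-regulated and 10 did not pass (11 down-regulated when adjusted over the list alone), with a median log2 fold change of -0.98 (adjusted p = 1.1e-12 in cameraPR of limma). The DegP-type proteases CCNA_01341 and CCNA_02846 had log2 fold changes of -3.30 (standard error 0.22, adjusted p = 9.2e-50) and -2.87 in the authors' deposited table. The peptidyl-prolyl isomerases CCNA_02889 and CCNA_01654, enzymes that assist protein folding, stand at -2.59 and -2.24 in the authors' deposited table. The pattern takes every isomerase of this family, wherever in the cell it acts, and leaves out CCNA_03396, annotated as a trypsin-like serine protease, which was up-regulated at 0.77 in the authors' deposited table (adjusted p = 0.013). For PG precursor synthesis, 4 of 7 genes were up-regulated, 0 down-regulated and 3 did not pass (4 up-regulated when adjusted over the list alone), with a median of 0.81 (adjusted p = 0.039 in cameraPR, and 0.082 with an inter-gene correlation of 0.05 in place of 0.01). They are the consecutive genes CCNA_02642, CCNA_02641, CCNA_02640 and *murD*, for enzymes that add to the peptide stem of the precursor or link it to its lipid carrier, with 0.90 (adjusted p = 0.00093), 0.81, 0.81 and 0.82 in the authors' deposited table. Of 20 genes for LPS and lipid A, 5 were down-regulated, 0 up-regulated and 15 did not pass (5 down-regulated when adjusted over the list alone, adjusted p = 0.20 in cameraPR). They include CCNA_01496, an enzyme of the KDO pathway, and *lpxC*, the gene of the deacetylase that commits precursors to lipid A, at -1.79 (adjusted p = 8.4e-13) and -1.07 (adjusted p = 5.2e-05) in the authors' deposited table. COG assignments were not used here.

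**Figure D2:**
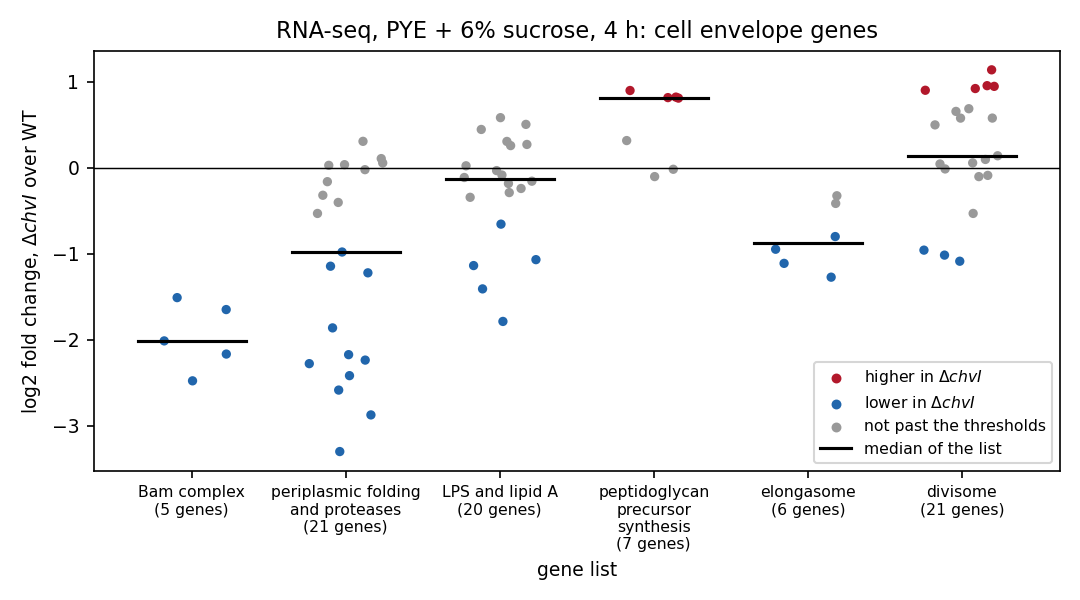
Log2 fold change, Δ*chvI* over WT, of each gene of 6 lists of cell envelope genes, from the authors' deposited table. Each point is a gene, blue where down-regulated, red where up-regulated and grey where not past the thresholds, the black line is the median of the list, and sideways spread has no meaning. All 5 genes of the Bam complex are blue, and the 4 red points of PG precursor synthesis lie from 0.81 to 0.90.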

By categorizing the differentially regulated genes found in our RNA-seq data by function with the database of clusters of orthologs groups (COG) (**Fig 3C**), we found that genes classified as “cell wall, membrane, envelope biogenesis” genes (M) were the most represented, with 15,8% and 13,6% of them downregulated or upregulated, respectively. COG analysis also indicates that ChvGI negatively regulates a high number of genes classified in the “motility” (N)–including multiple flagellar and chemotaxis gene components–and “signal transduction” (T) groups (27,1% and 21,1%, respectively).

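Genes for the flagellum, chemotaxis, pili and holdfast were higher in Δ*chvI*. The lists were written after S2 Table had been seen, so their tests are not fully independent evidence of a direction. Some members overlap a neighbour, such as *cpaD* with *cpaE*, *hfaA* with *hfaB* and *cheRI* with the genes on both sides. Such genes may share transcripts, which was not tested, and a preset correlation of 0.01 may then be too low. With 0.05 the adjusted p in cameraPR was 1.3e-07 for flagellum, 3.7e-05 for chemotaxis, 0.0019 for pili and 0.00061 for holdfast. Of 52 flagellar genes, 39 were up-regulated, 0 down-regulated and 13 did not pass (45 up-regulated when adjusted over the list alone), with a median log2 fold change of 0.93 (adjusted p = 1.6e-16 in cameraPR of limma). *flmH*, for an acetyltransferase of flagellin modification, had 1.69 in the authors' deposited table (standard error 0.26, adjusted p = 5.8e-09), the hook-associated genes *flaN* and *flgL* 1.31 and 1.30, and the motor switch gene *fliN* 1.30. Of 50 chemotaxis genes, 26 were up-regulated, 1 down-regulated and 23 did not pass (27 and 1 when adjusted over the list alone, median 0.72, adjusted p = 9.6e-11 in cameraPR). The methyltransferase gene *cheRI* and the receiver genes CCNA_00446 and *cheYI* had 1.64, 1.49 and 1.37 in the authors' deposited table, and the chemoreceptor gene CCNA_03459 -0.94 (adjusted p = 0.00089). For pili, 9 of 15 genes were up-regulated, 0 down-regulated and 6 did not pass (11 up-regulated when adjusted over the list alone, median 0.82, adjusted p = 9.4e-05 in cameraPR), with the pilin gene *pilA* at 1.60 and the assembly ATPase gene *cpaF* at 1.11 in the authors' deposited table. For the holdfast, the polar adhesin, 11 of 17 genes were up-regulated, 0 down-regulated and 6 did not pass (12 up-regulated when adjusted over the list alone, median 0.82, adjusted p = 1.2e-05 in cameraPR), with *hfaB* at 1.32 and *hfsJ* at 1.14 in the authors' deposited table. Of 22 cell cycle regulators, 9 were up-regulated, 1 down-regulated and 12 did not pass (9 and 1 when adjusted over the list alone, median 0.48, adjusted p = 0.00069 in cameraPR). Among them the authors' deposited table gives *sciP*, for an inhibitor of CtrA-dependent transcription, 1.52, the DNA methyltransferase gene *ccrM* 1.25, *ctrA* 0.92 (adjusted p = 0.0094) and *staR*, for a regulator of stalk formation, -1.72. Of 99 genes for two-component proteins, 21 were up-regulated, 3 down-regulated and 75 did not pass (21 and 3 when adjusted over the list alone, median 0.26). That list was higher in cameraPR with an inter-gene correlation of 0.01 (adjusted p = 0.013) but did not pass with 0.05 (adjusted p = 0.20). Besides *chvI* and *chvG*, its 1 down-regulated gene was CCNA_03083, for a hybrid histidine kinase, at -1.79 in the authors' deposited table.

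**Figure D3:**
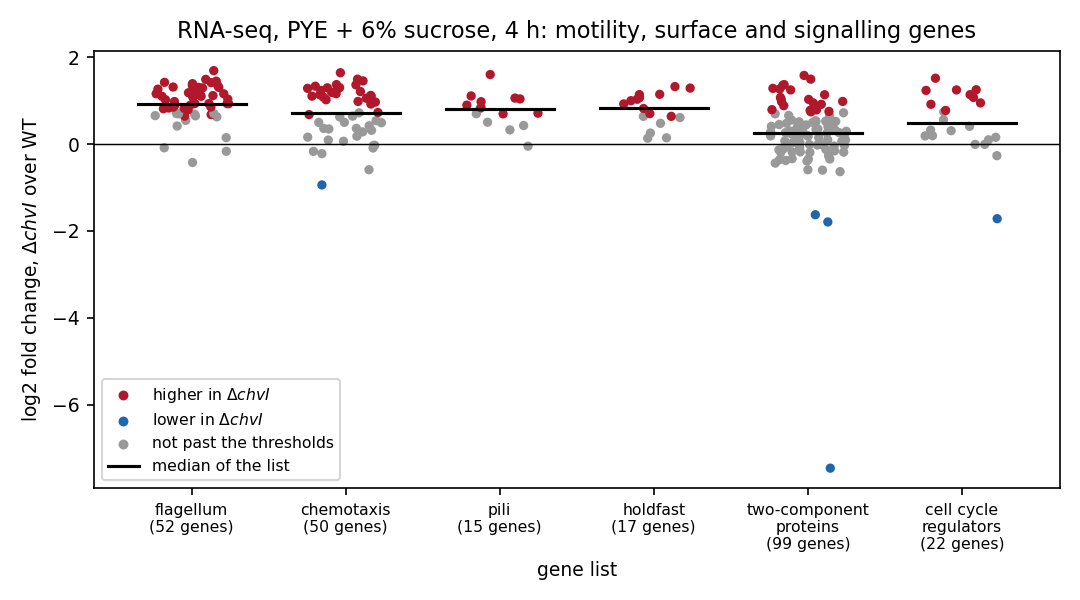
Log2 fold change, Δ*chvI* over WT, of each gene of the lists for flagellum, chemotaxis, pili, holdfast, two-component proteins and cell cycle regulators, from the authors' deposited table. Each point is a gene, red where up-regulated, blue where down-regulated and grey where not past the thresholds, the black line is the median of the list, and sideways spread has no meaning. The medians lie between 0.26 and 0.93, and the blue points are CCNA_03459 (-0.94), *staR* (-1.72), CCNA_03083 (-1.79), *chvG* (-1.63) and *chvI* (-7.46).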

Then, we performed promoter activity assays for some genes found in RNA-seq and/or in ChIP-seq experiments. First, we could show that ChvGI can act either as a positive regulator (P_*dipM*_, P_*ftsN*_ and P_*chvI*_) or a negative regulator (P_*phyR*_) (**Fig 3D**). These results together with the RNA-seq data further suggest that ChvI, under the control of ChvG, performs direct dual positive and negative transcriptional regulation, but mostly positive. 

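In the RNA-seq, *dipM*, described as a PG-specific endopeptidase of the M23 family, was down-regulated in Δ*chvI*. It lies from 2225052 to 2226881 on the NA1000 chromosome (assembly ASM2200v1), and the authors' deposited table gives it a log2 fold change of -1.02 (standard error 0.24, adjusted p = 0.00042). *ftsN*, for a late protein of the division machinery, had -0.53 in the authors' deposited table, a 95% interval of -1.00 to -0.06 (adjusted p = 0.13). *phyR*, for the anti-anti-sigma factor of the GSR, had 0.56 in the authors' deposited table, a 95% interval of 0.11 to 1.01 (adjusted p = 0.088). Of 9 GSR genes, 1 was up-regulated, 0 down-regulated and 8 did not pass (1 up-regulated when adjusted over the list alone, median 0.33, adjusted p = 0.19 in cameraPR of limma). That gene was *nepR*, with 0.60 in the authors' deposited table (standard error 0.21, adjusted p = 0.034), beside *sigT* with 0.47 (adjusted p = 0.14) and *phyK* with 0.21 (adjusted p = 0.65). The sRNA gene *chvR* was at -2.25 in the authors' deposited table (standard error 0.39, adjusted p = 3.5e-07). Genes were down-regulated further than they were up-regulated: of those past the adjusted p threshold, 202 were lower and 153 higher by at least 2-fold, 77 and 0 by at least 4-fold, and 31 and 0 by at least 8-fold. The Fig 3D values are β-galactosidase activities of promoter fusions, a different measure from transcript levels. The paper calls ChvGI a positive regulator of the *dipM*, *ftsN* and *chvI* promoters and a negative regulator of that of *phyR*. From the promoter activities together with the RNA-seq it proposes a direct dual role of ChvI that is mostly positive. Its ChIP-seq had placed the promoters of *dipM*, *ftsN* and the *chvI* operon among the top hits.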

Second, we noticed that the P_*dipM*_, P_*ftsN*_ and P_*phyR*_ activities in PYE + 6% sucrose (**S2A Fig**) were much lower than those observed in M2G (**Fig 3D**). Therefore, we measured the activity of these promoters in WT strains upon different osmotic regimes (**S2B–S2D Fig**). Except for P_*dipM*_ at low osmotic imbalance (PYE + 4% sucrose), we observed that the three promoters significantly increased their activity proportionally to the concentration of osmolytes. Also, we could confirm that exposure to M2G caused the greatest impact on gene expression. However, in addition to the high osmolality of M2G media, it is likely that the transition from PYE (complex media) to M2G (minimal media) increases the stress sensed by the cells.

By using MEME, we searched for a conserved putative binding motif in the promoter regions of genes (i) that were identified in the ChIP-seq and RNA-seq experiments as regulated by ChvI and confirmed in the β-galactosidase assays, and (ii) to which their transcription start sites (TSSs) have been defined experimentally [21,22]. 

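The copy of S3 Table used here holds 54 of the 55 sequences, from 36 genes, and gives most of them a sign of regulation. Of 25 genes with a positive sign, 24 were down-regulated in Δ*chvI* and 1 did not pass, with a median log2 fold change of -2.48. They include *eipA*, for a cell envelope integrity protein, at -4.04 in the authors' deposited table (standard error 0.26, adjusted p = 9.7e-51), CCNA_03601, a hemolysin III-like protein, at -3.47, and CCNA_01090, a hypothetical protein, at -3.08. The gene that did not pass was CCNA_03439, with -0.36 in the authors' deposited table (adjusted p = 0.57). Of 9 genes with a negative sign, 8 were up-regulated and 1, *phyR*, did not pass, with a median of 1.65. CCNA_01269, described as GcrB, had 1.53 in the authors' deposited table (standard error 0.25, adjusted p = 6.8e-08), and the hypothetical proteins CCNA_03325 and CCNA_00417 had 1.55 and 1.52. The 2 genes given no sign, *hvyA* and *mucR1*, were both up-regulated, by 1.32 (adjusted p = 2.3e-06) and 1.02 (adjusted p = 0.011) in the authors' deposited table. The genes were chosen in part on these libraries, so the counts are not independent evidence of a direction, and no test was run on them. The motif was not searched for, since no genome sequence was used here.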

By analyzing a total of 55 sequences (**S3 Table**), we found a GC-rich motif TTGC-N_3_-GCAA where the 3 central nucleotides mostly being GCC (**Fig 3E**).

### ChvI and SigT respond to different levels of osmotic imbalance

Interestingly, *hprK* is part of the SigT regulon determined upon osmotic shock [23]. Given that *hprK* is part of the same operon as *chvIG*, we tested whether the entire operon *chvIG-hprK* could be under the control of SigT. For that, the activity of the *chvI* promoter (P_*chvI*_) was measured in cells grown in PYE and exposed for four hours to different osmotic stress. First, we observed that P_*chvI*_ activity was significantly lower in a Δ*chvI* background in all conditions compared to the WT and the Δ*sigT* mutant (**S3A Fig**). Second, in comparison to the activity measured in unstressed WT and Δ*sigT* cells grown in PYE, P_*chvI*_ activity strongly increased in both backgrounds when exposed to stressful conditions except for the mild osmotic imbalance PYE + 4% sucrose. Third, P_*chvI*_ activity was significantly higher in the Δ*sigT* mutant compared to WT when the osmotic imbalance was high, that is in PYE + 6% sucrose, PYE + 85 mM NaCl and M2G (**S3A Fig**). Thus, taking all our observations together suggests that ChvI is subjected to a positive feedback loop while SigT tempers the increase of P_*chvI*_ activity upon strong osmotic stress.

To better understand the regulatory interplay between ChvI and SigT we tested viability of *chvI* and *sigT* mutants in different osmotic conditions, including those tested in a previous study, such as PYE supplemented with either 85 mM NaCl and 150 mM (5.1%) sucrose [18] (**S3B Fig**). We observed that, contrary to *chvI*, *sigT* is not essential for viability upon low to mild osmotic stress. However, at higher osmotic regimes (PYE + 80 mM NaCl and PYE + 75 mM KCl), the viability of Δ*sigT* mutant was weakly impacted (**S3B Fig**). Moreover, inactivating *sigT* in a Δ*chvI* background did not aggravate the poor viability of Δ*chvI* mutant upon osmotic stress. Together, these data suggest that ChvGI is much more sensitive to osmotic stress than SigT.

### ChvI is phosphorylated under osmotic upshift

Since both single Δ*chvG* and Δ*chvI* mutants are sensitive to osmotic upshift (**Fig 1A**), this suggests that ChvI might be phosphorylated and activated by ChvG in such stressful conditions. We tested this hypothesis by determining the *in vivo* phosphorylated levels of ChvI (ChvI~P) with or without osmotic shock. In order to facilitate uptake of [γ-^32^P] ATP, *Caulobacter* cells were grown in a medium depleted for the phosphate salts Na_2_HPO_4_ and KH_2_PO_4_ (M5GG). Hence, K^+^ and Na^+^ concentrations in M5GG are respectively 1.01 mM and 1.02 mM, which is much less than in M2G (7.75 mM of K^+^ and 12.25 mM of Na^+^). At such low concentrations of osmolytes, the Δ*chvI* and Δ*chvG* strains grew, as expected, similarly to WT in M5GG (**Fig 4A**). In contrast and in agreement with our previous findings, the growth of the Δ*chvI* mutant was severely impaired in M5GG supplemented with 6% sucrose compared to WT (**Fig 4A**). Consistent with these data, after incubating cells grown in M5GG with [γ-^32^P] ATP for a few minutes and immunoprecipitating ChvI with anti-ChvI antibodies, we found that ChvI was barely phosphorylated in a WT background whereas no ChvI~P was detected in Δ*chvG* (**Fig 4B**). More importantly, ChvI was hyperphosphorylated when cells grown and incubated in same conditions were exposed a few minutes to osmotic shock with sucrose (**Fig 4C and 4D**). Together these data indicate that the ChvG-dependent phosphorylation of ChvI is indeed enhanced upon osmotic stress.

**Fig 4:**
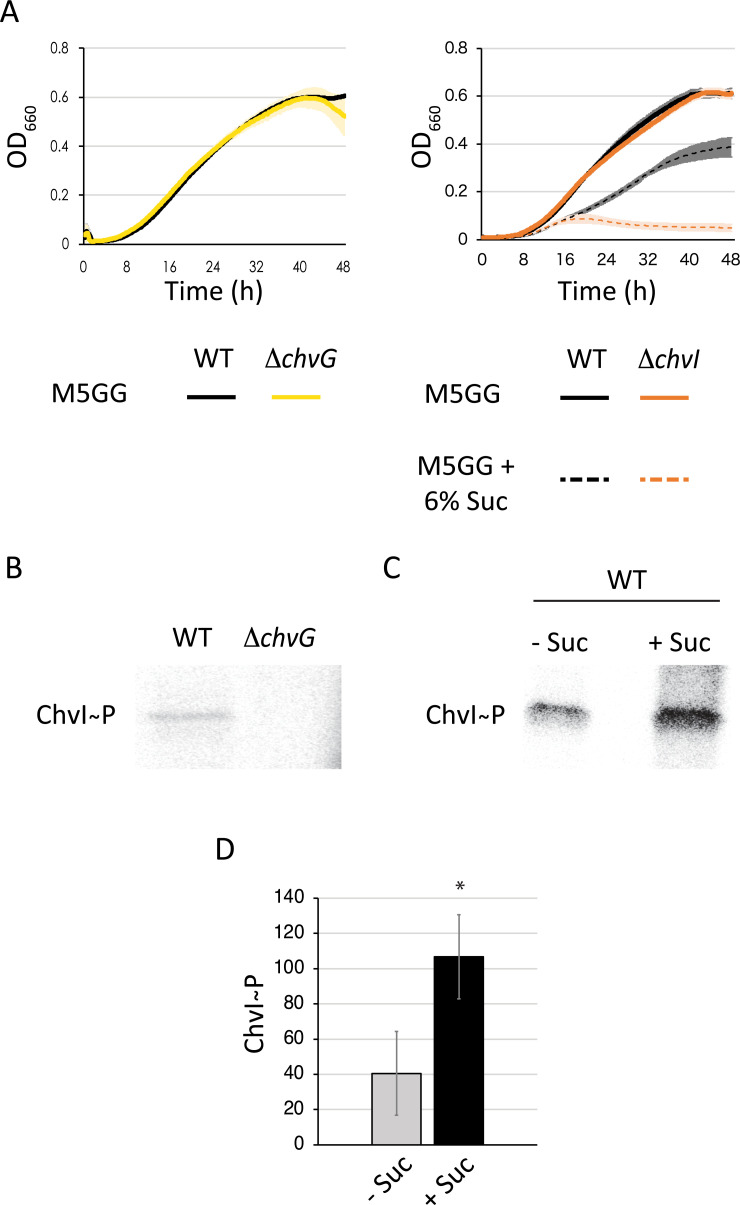
ChvG-dependent phosphorylation of ChvI is stimulated upon osmotic shock. (A) Growth of WT (black) and Δ*chvG* (yellow) in M5GG, WT and Δ*chvI* (orange) mutants in M5GG with (dashed lines) or without (solid lines) 6% sucrose (Suc). The data represent the average value of biological replicates (n = 3, error bars show standard deviation). (B) *In vivo* phosphorylation levels of ChvI in WT and Δ*chvG* mutant grown in M5GG. (C) *in vivo* phosphorylation levels of ChvI in WT grown in M5GG exposed (+) or not (-) to sucrose (Suc) for 7 min. (D) Quantified *in vivo* phosphorylation levels of ChvI in the same growth conditions than in (C). The data represent the average values of biological replicates (n = 3, error bars show standard deviation). * = *p* < 0.05, single factor ANOVA analysis of ChvI phosphorylation.

### ChvGI is sensitive to peptidoglycan synthesis inhibition

Stress response systems surveying cell envelope homeostasis in Gram-negative bacteria are sensitive to different stressful conditions including osmotic shock [24–26]. It has been also shown that deletion of the *chvIG-hprK* operon results in sensitivity to vancomycin [13], which targets the D-Ala-D-Ala moiety of the PG precursors thereby inhibiting PG crosslinking. We confirmed that vancomycin impairs growth and viability of the single Δ*chvI* mutant (**Fig 5A and 5E**). We also tested growth and viability upon treatment with other cell envelope stressors, such as acidic pH, detergent and antibiotics targeting the outer membrane or the PG synthesis machinery. We did not observe significant differences on fitness between WT and Δ*chvI* cells under treatment with acidic stress, A22 drug targeting the actin-like protein MreB, SDS and polymyxin B which both target the outer membrane, and the antibiotic cephalexin, which inhibits the PG transpeptidase activity of the Penicillin Binding Protein 3 (Pbp3) associated with the cell division machinery (divisome) (**S4A and S4B Fig**). It is nevertheless noteworthy that the growth curves of WT and Δ*chvI* cells exposed to polymyxin B treatment (**S4A Fig**) show some differences, but both strains showed also high variability (as seen in error bars) during growth compared to other treatments. In addition, the viability of both strains was similar on plate supplemented with two different concentrations of polymyxin B (**S4A Fig**). In contrast, exposure to other antibiotics targeting PBPs associated to cell elongation machinery (elongasome) showed impaired growth and viability of the Δ*chvI* mutant compared to WT (**Fig 5A–5E**). For instance, treatment with mecillinam, which inhibits PG crosslinking during elongation by binding to Pbp2 significantly impaired growth and viability of Δ*chvI* cells (**Fig 5B and 5E**). Also, treatment with antibiotics targeting the bifunctional glycosyltransferase/transpeptidase Pbp1a, such as cefsulodin and moenomycin also diminished the growth and viability of the Δ*chvI* mutant (**Fig 5C–5E**). Altogether, these results indicated that ChvGI is a TCS responding to osmotic upshift but also to PG crosslinking damage. To confirm this, we assessed the phosphorylation of ChvI following exposure to vancomycin or mecillinam antibiotics (**Fig 5F**). Surprisingly, we observed that ChvI phosphorylation increased after vancomycin but not mecillinam treatment. Since we took a single time point after 7 minutes of antibiotics exposure, we cannot however exclude that these antibiotics activate ChvG phosphorylation in different time windows, depending on their specific mode of action.

**Fig 5:**
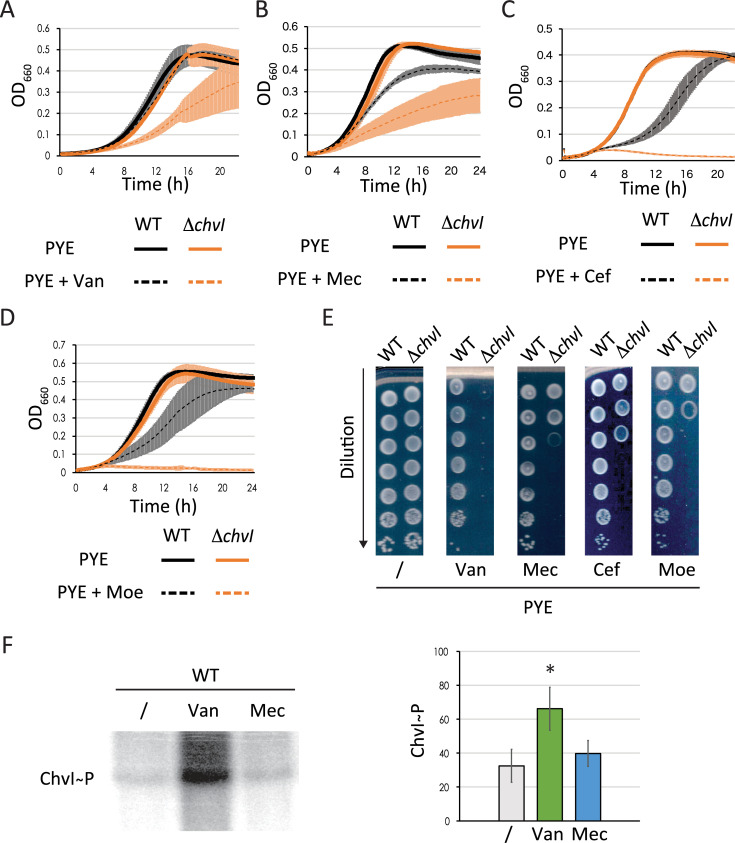
**ChvI responds to treatment with antibiotics targeting transpeptidation of peptidoglycan during elongation (**A-D) Growth of WT and Δ*chvI* mutant cells in PYE supplemented with either vancomycin (Van) (A), mecillinam (Mec) (B), cefsulodin (Cef) (C) or moenomycin (Moe) (D). (E) Viability of WT and Δ*chvI* mutants upon treatment with the antibiotics indicated above. Images are representative of three biological replicates. (F) Quantified *in vivo* phosphorylation levels of ChvI in WT grown in M5GG without antibiotics (/) or with 10 μg/ml vancomycin (Van, green) or 100 μg/ml mecillinam (Mec, blue) for 7 min. The data in figures (A-D) and (F) represent the average values of biological replicates (n = 3, error bars show standard deviation). * = *p* < 0.05, single factor ANOVA analysis of ChvI phosphorylation. WT and Δ*chvI* mutants are represented in (A) to (D) in black and orange, respectively.

Since *chvT* inactivation improved the survival of *chvI* mutants upon osmotic stress (**Fig 2**), we also assessed the viability of the double Δ*chvI* Δ*chvT* mutant in plates supplemented with vancomycin, mecillinam, cefsulodin and moenomycin (**S4C Fig**). We found that deletion of *chvT* in a Δ*chvI* background restored viability to WT levels in plates supplemented with vancomycin. In contrast, in plates containing mecillinam, cefsulodin or moenomycin, viability of the double mutant was partially restored. This partial recovery was similar to that upon treatment with KCl (**Figs 2 and** S4**C**). These data indicate vancomycin is likely imported into the periplasm by ChvT itself while the sensitization of Δ*chvI* cells to osmolytes or other PG-related antibiotics is likely due to the disruption of cell envelope homeostasis following ChvT overproduction in Δ*chvI* cells.

### ChvG relocates from patchy-spotty to midcell upon osmotic shock

Intriguingly, the HK ChvG was previously found in an automated large-scale analysis for protein localisation as displaying a patchy-spotty distribution typically observed with PG-related proteins [27]. Therefore, we constructed fluorescent protein fusions to analyse ChvG and ChvI localisation patterns on PYE and M2G pads. First, we confirmed that eGFP fusions to the N- or C-terminal extremity of ChvG or ChvI were functional and mostly stable, as attested by growth assays and western blot analyses (**S5A and S5B Fig**). Then, fluorescent microscopy images showed that both ChvG N- and C-terminal fusions to eGFP displayed patchy-spotty localisation patterns in cells grown in PYE or M2G (**Figs 6A and S5C**). We also confirmed the patchy-spotty localisation pattern for the ChvG C-terminal fusion to eGFP in high resolution confocal microscopy (**S5D Fig**). Surprisingly, when cells grown in PYE were washed in M2G and imaged on M2G agar pads, we observed that some cells formed foci near mid-cell (**Fig 6A, red arrows**). In contrast, cells grown in M2G, washed with PYE and imaged on PYE pad kept their patchy-spotty localisation pattern (**Fig 6A**). This relocation is reminiscent to what was described for the PG-related proteins RodA, Pbp2 and Pbp1a in *C*. *crescentus*, whose localization changed from a typical patchy-spotty distribution to mid-cell when cells were shifted from PYE to M2G agarose pads [19].

In contrast to ChvG, ChvI fusion to eGFP (ChvI-eGFP) displayed neither patchy-spotty localization nor foci formation after transition from PYE to M2G pads (**Fig 6B**). Instead, the signal was diffused all over the cell body, indicating that the protein remains diffused in the cytoplasm. Then, we wanted to assess if the catalytic activity had any impact on the protein localisation. For that, we fused eGFP to a full-length catalytic mutant of ChvG (ChvG_H309N_), which like Δ*chvG* was unable to grow on M2G (**S5E and S5F Fig**). We observed that, similar to the WT ChvG-eGFP, the ChvG_H309N_-eGFP showed a patchy-spotty pattern when cells were grown in PYE and relocated at mid-cell when shifted from PYE to M2G (**Fig 6C**). Thus, our data suggest that ChvG probably co-localizes with PG synthesis machinery independently of its kinase activity.

**Fig 6:**
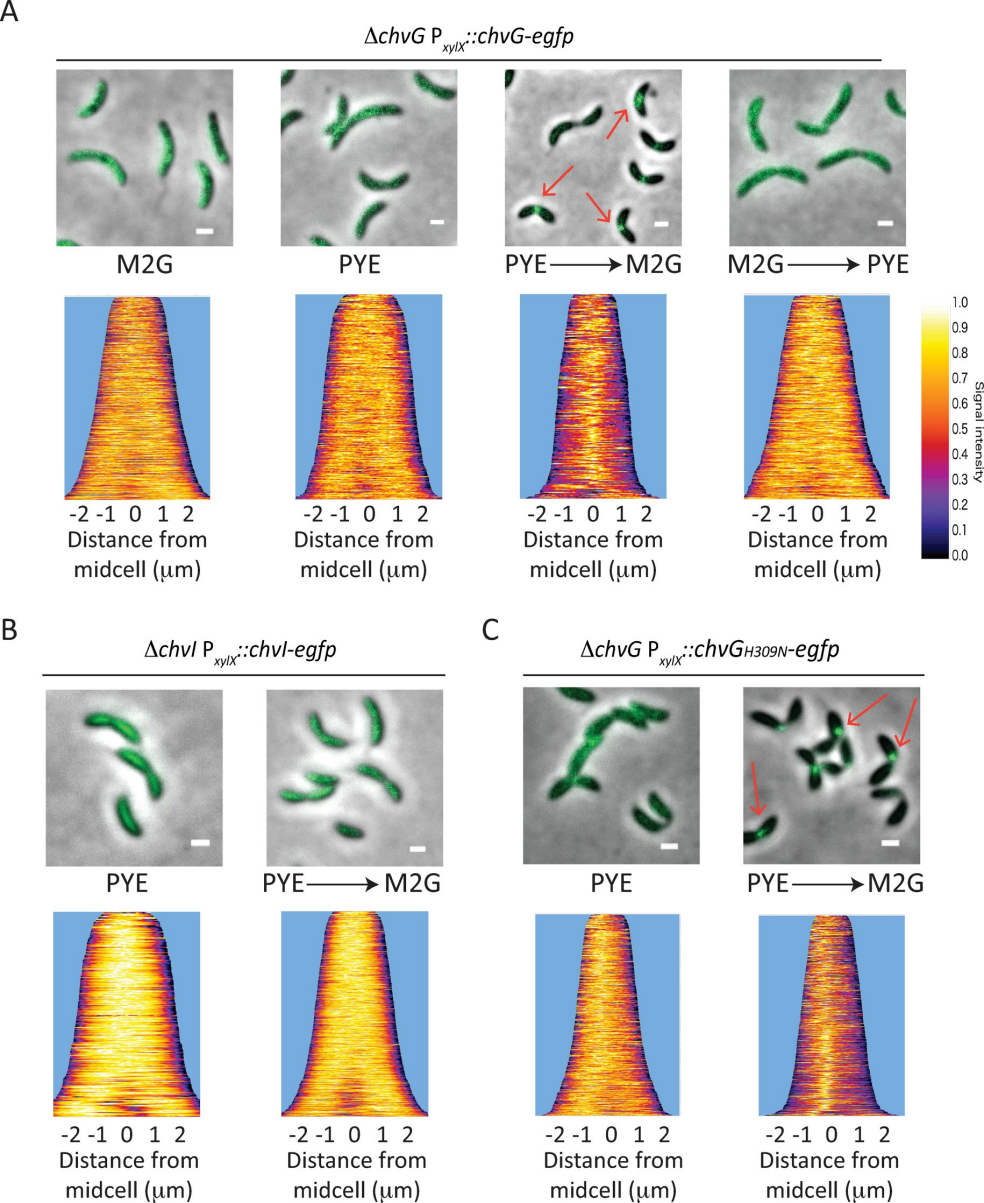
ChvG relocates from a patchy-spotty pattern to mid-cell upon osmotic upshift. (A) Localisation of ChvG-eGFP in cells grown in either M2G or PYE and imaged on M2G or PYE agar pads, respectively; or cells grown in PYE, washed in M2G and imaged on M2G agarose pads (PYE ➔ M2G); or cells grown in M2G, washed in PYE and imaged on PYE agarose pads (M2G ➔ PYE). (B) Localisation of ChvI-eGFP in a Δ*chvI* background and (C) ChvG_H309N_-eGFP in a Δ*chvG* background grown overnight in PYE and imaged on PYE agarose pads or grown in PYE, washed in M2G and imaged on M2G agarose pads (PYE ➔ M2G). Demograph data represent cells sorted from short to long length with no less than 200 cells per sample. Liquid cultures and pads were supplemented with 0.1% xylose to allow expression of ChvG, ChvI and ChvG_H309N_ fused to eGFP fusions. Scale bar = 1 μm.

### The N-terminal extremity of ChvG determines localisation and relocation

ChvG is a HK anchored in the membrane thanks to 2 predicted transmembrane helices which delimit a periplasmic sensor domain (amino acids 50–221), with a cytoplasmic signal transduction histidine kinase domain (amino acids 242–534) (**Fig 7A**). To assess which of these domains are essential for localisation, we fused mCherry to ChvG versions harbouring either the complete sensor (ChvG_1-274_ and ChvG_1-202_) or the catalytic (ChvG_273-534_) domain. First, we showed that both sensor and catalytic domains are essential for *C*. *crescentus* to propagate in high osmolytes conditions like in M2G since mutants harbouring in frame deletion of each of these domains (Δ*chvG*_*274-534*_ or Δ*chvG*_*1-274*_) were unable to survive in M2G (**S5G Fig**). The expression of the full length ChvG fused to mCherry in the Δ*chvG* mutant restored growth in M2G whereas truncated ChvG portions fused to mCherry did not (**S5H Fig**). Then, we observed that full-length ChvG fused to mCherry displayed similar localisation and relocation patterns (**Fig 7B and 7C, green arrows**) than the ones described for eGFP fusions (**Fig 6A**). Interestingly, the complete sensor domain alone (ChvG_1-202_, ChvG_1-274_) fused to mCherry were both localized as patchy-spotty in PYE (**Fig 7B**). However, only the full-length ChvG-mCherry and ChvG_1-274_-mCherry fusions relocated as foci upon transition to M2G, even though ChvG_1-274_-mCherry formed foci that were mostly not found at midcell (**Fig 7C, green arrows**). Unlike the sensor domain truncates, the catalytic domain (ChvG_273-534_) fused to mCherry displayed neither the patchy-spotty nor the foci pattern of localization, but was instead diffusely localized in the cytoplasm (**Fig 7B and 7C**). Altogether, our results indicate that the periplasmic sensor domain of ChvG is sufficient to determine the patchy-spotty pattern of localization but not to relocate as foci upon osmotic shock.

**Fig 7:**
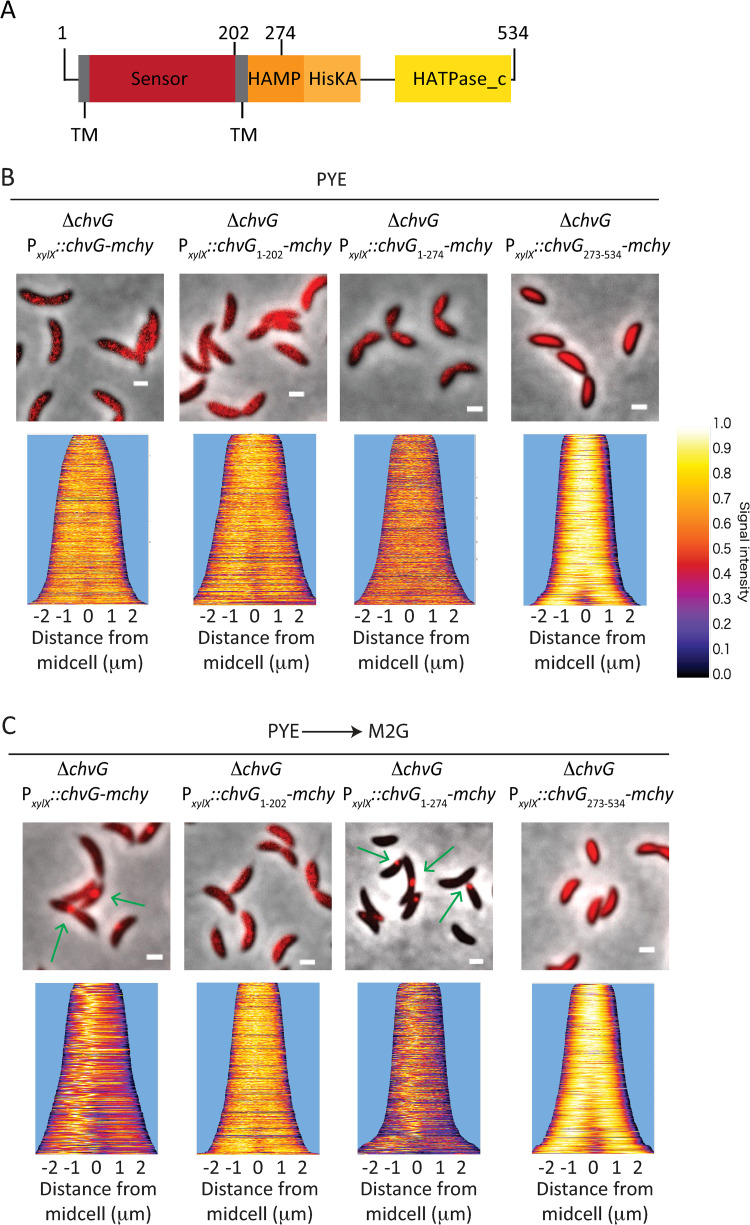
The N-terminal periplasmic sensor domain of ChvG is required for patchy-spotty localisation pattern and mid-cell relocation. (A) Conserved domains in the HK ChvG and position of the amino acids defining the truncated proteins. (B-C) Localisation of ChvG WT and truncated versions in cells grown in PYE and imaged on PYE agarose pads (B) or in cells grown in PYE, washed in M2G and imaged on M2G agarose pads (PYE ➔ M2G) (C). Liquid cultures and pads were supplemented with 0.1% xylose. Demograph data represent cells sorted from short to long length with no less than 300 cells per sample. Scale bars in microscopy images correspond to 1 μm.

## Discussion

The α-proteobacterial TCS ChvGI has conserved cell envelope regulatory functions [10,13,28–30], but the exact perceived signals that trigger the ChvG-dependent phosphorylation of ChvI remained unknown. Our study shows that hyperosmotic shock and antibiotic treatment harming PG crosslinking stimulate ChvI phosphorylation. Also, we showed that other antibiotics targeting PG synthesis impair fitness of the Δ*chvI* mutant. On top of this, we showed that ChvI regulates expression of genes related to PG synthesis, such as *ftsN* and *dipM*, and to osmotic and oxidative stress regulation, such as *nepR*, likely explaining why ChvGI system is required for viability in these stressful conditions. 

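*rsaFa* (CCNA_01067), for the outer membrane protein of the S-layer exporter, had a log2 fold change of -2.99 in the authors' deposited table (standard error 0.28, adjusted p = 4.2e-25), 7.93-fold higher in WT. Its paralog *rsaFb* had 0.44 in the authors' deposited table, a 95% interval of -0.01 to 0.88 (adjusted p = 0.22). CCNA_03820, described as an outer-membrane lipoprotein carrier protein, had -3.78 in the authors' deposited table (standard error 0.22, adjusted p = 5.7e-62), 13.8-fold. The outer membrane protein gene CCNA_01956 had -0.66 in the authors' deposited table (standard error 0.22, adjusted p = 0.024). Against a null of a change below 1.5-fold, the adjusted p was 4.5e-16 for *rsaFa*, 5.4e-44 for CCNA_03820 and 1.0 for CCNA_01956. On the NA1000 chromosome (assembly ASM2200v1) these genes lie from 1171152 to 1172735, from 3986469 to 3987128 and from 2101765 to 2102505. Of 21 divisome genes, 3 were down-regulated, 5 up-regulated and 13 did not pass (3 and 7 when adjusted over the list alone), with a median of 0.14, and the list did not pass in cameraPR of limma (adjusted p = 0.15). The genes up-regulated were *kidO* (1.14 in the authors' deposited table), for an inhibitor of FtsZ assembly, *ftsQ* (0.95), *ftsI* (0.95), *ftsL* (0.92) and *fzlA* (0.90), the last for an FtsZ-binding protein. *ftsI* overlaps *ftsL* on one side and CCNA_02642 of the PG precursor list on the other, by 4 bases each. Whether they share transcripts was not tested, so the rises of *ftsI*, *ftsL* and the PG precursor genes may not be separate observations. The same limit holds for overlapping genes of other lists, such as *tolB* and *tolA*. *ftsZ* itself had 0.04 in the authors' deposited table, a 95% interval of -0.38 to 0.47 (adjusted p = 0.94).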

Other targets related to cell envelope architecture, identified by ChIP-seq and RNA-seq experiments, include genes coding for the β-barrel assembly machinery (Bam) complex; components of the Tol system; several outer membrane proteins (OMP) such as RasFa, CCNA_03820 and CCNA_01956, and several TBDR proteins, protein export systems; elongasome and divisome-related proteins such as MreB, MreC, MreD, Pbp1a and the cytoplasmic FtsZ-binding protein ZapA. Altogether, our results support a role for ChvGI in *C*. *crescentus* as a safeguard of cell envelope homeostasis by sensing cell wall-related damages and regulating the expression of genes related to cell division and envelope architecture.

Categorization of the genes identified in the RNA-seq experiments based on their function using the COG database confirmed that ChvGI regulates both positively a negatively a large number of genes involved in cell envelope biogenesis. Moreover, this analysis indicates that ChvGI is also an important regulator of genes related to motility and signal transduction mechanisms. Although ChvGI homologues were initially studied in the context of acid-dependent induction of virulence [5,9,11], transcriptomic data from other α-proteobacteria also indicate that ChvI is a conserved cell-envelope regulator. For instance, the ExoR-dependent regulon determined in *A*. *tumefaciens* also revealed that genes related to cell envelope, motility and chemotaxis were among the top ChvI-regulated genes [28]. Other studies on ChvI homologues in *B*. *abortus* and *S*. *meliloti* also found several genes related to PG, outer and inner membranes architecture [29,31] as well as to motility, stress response and transport [31,32]. Taken together, this suggests ChvGI evolved as a critical cell-envelope safeguard system in α-proteobacteria.

A putative DNA binding consensus sequence for ChvI (TTGC-N_3_-GCAA, with N_3_ being most often GCC) was found thanks to the analysis of the upstream sequences of genes found (i) in the ChIP-seq experiment to be bound by ChvI and (ii) in the RNA-seq and the promoter activity assays to be regulated by ChvI. Interestingly, a consensus ChvI binding sequence was previously reported in *S*. *meliloti* as a 15bp long sequence harbouring GCC direct trinucleotides repeats (N-GCC-N_8_-GCC) [30]. However, although our sequence analysis revealed reasonably conserved DNA sequences that could be recognized by the ChvI protein, experimental validation will be required.

In the absence of a functional ChvGI system, *C*. *crescentus* cannot propagate in minimal media except if either the TBDR ChvT or the RR NtrX is concomitantly inactivated [10]. ChvGI is known to indirectly down-regulate ChvT by directly activating the expression of the sRNA ChvR [12]. Our ChIP-seq data showed that ChvI also likely regulates *chvT* expression directly by binding to its promoter region (**Fig 8**). This dual–transcriptional and post-transcriptional–control indicates that ChvT is an important player of cell envelope homeostasis in *C*. *crescentus*. Interestingly, NtrYX has been also described as a cell envelope regulator in α-proteobacteria. NtrYX controls succinoglycan and exopolysaccharide (EPS) production, and salt stress response in *S*. *meliloti* [17,33]. In *Rhodobacter sphaeroides*, NtrYX confers resistance to membrane disruptive agents and regulates the expression of genes coding for PG and EPS synthesis enzymes, lipoproteins and cell division proteins [15,34]. Thus, confirming that *ntrX* inactivation in a Δ*chvI* background partially restored growth in the presence of high concentration of osmolytes further supports the importance of the NtrZXY system, together with ChvGI, in the cell envelope stress response in α-proteobacteria.

**Fig 8:**
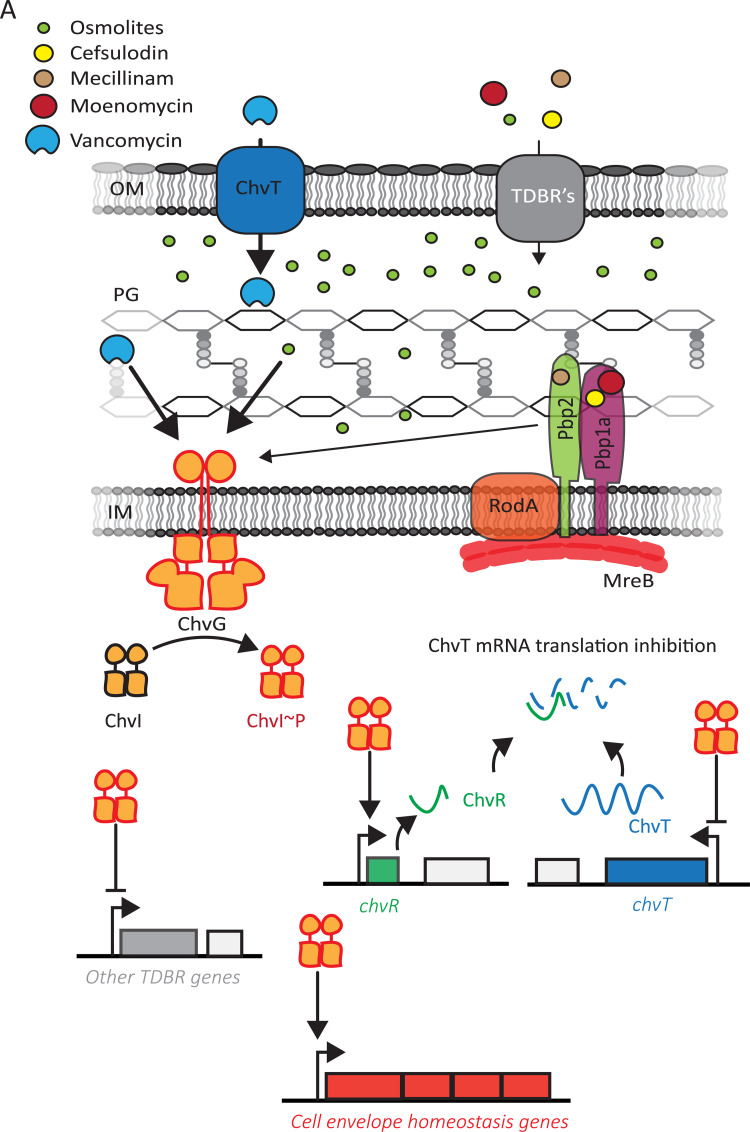
Model of ChvGI response to cell-envelope stressors. ChvT and other TDBR’s sensitize *C*. *crescentus* by transporting antibiotics targeting PG transpeptidation and osmolytes into the periplasm. Then, the HK ChvG autophosphorylates and activates the RR ChvI to upregulate the expression of genes related to cell envelope homeostasis and down-regulate outer membrane transport (such as TDBR).

In *C*. *crescentus*, the general stress response (GSR) sigma factor SigT is also activated upon osmotic imbalance thanks to a complex network comprising the sRNA GsrN, the anti-SigT regulator NepR, the histidine phosphotransferases LovK and PhyK and the RR MrrA, LovR and PhyR [18,23,35–37]. In steady-state conditions, NepR impedes SigT-dependent transcription. Upon either oxidative stress or osmotic imbalance, the histidine phosphotransferase MrrA activates PhyK to further phosphorylate PhyR. Once phosphorylated, PhyR~P interacts with NepR to release SigT from inhibition and allow the expression of the SigT-dependent regulon. Interestingly, we found that ChvGI and GSR are interconnected but this connection is counterintuitive. Indeed, we observed that deletion of *sigT* led to higher *chvI* promoter activity and that ChvI directly represses *phyR* expression, suggesting that ChvI and SigT antagonise each other while being sensitive to hyperosmotic conditions. However, we cannot exclude the possibility that the cell envelope homeostasis is sufficiently disrupted in both single mutants to correspondingly activate the other functional system, *i*.*e*. ChvGI in Δ*sigT* through P_*chvI*_ and SigT in Δ*chvI* through P_*phyR*_. The antagonistic regulation might allow the two systems to respond to different levels of osmotic imbalances. For instance, activation of ChvGI at low hypertonic conditions could down-regulate GSR whereas SigT would be sensitive to higher salt concentrations to which ChvGI is turned down. In agreement with this hypothesis, we found that SigT is required in more severe osmotic scenarios compared to ChvI. Considering that SigT is a sigma factor, it is expected that SigT negatively regulates *chvI* expression indirectly.

In addition, constitutive activation of a cell envelope stress response system can be detrimental. Overexpression of a phosphomimetic *chvI* variant has been shown to complement growth, but also to result in dysfunctional filamentous growth in minimal media [10]. The importance of negative regulation of cell envelope stress response systems has been lucidly demonstrated in *E*. *coli* with the sigma factor E (σ^E^), the inner membrane stress regulator Cpx or the regulator of capsule synthesis Rcs [38–41]. Indeed, overactivation of σ^E^ causes overexpression of sRNAs inhibiting expression of integral OMPs, therefore weakening the outer membrane integrity [42]. Likewise, constitutive Cpx activation disturbs cell division and morphology causing mis-localisation of FtsZ as well as overexpression of L,D-transpeptidase enzyme LdtD [41,43]. Similarly, overactivation of the RR RcsB results in overexpression of the small outer membrane lipoprotein OsmB, which is toxic through yet unknown mechanisms [39]. In any of the previous cases, hyperstimulation can lead to deregulation of cell envelope components.

We showed that ChvGI also regulates sensitivity to the antibiotic mecillinam, cefsulodin and moenomycin which all inhibit PG transpeptidation (**Fig 8**). Previously, Vallet *et al*. (2020) [13] showed that a mutant for the *chvIG-hprK* operon failed to grow when exposed to vancomycin, which also impedes PG crosslinking by directly interacting with the D-Ala-D-Ala moiety of the PG precursors (**Fig 8**). Here, we showed that ChvI was phosphorylated when exposed to vancomycin but not to mecillinam. Although both antibiotics (i) inhibit the transpeptidation step of PG synthesis and (ii) dramatically impact the viability of Δ*chvI* cells, they might induce ChvG phosphorylation in different time windows. This could be explained if these antibiotics cross the outer membrane with different efficiency. Consistent with this idea, our data suggest that vancomycin is efficiently transported by the TBDR ChvT, while other antibiotics (i.e. cefsulodin, mecillinam and moenomycin) are either poorly transported by ChvT or mostly transported by other OMPs (**Fig 8**). It is possible that these antibiotics reach toxic concentrations in the periplasm at different times. It is therefore likely that ChvGI is systematically activated upon inhibition of PG transpeptidation during cell elongation but with different sensitivity depending on the transport rate for each antibiotic. The multiple genes encoding TDBRs identified in the ChIP-seq and RNA-seq experiments support the idea that down-regulation of the outer membrane transport is a key strategy in the ChvGI-dependent cell envelope safeguard (**Fig 8**).

In contrast to the stressors mentioned above, treatment with cefixime, cefotaxime and sodium deoxycholate did not show differences in cell viability between WT and Δ*chvIG-hprK* cells [13]. Furthermore, the activation of *chvR* expression upon cefotaxime or sodium deoxycholate exposure was shown to be ChvI-independent. In addition, we showed here that Δ*chvI* cells were not more sensitive than WT cells to treatment with SDS, polymyxin B or the MreB inhibitor A22. Considering that MreB is a key cytoplasmic component of the elongasome complex, of which Pbp2 and other proteins are part, it is therefore likely that ChvGI rather senses specific targets in the periplasm to assess cell envelope stress (**Fig 8**). We propose that ChvG phosphorylation is stimulated by hyperosmotic conditions or antibiotics targeting PG transpeptidation by specifically sensing the osmotic pressure or the integrity of the peptidic crosslinks of PG instead of glycan strands. In such scenario, the periplasmic sensor domain of ChvG could interact with components of the elongasome or bind peptide bridges of the PG. Notwithstanding that, other stress response systems, yet to be discovered or characterised in the context of the aforementioned stressors, might be involved in responding to the damages that do not activate ChvGI.

We observed that ChvG has a patchy-spotty localisation pattern when grown in complex and synthetic minimal media, while it relocates as foci near mid-cell upon transition from complex to hyperosmotic minimal media. The patchy-spotty localisation pattern has been described for multiple PG-related proteins in *C*. *crescentus*, including MreB, MreC, Pal, Pbp1a, Pbp2, RodA, TolB [19,27,44–46]. Moreover, RodA, Pbp2, Pbp1a, which are proteins involved in PG polymerization and crosslinking, have been reported to relocate at mid-cell upon osmotic upshift in a FtsZ-dependent but MreB-independent manner [19]. It would be interesting to assess whether this ChvG localisation patterns are conserved among α-proteobacteria, in particular in Rhizobiales since they do not encode MreB orthologs [47,48]. In *E*. *coli*, it has been reported that the Pbp2 periplasmic portion physically interacts with those of Pbp1a and RodA to mediate PG assembly and to ensure proper cell elongation [49,50]. It is yet to be determined whether ChvG interacts with Pbp2, Pbp1a, RodA and/or others with similar localisation patterns. Nonetheless, it is tempting to speculate that ChvG interacts and co-localises with PG-related enzymes as a cell envelope safeguard system in α-proteobacteria. A recent study in the Gram-positive bacterium *Bacillus thuringiensis* showed that upon treatment with the antibiotic cefoxitin, the putative PBP protein PbpP derepresses the extracytoplasmic function sigma factor P (σ^P^) which increases expression of β-lactamases [51]. Also, it has been suggested that PG-related proteins facilitate *C*. *crescentus* adaptation to hyper-osmotic conditions by relocating to mid-cell (24). Repositioning the PG-crosslinking proteins at mid-cell might support cell-wall synthesis at a position where other proteins important to maintain the cell-envelope scaffold (i.e Tol/Pal complex proteins) and dictate cell-division (i.e. divisome proteins) are located. Recently, it has been shown that treatment with osmolytes and nanoparticles that create hypertonic conditions near the outer membrane result in aggregation of OMPs, such as OmpA and OmpC, in *E. coli* [52]. Interestingly, this osmotic-dependent aggregation inactivates OmpA and OmpC and stimulates persistence to antibiotics that are transported by these OMPs. Therefore, it is possible that the ChvG relocation depends on the aggregation of OMPs as well as on periplasmic PG-associated proteins to maintain surveillance on cell envelope-related damages in the process of adaptation to hyper osmotic environments. Future experiments will aim to determine the ChvG interactome under conditions which compromise the cell envelope, not only in *C*. *crescentus* but also in other α-proteobacteria, to dissect activation mechanisms as well as its connection with the general stress response.

## Methods

### Bacterial strains and growth conditions

Strains, plasmids and oligonucleotides used in this study are listed in supplementary tables (**S4**, **S5 and S6 Tables**). Plasmid construction details are presented in **S1 Text**. *E*. *coli* strains were grown aerobically in either LB (broth) sigma or LB + 1.5% agar at 37°C. All *C*. *crescentus* strains in this study are derived of the NA1000 wild-type strain, and growth was achieved at 30°C in aerated conditions using either complex medium Peptone Yeast Extract (PYE) or synthetic media supplemented with glucose (M2G or M5GG) as already described in [53]. M2G and M5GG were prepared using M2 (12.25 mM Na_2_HPO_4_, 7.75 mM KH_2_PO_4_, 9.35 mM NH_4_Cl) and M5 (10 mM PIPES pH 7.2, 1 mM NaCl, 1 mM KCl, 0.37 mM Na_2_HPO_4_, 0.23 mM KH_2_PO_4_) salts, respectively, and both supplemented with (0.5 mM MgSO_4_, 0.5 mM CaCl_2_, 0.01 mM FeSO_4_, 0.2% glucose). 1 mM glutamate sodium was added to make M5GG. Modified M2G 0% (Na^+^, K^+^), M2G 25% (Na^+^, K^+^) and M2G 50% (Na^+^, K^+^) were prepared without Na_2_HPO_4_ and KH_2_PO_4_ or either 50% or 25% of the Na_2_HPO_4_ and KH_2_PO_4_ concentrations in M2G, respectively. *C*. *crescentus* was grown on plates using either PYE or M2G supplemented with 1.5% agar at 30°C. Growth was monitored by measuring absorbance at OD_660_ in liquid cultures using an automated plate reader (Biotek, Epoch 2) with continuous shaking at 30°C. Gene expression under the control of inducible promoter (P_*xylX*_) was induced with 0.1% D(+)-xylose (Sigma). Expression of enhanced green fluorescent protein (*egfp*) and monomeric cherry (*mCherry*) protein fusions was induced in fresh exponentially growing cultures (OD_660_ ~ 0.1) for 4 h and overnight, respectively. Generalized transduction was performed with phage Cr30 according to the procedure described in [54]. Antibiotics for *E*. *coli* were used with the following final concentrations (g ml^-1^, in liquid/ solid medium) ampicillin (50/100), kanamycin (30/50), chloramphenicol (30/20), and oxytetracycline (12.5/12.5) for *C*. *crescentus* A22 (2.5/5) cefsulodin (80/80), cephalexin (15/15), mecillinam (100/100), moenomycin (0.5/1), kanamycin (5/20), oxytetracycline (1/2.5), polymyxin B (5/12.5), vancomycin (10/10) where appropriate. Plasmid delivery into *C*. *crescentus* was achieved by either bi- or tri-parental mating using *E*. *coli* S17-1 and *E*. *coli* MT607 as helper strains, respectively. In-frame deletions were created by using the pNPTS138-derivative plasmids as follows. Integration of the plasmids in the *C*. *crescentus* genome after single homologous recombination were selected on PYE plates supplemented with kanamycin. Three independent recombinant clones were inoculated in PYE medium without kanamycin and incubated overnight at 30°C. Then, dilutions were spread on PYE plates supplemented with 3% sucrose and incubated at 30°C. Single colonies were picked and transferred onto PYE plates with and without kanamycin. Finally, to discriminate between mutated and wild-type loci, kanamycin-sensitive clones were tested by PCR on colony using locus-specific oligonucleotides.

### Spotting assays

Ten-fold serial dilutions (in PYE) were prepared in 96-well plates from 5 ml cultures in standard glass tubes grown overnight at 30°C in the corresponding media. Cells (5 l) were then spotted on plates, incubated at 30°C for two-to-three days and pictures were taken. Cells in assays including strains with mutations in Δ*ntrX* were normalised to OD_660_ 1.0 since these mutations lead to growth defects in PYE.

### β-galactosidase assays

β-galactosidase assays were performed as already described in [55]. Briefly, overnight saturated cultures of *Caulobacter* cells harbouring *lacZ* reporter plasmids were diluted to OD_660_ 0.05 in fresh medium and incubated at 30°C until OD_660_ of 0.3 to 0.5. 100 μl samples were collected in a 96 well plate and kept at -80°C until measurement. Then, 50 μl of aliquots of the previously frozen samples were thawed and immediately treated with 50 μl Z buffer (60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_, 10 mM KCl, 1 mM MgSO_4_, pH 7.0) supplemented with 0.1 g polymyxin B and 0,27% (v/v) β-mercaptoethanol for 30 min at 28°C. To this, 150 μl of Z buffer were added, followed by 50 μl of 4 mg/ml O-nitrophenyl-β-D-galactopyranoside (ONPG). Then, ONPG hydrolysis was measured at 30°C for 30 min. The activity of the β-galactosidase expressed in miller units (MU) was calculated using the following equation: MU = (OD_420_ × 1,000) / [OD_660_ × t × v] where “t” is the time of the reaction (min), and “v” is the volume of cultures used in the assays (ml). Experimental values were the average of three independent experiments.

### Microscopy

Strains grown in PYE were imaged either in exponential or stationary phase using 1.5% agar pads with the indicated medium. Cells in osmotic shock conditions were pelleted and washed twice with the indicated stress medium and imaged in 1.5% agar pads maintaining the stress condition. Images were obtained using Axio Imager Z1 microscope (Zeiss), Orca-Flash 4.0 camera (Hamamatsu) and Zen 2.3 software (Zeiss). Temperature (30°C) was maintained stable during microscopy analysis using the Tempcontrol 37-analog 1 channel equipment (HemoGenix) coupled to the Axio Imager Z1 microscope. Images were processed with ImageJ. Demographs were obtained with MicrobeJ by segmenting each cell, integrating fluorescence, sorting cells by length and plotting fluorescence intensity and cellular widths to indicate the relative position of the protein fusions, in which 0 represents mid-cell and 2 or -2 the cell poles [56]. Confocal microscopy images were obtained using a LSM900 Ayriscan microscope. Samples were prepared for imaging using cells grown to OD_660_ 0.5. Cells were fixed immediately with a 12.5% paraformaldehyde and 150 mM NaPO_4_ solution. Cells were mixed gently and incubated for 15 min at room temperature, then at 4°C for 40 min. Then, cells were washed four times with 1.5X volume of dH_2_O. Cells were immobilized in CELLlview slides (Greiner bio-one) by treating wells beforehand with 30 μl 0.1% poly-L-lysine, then removing poly-L-lysine by aspiration and hydrating wells with a drop of water. Thereafter, 10 μl of cells was added to the well and let to sit for 10 mins. Cells in suspension were aspirated and the remain coated cells dried for 1 min. Finally, a drop of SlowFade Gold Antifade Mountant (Thermo Fisher) was added to wells containing immobilised cells.

### Protein purification and production of polyclonal antibodies

In order to immunize rabbits for production of ChvI polyclonal antibodies His6-ChvI was purified as follows. A BL21(DE3) strain harboring plasmid pET-28a-*chvI* was grown in LB medium supplemented with kanamycin until an OD_600_ of 0.7 was reached. IPTG (isopropyl—D-thiogalactopyranoside) (Thermo Fisher Scientific) was added at a final concentration of 1 mM, and the culture was incubated overnight at 18°C. Then, cells were harvested by centrifugation for 30 min at 4,000 rpm and 4°C. The pellet was resuspended in 20 ml BD buffer (20 mM Tris-HCl [pH 8.0], 500 mM NaCl, 10% glycerol, 10 mM MgCl2, 12.5 mM imidazole) supplemented with complete EDTA-free protease cocktail inhibitor (Roche), 400 mg lysozyme (Sigma), and 10 mg DNase I (Roche) and incubated for 30 min on ice. Cells were then lysed by sonication and the lysate cleared by centrifugation (12,000 rpm for 30 min at 4°C) was loaded on a Ni-nitrilotriacetic acid (Ni-NTA) column and incubated for 1 h at 4°C with end-over-end shaking. The column was then washed with 5 ml BD buffer, 3 ml Wash 1 buffer (BD buffer with 25 mM imidazole), 3 ml Wash 2 buffer (BD buffer with 50 mM imidazole), and 3 ml Wash 3 buffer (BD buffer with 75 mM imidazole). Proteins bound to the column were eluted with 3 ml elution buffer (BD buffer with 100 mM imidazole) and aliquoted in 300 μl fractions. All the fractions containing the protein of interest (checked by Coomassie blue staining) were pooled and dialyzed in dialysis buffer (20 mM Tris [pH 8.0], 0.5 M NaCl, 10% glycerol). Purified ChvI was used to immunize rabbits (CER Groupe, Marloie, Belgium).

### Immunoblot analysis

Proteins crude extracts were prepared by harvesting cells from exponential growth phase (OD_660_ ~ 0.3). The pellets were then resuspended in SDS-PAGE loading buffer by normalizing to the OD_660_ before lysing cells by incubating them for 10 min at 95°C. 20 μl of cell lysates was loaded in wells of a 12% SDS-polyacrylamide gel for protein separation by electrophoresis. Thereafter, proteins were transferred onto a nitrocellulose membrane then blocked overnight in 5% (wt/vol) non-fat dry milk in phosphate buffer saline (PBS) with 0.05% Tween 20. Membrane was immunoblotted for ≥ 3 h with primary monoclonal anti-GFP (1:5,000) antibodies (JL8, Clontech-Takara), then followed by immunoblotting for ≤ 1 h with secondary antibodies: 1:5,000) anti-mouse linked to peroxidase (Dako Agilent), and vizualized thanks to Clarity™ Western ECL substrate chemiluminescence reagent (BioRad) and Amersham Imager 600 (GE Healthcare).

### Chromatin immunoprecipitation followed by deep sequencing (ChIP-Seq) assay

A ChIP-Seq protocol was followed as described in [57]. Briefly, 80 ml of mid-log-phase cells (OD_660_ of 0.6) were cross-linked in 1% formaldehyde and 10 mM sodium phosphate (pH 7.6) at room temperature (RT) for 10 min and then for 30 min on ice. Cross-linking was stopped by addition of 125 mM glycine and incubated for 5 min on ice. Cells were washed twice in phosphate buffer solution (PBS; 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_, pH 7.4) resuspended in 450 μl TES buffer (10 mM Tris-HCl [pH 7.5], 1 mM EDTA, and 100 mM NaCl), and lysed with 2 μl of Ready-lyse lysozyme solution for 5 min at RT. Protease inhibitors (Roche) were added, and the mixture was incubated for 10 min. Then, 550 μl of ChIP buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl [pH 8.1], and 167 mM NaCl, plus protease inhibitors) were added to the lysate and incubated at 37°C for 10 min before sonication (2 x 8 bursts of 30 sec on ice using a Diagenode Bioruptor) to shear DNA fragments to a length of 300 to 500 bp. Lysate was cleared by centrifugation for 10 min at 12,500 rpm at 4°C, and protein content was assessed by measuring the OD_280_. Then, 7.5 mg of proteins was diluted in ChIP buffer supplemented with 0.01% SDS and precleared for 1 h at 4°C with 50 μl of SureBeads Protein A Magnetic Beads (BioRad) and 100 μg bovine serum albumin (BSA). One microliter of polyclonal anti-ChvI antibodies was added to the supernatant before overnight incubation at 4°C under gentle agitation. Next, 80 μl of BSA presaturated protein A-agarose beads were added to the solution and incubated for 2 h at 4°C with rotation, washed once with low-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 8.1], 150 mM NaCl), once with high-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl [pH 8.1], 500 mM NaCl), once with LiCl buffer (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl [pH 8.1]), and once with TE buffer (10 mM Tris-HCl [pH 8.1] 1 mM EDTA) at 4°C, followed by a second wash with TE buffer at RT. The DNA-protein complexes were eluted twice in 250 μl freshly prepared elution buffer (0.1 M NaHCO3, 1% SDS). NaCl was added at a concentration of 300 mM to the combined eluates (500 μl) before overnight incubation at 65°C to reverse the cross-link. The samples were treated with 20 μg of proteinase K in 40 mM EDTA and 40 mM Tris-HCl (pH 6.5) for 2 h at 45°C. DNA was extracted using a Nucleospin PCR cleanup kit (Macherey-Nagel) and resuspended in 50 μl elution buffer (5 mM Tris-HCl [pH 8.5]). DNA sequencing was performed using an Illumina NextSeq 550 (paired-end 2x75) instrument (BIO.be). NGS data were analysed as described in [57].

### RNA-seq

WT and Δ*chvI* cells were grown overnight to OD_660_ ~ 0.3 and then exposed to 6% sucrose for 4 h. Thereafter, total RNA was extracted with RNeasy Protect Bacteria Kit from Qiagen and following manufacturer’s instructions. The quantity and quality (A260/A280 ratio) of RNA was determined with a Thermo Scientific Nanodrop One Microvolume UV-Vis Spectrophotometer. RNASeq TTRNA libraries were prepared according to the manufacturer’s instructions and sequenced with Illumina NovaSeq 6000 (paired-end 2x100) instrument (BIO.be). NGS data were analysed using Galaxy (https://usegalaxy.org) [58]. Briefly, FastQC was used to evaluate the quality of the reads; HISAT2 was used to map the reads onto the NA1000 reference genome (NC_011916.1) and generate bam files; featureCounts was used to generate counts tables using bam files and DESeq2 was used to determine differentially expressed genes. The Volcano plot was generated using GraphPad Prism 9 software.

### MEME analysis

Sequences corresponding to +/- 100bp from TSS of genes identified in the ChIP-seq and reported as either positive or negative regulated from the RNA-seq and β-galactosidase activity from promoter fusions were analysed for a ChvI conserved DNA binding motif using MEME [59] (**S3 Table**). As searching parameters, the classical motif discovery mode, zoops motif site distribution, 10 minimum motif width and 15 maximum motif width and a p-value<0.001 as cut-off were used.

### *In vivo* ^32^P labelling

Cells were grown overnight in PYE, then washed twice and grown in M5GG medium overnight in M5G with 0.05 mM phosphate to OD_660_ ~ 0.3. Immediately before reaching the desired OD for cultures, 40 μl of SureBeads Protein A Magnetic Beads (BioRad) were washed 4 times in 1 ml PBS + 0.1% Tween (PBS-T) and finally resuspended in 65 μl. Thereafter, 3 μl of anti-ChvI antibody were added to the washed protein A-agarose beads and incubated at RT in a shaker at 1300 rpm for 30 mins. Protein A beads with anti-ChvI antibodies were washed 3 times with PBS-T and 1 time with cold (4°C) Low Salt Buffer (LSB; 50 mM Tris pH 7.0, 100 mM NaCl, 50 mM EDTA, 2% Triton X100; sterilised with 2 μm Acrodisc syringe filters), immediately resuspended in 50 μl LSB and kept on ice. Then, one ml of cell culture was labelled using 30 μCi γ-[^32^P]ATP (PerkinElmer). Samples were immediately incubated with either 6% sucrose, 10 μg/ml vancomycin or 100 μg/ml mecillinam for 7 minutes at 30°C. Then, cells were pelleted for 2 min at 15,000 rpm and the supernatant removed completely without disturbing the pellets. Cell pellets were resuspended in 50 μl Lysis Buffer (50 mM Tris pH 7.0, 150 mM NaCl, 80 mM EDTA, 2% Triton X100; sterilised with 2 μm Acrodisc syringe filters) by pipetting. Lysed samples were incubated 3 min on ice, 450 μl of cold LSB were added and proteins were collected using centrifugation for 15 min at 13,000 and 4°C. Then, ChvI immunoprecipitation (IP) was performed by adding the Protein A beads with anti-ChvI antibodies previously prepared to the cell-free protein samples, and incubating at 4°C with rotation for 90 minutes. IP samples were washed 1 time in 1 ml LSB and 3 times in 1 ml High Salt Buffer (50 mM Tris pH 7.0, 500 mM NaCl, 50 mM EDTA, 0.1% Triton X100; sterilised with 2 μm Acrodisc syringe filters). Samples were eluted using 25 μl of 2.5X SDS-loading Buffer and incubation at 37°C for 5 min. Samples with SDS loading Buffer were separated from magnetic beads, and 20 μl loaded on a SDS-Page gel and run at 200 V-50 mA-100 W. The gel was dried for 1h at 70°C under vacuum in a Model 583 Gel Dryer (BioRad). Finally, the dried gel was exposed on phosphoscreen for 5 days and revealed using a Cyclone Plus Phosphor Imager (PerkinElmer).

### Quantification of ChvI phosphorylation

ChvI phosphorylation levels were obtained following the method for quantification of western blots in FIJI. Briefly, intensities of phosphorylated protein bands in phosphoscreens were analysed from images taken in the Cyclone Plus Phosphor Imager (PerkinElmer). TIFF images were converted to jpeg format and to grayscale picture mode. The “grey mean value” was set as criteria for measurement and a fixed size rectangle large enough to contain the largest band in the image was used to frame the protein samples across a row. Bands were centered in the fixed size rectangle and the grey mean value taken to each protein band using the measurement option. Background corrected absolute values were obtained by measuring a portion of the gel that had no protein samples loaded and the band intensities subtracted from them.

### Statistical analyses

All the statistical analyses were performed using GraphPad Prism 9 software. A *P* value of <0.05 was considered as significant.

## Supporting information

S1 Fig Growth and morphology of *chvI* mutant strains in synthetic minimal media. (A) Growth of WT, *chvID52E* and *chvID52A* mutant strains in M2G. The data represent the average values of biological replicates (n = 3, error bars show standard deviation). (B) Morphology of WT, Δ*chvI*, *chvID52E* and *chvID52A* cells after 48 hrs of incubation in M2G. Scale bars in microscopy images correspond to 1 μm.
(EPS)

S2 Fig The promoter activity of genes studied from the ChvI regulon are upregulated upon different osmotic regimes. (A) Activity of the *dipM*, *ftsN*, *nepR*, *phyR* and *chvI* promoters (Miller Units) in WT (black bars) and Δ*chvI* (white bars) cells grown overnight in PYE, then washed and exposed for 4 h in M2G. (B-D) Activity of the *dipM* (A), *ftsN* (B) and *phyR* (C) promoters in WT cells treated with different osmotic conditions. Seed cells were grown in PYE and exposed to the different conditions for four hours. Data in M2G was obtained from cells pelleted from PYE cultures, washed twice and exposed to M2G. The data represent the average values of biological replicates (n = 3, error bars show standard deviation). ** = p < 0.01, NS = p > 0.05, Single factor ANOVA analysis of β-galactosidase activity.
(EPS)

S3 Fig *chvI* and *sigT* are interconnected. (A) Activity of the *chvI* promoter P*chvI* (in Miller Units) in WT (black bars), Δ*chvI* (light grey bars) Δ*sigT* (dark grey bars) cells grown in PYE and exposed to different osmotic conditions. Data in M2G was obtained from cells pelleted from PYE cultures, washed twice and exposed to M2G. The data represent the average values of biological replicates (n = 3, error bars show standard deviation). ** = p < 0.01, NS = p > 0.05, Single factor ANOVA analysis of β-galactosidase activity. (B) Viability of single Δ*chvI* and Δ*sigT* mutants in PYE supplemented with different osmolytes at different concentrations. Images are representative of three biological replicates.
(EPS)

S4 Fig Δ*chvI* is not sensitive to every cell envelope stress. (A) Growth of WT (black) and Δ*chvI* (orange) cells in PYE with (dashed lines) or without (solid lines) acidic stress pH 5.5, polymixin B (Pol B) and cephalexin (Ceph). The data represent the average values of biological replicates (n = 3, error bars show standard deviation). (B) Viability of Δ*chvI* cells on plates supplemented with 0.001% or 0.0025% sodium dodecyl sulfate (SDS), Pol B, Ceph or A22. Images are representative of three biological replicates. (C) Viability of single (Δ*chvI* and Δ*chvT*) and double (Δ*chvI* Δ*chvT*) mutants on PYE agar with vancomycin (Van), mecillinam (Mec), cefsulodin (Cef) and moenomycin (Moe). Images represent three biological replicates.
(EPS)

S5 Fig ChvG relocates from a patchy-spotty pattern to mid-cell upon osmotic upshift. (A) Growth of Δ*chvI* and Δ*chvG* mutants complemented with *chvI* and *chvG* N- and C-terminal eGFP fusions in M2G supplemented with xylose. (B) Immunodetection of eGFP fusions with GFP antibodies. The expected molecular weights for eGFP, eGFP-ChvI, ChvI-eGFP, eGFP-ChvG and ChvG-eGFP are 26.94, 54.33, 55.75, 85.88, 86.06 KDa, respectively. (C) Localisation of eGFP-ChvG in a Δ*chvG* background grown overnight in PYE and M2G and imaged in PYE and M2G agarose pads, respectively. (D) Confocal microscopy images of Δ*chvG* cells expressing eGFP-ChvG cells grown in PYE. (E-F) Growth upon endogenous (E) and ectopic expression (F) of *chvGH309N* in M2G. (G) Impact of deletions in sensor (Δ*chvG*274-534) and catalytic (Δ*chvG*1-274) domains of ChvG. (H) Growth of Δ*chvG* cells expressing either full length or truncated portions of ChvG fused to reporters. The data represent the average value of biological replicates (n = 3, error bars show standard deviation), except for panel A. Expression of eGFP fusions from P*xylX* was induced with 0.1% xylose.
(EPS)

S6 Fig Replicates of 1A, 2, 4C, 5E, 5F, S3B and S3C Figs.

S7 Fig Numerical data and statistics.

S1 Table ChvI direct targets determined by ChIP-seq. Promoter regions bound by ChvI in WT cells grown in synthetic minimal media M2G.
(PDF)

S2 Table ChvI regulon determined by RNA-seq. (A) genes with expression down-regulated or (B) up-regulated in the Δ*chvI* mutant upon osmotic stress with 6% sucrose.
(PDF)

S3 Table Sequences for ChvI MEME analysis.

S4 Table Bacterial strains used in this study.

S5 Table Plasmids used in this study.

S6 Table Oligonucleotides used in this study.

S1 Text Supplementary methods. Construction of plasmids.
(PDF)

# Supplementary material for: The two-component system ChvGI maintains cell envelope homeostasis in Caulobacter crescentus
**Source:** PLoS Genet. 2022 Dec 8;18(12):e1010465. doi: 10.1371/journal.pgen.1010465
**Supplement:** S6 Fig

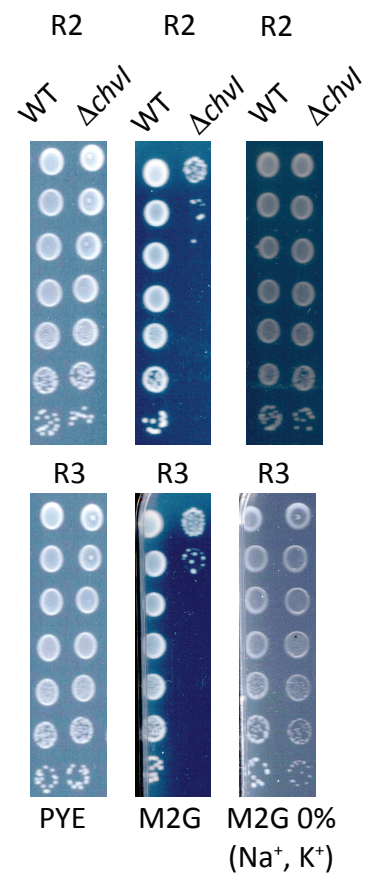

Replicates Figure 1.

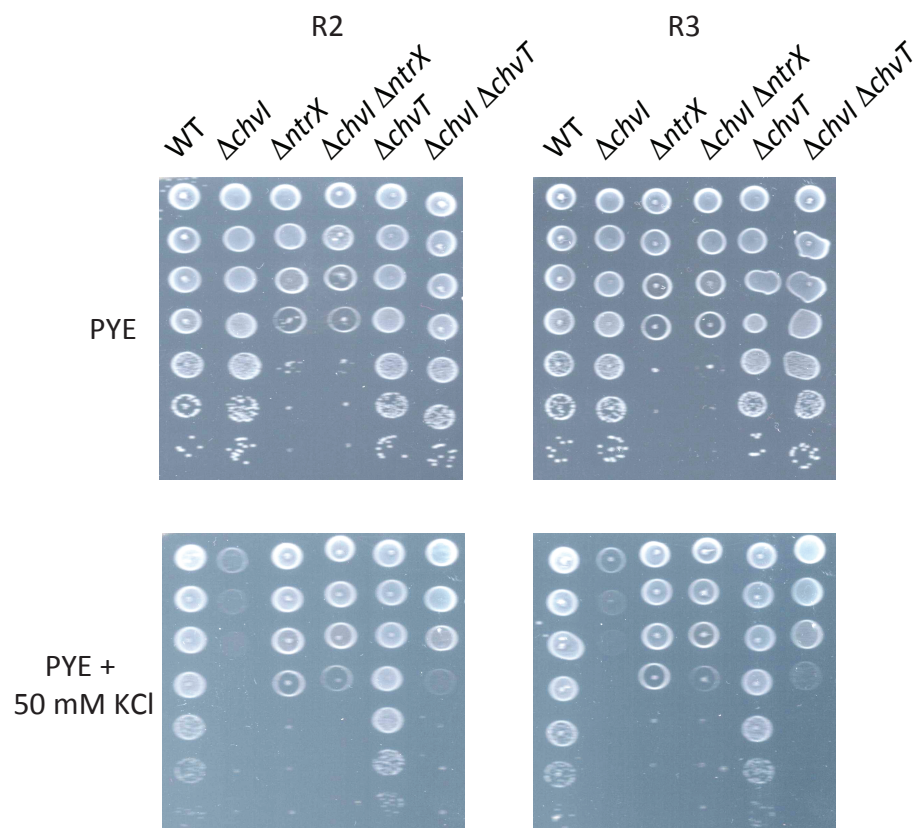

Replicates Figure 2.

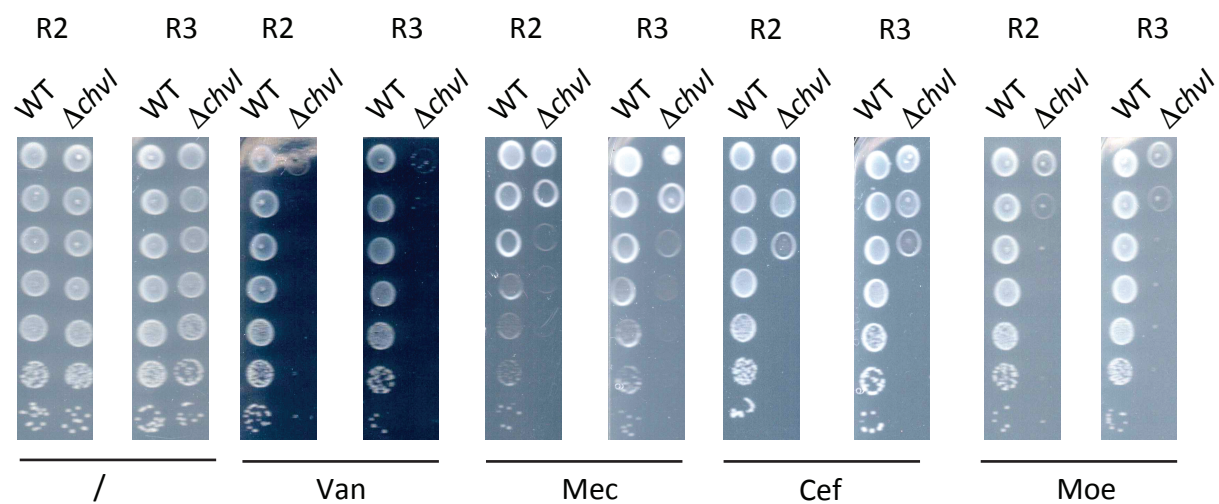

Replicates Figure 5E.

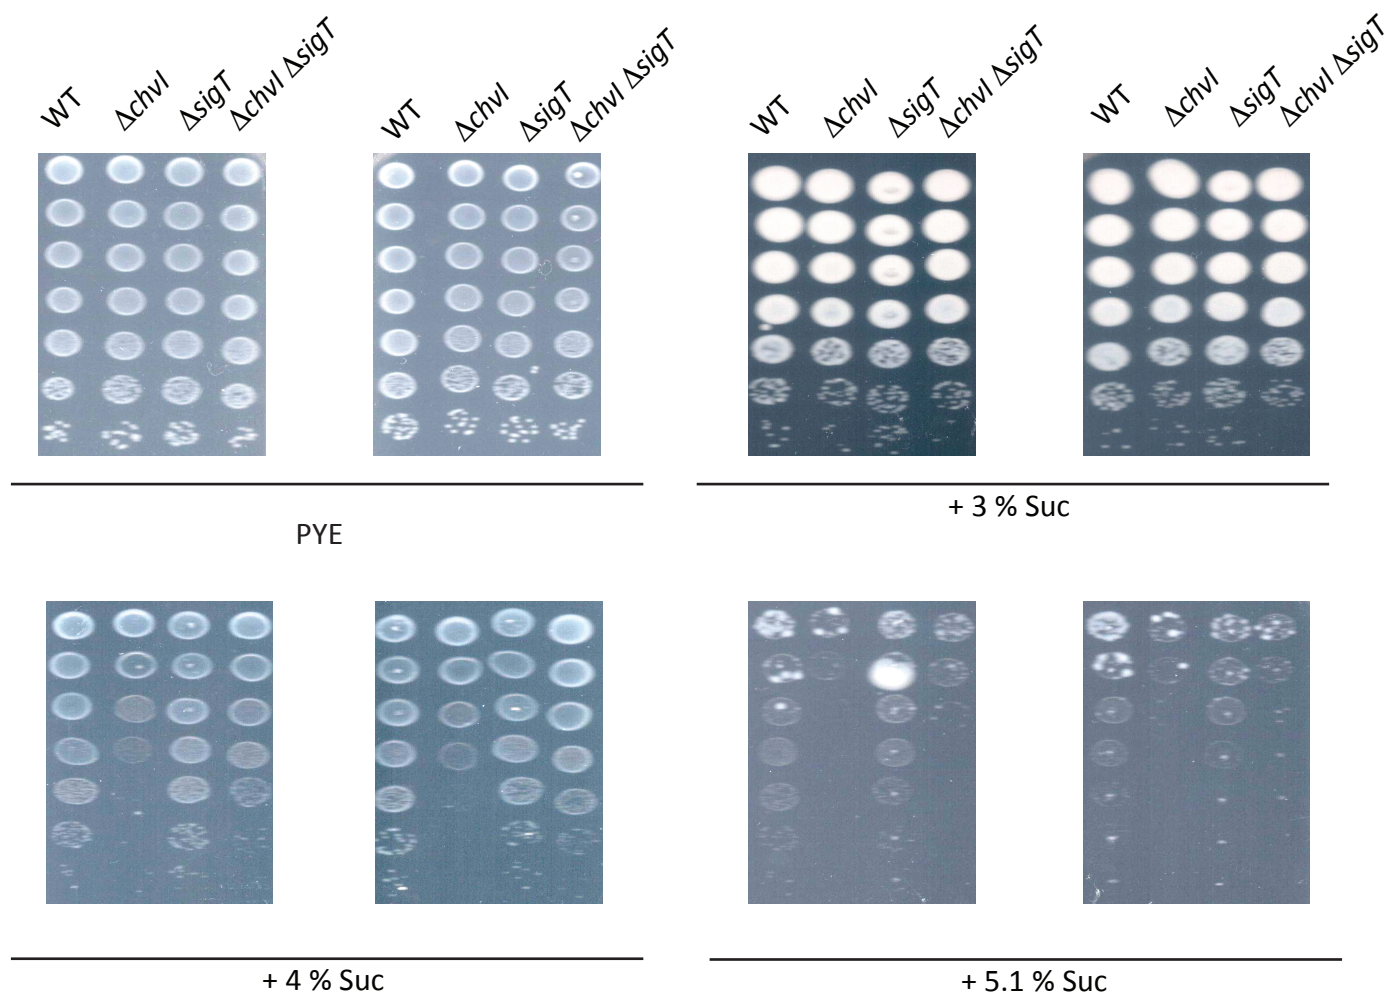

Replicates Figure S3B. Continues in next page

WT Δ chvI Δ sigT Δ chvI Δ sigT

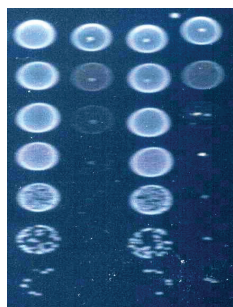

WT Δ chvI Δ sigT Δ chvI Δ sigT

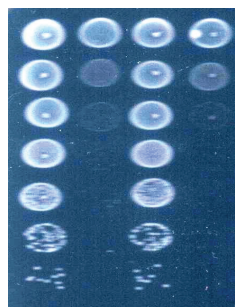

25 mM KCl

WT Δ chvI Δ sigT Δ chvI Δ sigT

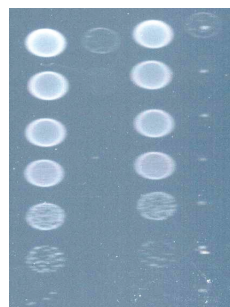

WT Δ chvI Δ sigT Δ chvI Δ sigT

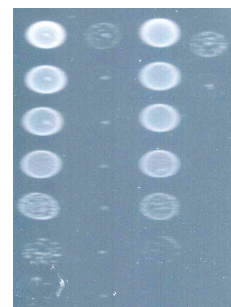

50 mM KCl

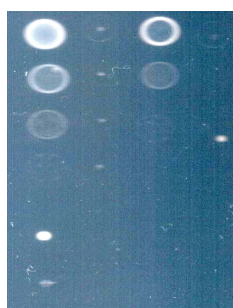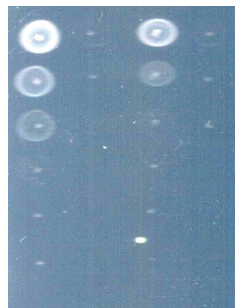

75 mM KCl

20 mM NaCl

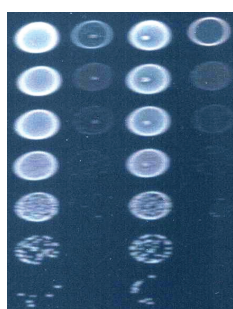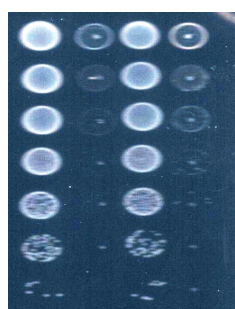

40 mM NaCl

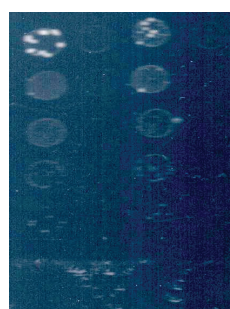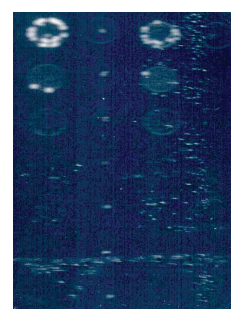

85 mM NaCl

Replicates Figure S3B. Ends here

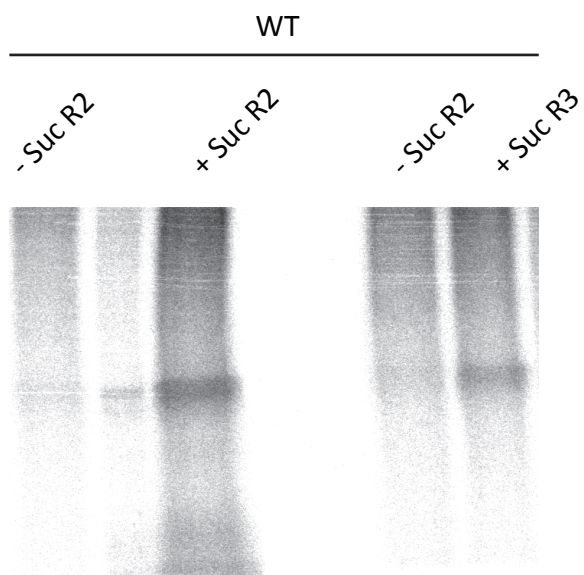

Replicates Figure 4C.

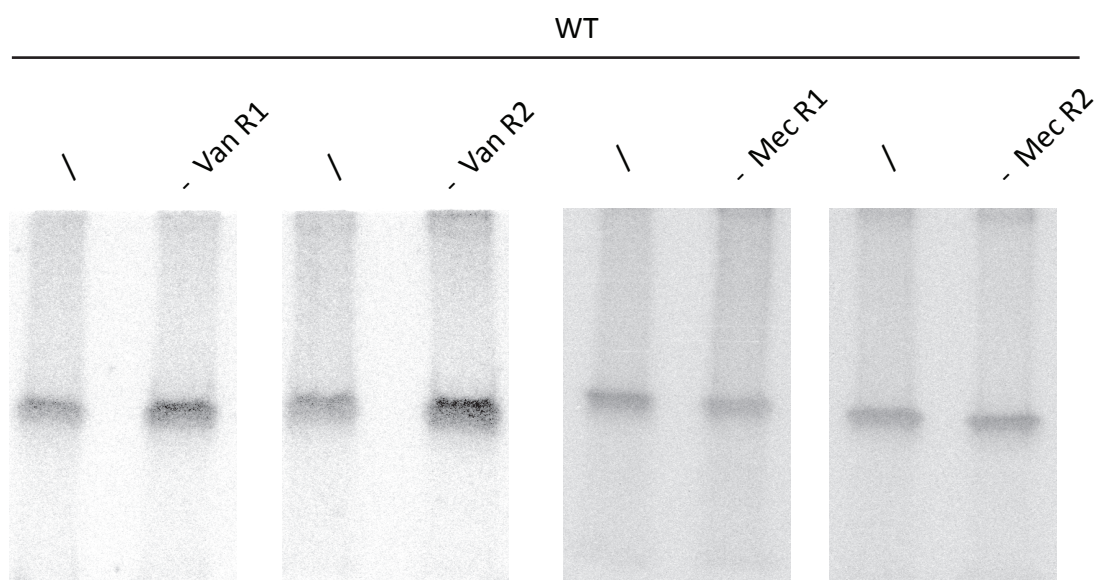

Replicates Figure 5F.

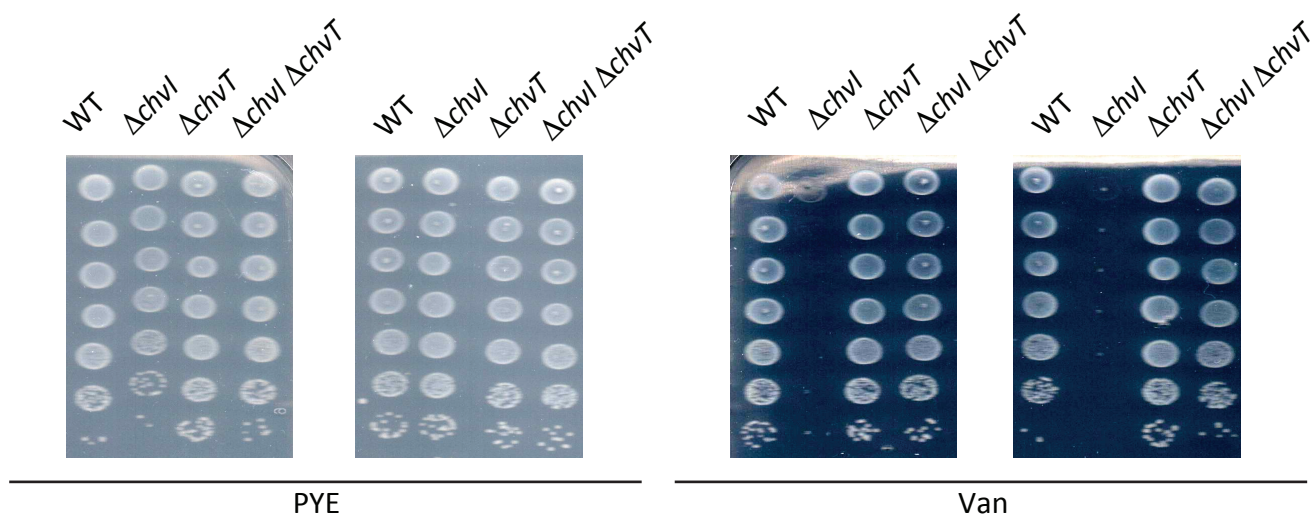

Replicates Figure 4C.

WT Δ chvI Δ chvT Δ chvI Δ chvT

WT Δ chvI Δ chvT Δ chvI Δ chvT

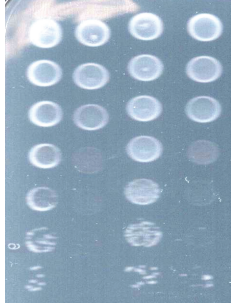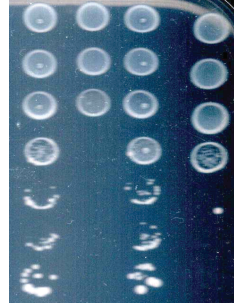

Mec

WT Δ chvI Δ chvT Δ chvI Δ chvT

WT Δ chvI Δ chvT Δ chvI Δ chvT

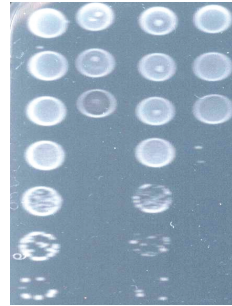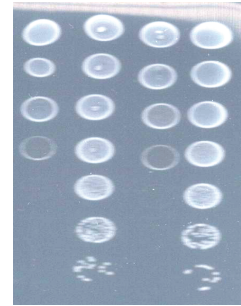

Cef

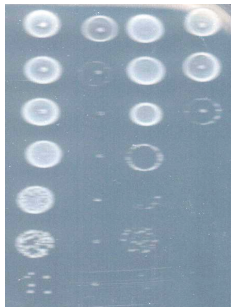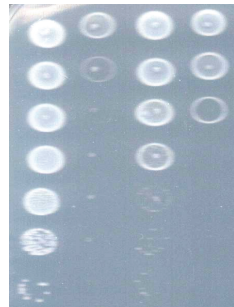

Moe

# Supplementary material for: The two-component system ChvGI maintains cell envelope homeostasis in Caulobacter crescentus
**Source:** PLoS Genet. 2022 Dec 8;18(12):e1010465. doi: 10.1371/journal.pgen.1010465
**Supplement:** S2 Table — (A) genes with expression down-regulated or (B) up-regulated in the ΔchvI mutant upon osmotic stress with 6% sucrose.

S2 Table. ChvI regulon determined by RNA-seq. (A) genes with expression down-regulated in the $\Delta chvI$ mutant upon osmotic stress with 6% sucrose.

Top hit	Gene ID	Description	log2 (FC WT/ $\Delta chvI$)	P-value	P-adj
1	CCNA_03997	amelogenin/CpxP-related protein	8,579868	1,10E-239	4,43E-236
2	CCNA_00237	two-component response regulator chvI	7,460508	1,34E-191	2,72E-188
3	CCNA_R0088	Minimal medium sRNA	6,136769	1,77E-115	2,39E-112
4	CCNA_01238	EF-hand domain protein	5,332779	2,91E-107	2,95E-104
5	CCNA_R0092	Minimal medium sRNA	5,227363	8,42E-43	2,43E-40
6	CCNA_00889	hypothetical protein	4,883146	4,29E-86	3,47E-83
7	CCNA_R0161	small non-coding RNA	4,543405	2,92E-29	3,81E-27
8	CCNA_03987	hypothetical protein	4,275498	1,49E-46	5,03E-44
9	CCNA_01660	hypothetical protein	4,093043	3,23E-48	1,19E-45
10	CCNA_02817	retrotransposon-related protein	4,044014	7,82E-51	3,16E-48
11	CCNA_01087	cell envelope integrity protein eipA	4,041426	1,91E-53	9,67E-51
12	CCNA_03308	hypothetical protein	3,974113	5,99E-30	8,66E-28
13	CCNA_02309	EF hand domain protein	3,947459	6,60E-29	7,80E-27
14	CCNA_03102	hypothetical protein	3,784691	1,09E-33	1,77E-31
15	CCNA_03820	outer-membrane lipoproteins carrier protein	3,782962	8,49E-65	5,72E-62
16	CCNA_01080	hypothetical protein	3,690148	1,16E-40	2,92E-38
17	CCNA_02531	proline-rich hypothetical protein	3,486805	2,19E-26	2,01E-24
18	CCNA_03601	hemolysin III-like protein)	3,466022	2,92E-59	1,69E-56
19	CCNA_00038	hypothetical protein	3,459263	3,52E-42	9,49E-40
20	CCNA_01341	endopeptidase degP	3,299589	2,05E-52	9,23E-50
21	CCNA_03602	patatin family phospholipase domain protein	3,296568	2,80E-38	5,96E-36
22	CCNA_00687	hypothetical protein	3,203373	8,72E-39	2,08E-36
23	CCNA_00039	hypothetical protein	3,175555	1,20E-23	9,91E-22
24	CCNA_R0199	small non-coding RNA	3,138597	1,91E-35	3,36E-33
25	CCNA_01583	phosphate-binding protein PtsS	3,10072	7,81E-36	1,44E-33
26	CCNA_01592	SN-glycerol-3-phosphate transport ATP-binding protein	3,084726	4,35E-38	8,81E-36
27	CCNA_02165	esterase/lipase	3,081526	6,50E-22	4,96E-20
28	CCNA_01090	hypothetical protein	3,075921	1,72E-43	5,34E-41
29	CCNA_02310	cellulose 1,4-beta-cellobiosidase	3,060081	7,64E-30	1,07E-27
30	CCNA_02721	peptidase, M16 family	3,050148	9,87E-29	1,08E-26

31	CCNA_03101	integrase/recombinase (XerD/RipX family)	3,019754	3,27E-25	2,88E-23
32	CCNA_01067	type I secretion outer membrane protein RsaFa	2,98762	4,23E-27	4,17E-25
33	CCNA_01773	SNARE-associated family membrane protein	2,986556	5,91E-29	7,24E-27
34	CCNA_02106	TonB-dependent outer membrane receptor	2,967977	2,22E-28	2,30E-26
35	CCNA_00888	hypothetical protein	2,966904	3,27E-20	2,41E-18
36	CCNA_00686	peptidase family S41 protein	2,944474	1,82E-26	1,75E-24
37	CCNA_00484	hypothetical protein	2,926154	2,15E-26	2,01E-24
38	CCNA_02308	hypothetical protein	2,904541	3,41E-29	4,31E-27
39	CCNA_02846	endopeptidase degP	2,873802	6,85E-34	1,15E-31
40	CCNA_01088	hypothetical protein	2,86569	8,62E-23	6,98E-21
41	CCNA_02001	phosphoserine phosphatase	2,845159	6,07E-32	9,44E-30
42	CCNA_01445	hypothetical protein	2,833545	1,36E-38	3,05E-36
43	CCNA_01089	hypothetical protein	2,815112	9,13E-37	1,76E-34
44	CCNA_03726	transcriptional regulator	2,804138	2,20E-28	2,30E-26
45	CCNA_02219	hypothetical protein	2,733332	9,54E-26	8,58E-24
46	CCNA_03338	TolB protein	2,699714	3,38E-30	5,07E-28
47	CCNA_00733	GumN superfamily protein	2,600268	1,73E-29	2,33E-27
48	CCNA_01446	putative aminotransferase aatC	2,593795	2,07E-19	1,42E-17
49	CCNA_02339	methyltransferase	2,585514	3,45E-28	3,49E-26
50	CCNA_02889	peptidyl-prolyl cis-trans isomerase	2,585088	6,91E-29	7,80E-27
51	CCNA_00546	hypothetical protein	2,581795	1,17E-13	5,42E-12
52	CCNA_01505	hypothetical protein	2,578745	3,66E-11	1,42E-09
53	CCNA_01386	hypothetical protein	2,494249	2,47E-24	2,08E-22
54	CCNA_02865	phage protein	2,484474	3,01E-14	1,52E-12
55	CCNA_00735	hypothetical protein BamF	2,477619	8,96E-18	5,58E-16
56	CCNA_03909	conserved hypothetical protein	2,45932	6,94E-29	7,80E-27
57	CCNA_01653	peptidyl-prolyl cis-trans isomerase	2,417407	7,40E-16	3,99E-14
58	CCNA_00123	3-hydroxyacyl CoA dehydrogenase	2,40595	1,14E-13	5,38E-12
59	CCNA_03336	Tol system periplasmic component YbgF	2,320795	1,74E-24	1,50E-22
60	CCNA_02201	hypothetical protein	2,320121	6,67E-12	2,75E-10
61	CCNA_03548	carboxy-terminal processing protease precursor	2,277761	3,32E-16	1,84E-14
62	CCNA_R0100	small non-coding RNA chvR	2,245174	1,21E-08	3,46E-07
63	CCNA_01654	peptidyl-prolyl cis-trans isomerase	2,236579	3,61E-22	2,81E-20

64	CCNA_02819	hypothetical protein	2,214202	8,69E-12	3,52E-10
65	CCNA_R0106	small non-coding RNA	2,189526	5,66E-19	3,76E-17
66	CCNA_01081	hypothetical protein	2,177142	3,54E-21	2,65E-19
67	CCNA_01993	membrane endopeptidase MmpA	2,173333	3,37E-19	2,27E-17
68	CCNA_01725	PQQ enzyme repeat family protein BamA	2,166415	1,36E-19	9,66E-18
69	CCNA_01147	acetyltransferase	2,161138	5,71E-13	2,60E-11
70	CCNA_01772	hypothetical protein	2,159305	1,90E-16	1,07E-14
71	CCNA_00292	phosphate transport system permease protein pstC	2,148154	3,56E-22	2,81E-20
72	CCNA_01344	hypothetical protein	2,109334	7,12E-20	5,14E-18
73	CCNA_02202	hypothetical protein	2,085797	4,21E-14	2,08E-12
74	CCNA_02338	hypothetical protein	2,07658	3,46E-16	1,89E-14
75	CCNA_03212	hypothetical protein	2,024365	6,94E-12	2,83E-10
76	CCNA_01427	lipoprotein, SmpA/OmlA family BamE	2,013488	1,09E-06	2,17E-05
77	CCNA_03460	hypothetical protein	2,006656	3,40E-18	2,15E-16
78	CCNA_03335	PP-loop family cell cycle control ATPase	1,996091	9,45E-18	5,79E-16
79	CCNA_01443	hypothetical protein	1,974744	2,71E-17	1,59E-15
80	CCNA_01447	homoserine dehydrogenase	1,959219	2,88E-11	1,13E-09
81	CCNA_00793	phosphatidylglycerol glycosyltransferase	1,957657	3,58E-14	1,79E-12
82	CCNA_01500	hypothetical protein	1,953374	1,86E-18	1,22E-16
83	CCNA_03773	hypothetical protein	1,952802	1,74E-17	1,04E-15
84	CCNA_00218	hypothetical protein	1,94742	1,48E-19	1,03E-17
85	CCNA_00347	hypothetical protein	1,889342	0,000181<br>9	0,002055<br>5
86	CCNA_00887	hypothetical protein	1,873478	1,15E-12	5,01E-11
87	CCNA_01759	peptidyl-prolyl cis-trans isomerase	1,862241	1,02E-16	5,87E-15
88	CCNA_01659	queueine tRNA-ribosyltransferase	1,859312	1,46E-15	7,78E-14
89	CCNA_01724	hypothetical protein	1,854791	1,63E-16	9,30E-15
90	CCNA_01345	short chain dehydrogenase	1,825671	7,99E-13	3,55E-11
91	CCNA_01068	mannosyltransferase	1,82141	2,12E-15	1,10E-13
92	CCNA_03280	pyruvate ferredoxin/flavodoxin oxidoreductase family protein	1,821146	1,14E-17	6,88E-16
93	CCNA_00548	transposase	1,813886	0,000110<br>2	0,001308
94	CCNA_03083	hybrid sensor histidine kinase/receiver domain protein	1,792828	2,69E-13	1,23E-11
95	CCNA_01496	2-dehydro-3-deoxyphosphooctonate aldolase	1,787233	1,64E-14	8,40E-13

96	CCNA_00293	phosphate transport system permease protein pstA	1,75902	1,94E-15	1,02E-13
97	CCNA_01636	alkaline phosphatase	1,745158	1,15E-10	4,33E-09
98	CCNA_R0074	small non-coding RNA	1,742013	0,000661<br>9	0,006376<br>7
99	CCNA_03557	hypothetical protein	1,724285	2,54E-09	8,16E-08
100	CCNA_00398	hypothetical protein	1,721562	1,71E-12	7,28E-11
101	CCNA_02334	transcriptional regulator of stalk biogenesis staR	1,718166	5,69E-09	1,69E-07
102	CCNA_03469	arginyl-tRNA synthetase	1,690582	7,19E-13	3,23E-11
103	CCNA_03461	hypothetical protein	1,688066	3,43E-06	6,14E-05
104	CCNA_00124	hypothetical protein	1,685398	1,07E-13	5,10E-12
105	CCNA_03709	transposase	1,673242	3,44E-06	6,14E-05
106	CCNA_01385	predicted rRNA methylase	1,672307	2,05E-09	6,70E-08
107	CCNA_01907	ABC transporter ATP-binding protein	1,658489	1,58E-07	3,86E-06
108	CCNA_00707	hypothetical protein	1,650257	2,11E-10	7,67E-09
109	CCNA_02063	lipoprotein, ComL family BamD	1,649258	9,53E-14	4,59E-12
110	CCNA_02888	nitrilotriacetate monooxygenase	1,632957	2,29E-08	6,27E-07
111	CCNA_00238	two-component sensor histidine kinase chvG	1,626522	7,18E-14	3,50E-12
112	CCNA_02781	hypothetical protein	1,625061	3,84E-08	1,01E-06
113	CCNA_00169	hypothetical protein	1,611327	3,11E-12	1,31E-10
114	CCNA_R0121	small non-coding RNA	1,603412	2,25E-05	0,000336<br>5
115	CCNA_03196	hypothetical protein	1,558725	3,57E-08	9,49E-07
116	CCNA_03341	TolQ protein	1,544807	3,49E-08	9,36E-07
117	CCNA_00272	RmuC family protein	1,53237	1,32E-12	5,69E-11
118	CCNA_03725	ATP-dependent DNA ligase	1,522201	1,73E-07	4,19E-06
119	CCNA_R0132	small non-coding RNA	1,51777	0,000109<br>2	0,001302<br>9
120	CCNA_00784	heat resistant agglutinin	1,514111	1,98E-05	0,000304<br>6
121	CCNA_01992	outer membrane protein assembly factor BamB	1,510435	1,07E-12	4,73E-11
122	CCNA_03784	transporter	1,503962	3,22E-05	0,000445<br>8
123	CCNA_01501	protein kinase C-like superfamily protein	1,497378	1,59E-05	0,000248<br>4
124	CCNA_03117	cytosolic protein BacB	1,492925	1,93E-09	6,34E-08
125	CCNA_01994	1-deoxy-D-xylulose 5-phosphate reductoisomerase	1,491637	4,05E-06	7,06E-05
126	CCNA_00547	PurR-related transcriptional regulator	1,45568	4,07E-09	1,26E-07

127	CCNA_03506	transcriptional regulator, algH	1,45187	1,46E-11	5,81E-10
128	CCNA_02115	secreted pectate lyase-family protein	1,442696	1,29E-09	4,35E-08
129	CCNA_00907	3-oxoacyl-(acyl-carrier-protein) synthase III	1,440485	3,53E-10	1,23E-08
130	CCNA_01758	4-hydroxythreonine-4-phosphate dehydrogenase PdxA	1,436887	2,18E-10	7,89E-09
131	CCNA_00116	phosphoglucosamine mutase	1,435697	2,58E-10	9,17E-09
132	CCNA_00785	tRNA (5-aminomethyl-2-thiouridylate) methyltransferase/tRNA (5-carboxymethylaminomethyl-2-thiouridyl	1,418898	4,83E-05	0,000638<br>6
133	CCNA_02009	hypothetical protein	1,412129	8,88E-07	1,81E-05
134	CCNA_02838	EF hand domain protein	1,409921	5,98E-07	1,29E-05
135	CCNA_01497	ADP-L-glycero-D-manno-heptose-6-epimerase	1,408935	3,85E-09	1,20E-07
136	CCNA_03710	nitrogen regulatory EIIA_Ntr protein	1,407127	5,17E-09	1,57E-07
137	CCNA_01346	outer membrane protein	1,404111	2,24E-07	5,30E-06
138	CCNA_03772	HIT1 protein	1,399326	1,59E-08	4,47E-07
139	CCNA_03600	integral membrane protein	1,399002	8,07E-05	0,000989<br>4
140	CCNA_03172	3-oxoacyl-(acyl-carrier protein) reductase	1,396147	5,36E-07	1,17E-05
141	CCNA_00645	nitrate binding protein nrtA	1,378191	1,27E-05	0,000201<br>1
142	CCNA_00290	autotransporter protein	1,377947	2,48E-10	8,88E-09
143	CCNA_01607	hypothetical protein	1,370074	5,40E-09	1,63E-07
144	CCNA_01731	colicin V production protein	1,360457	4,81E-09	1,47E-07
145	CCNA_03211	L-Ala-D/L-Glu racemase	1,341752	3,98E-07	8,96E-06
146	CCNA_R0128	small non-coding RNA	1,341529	0,001147<br>9	0,010428<br>7
147	CCNA_02220	beta-glucosidase	1,336701	6,39E-07	1,36E-05
148	CCNA_00122	hypothetical protein	1,299073	5,63E-09	1,69E-07
149	CCNA_01019	beta-glucosidase	1,278072	7,01E-08	1,83E-06
150	CCNA_01613	rod shape-determining protein mreC	1,272769	3,96E-07	8,95E-06
151	CCNA_03599	aspartate-semialdehyde dehydrogenase	1,248873	0,000352<br>4	0,003675<br>1
152	CCNA_03340	TolR protein	1,245906	3,52E-06	6,25E-05
153	CCNA_02837	RNA polymerase ECF-type sigma factor	1,241975	7,74E-05	0,000952<br>7
154	CCNA_02820	hypothetical protein	1,226276	1,63E-06	3,13E-05
155	CCNA_00378	thiol:disulfide interchange protein dsbA	1,222306	2,00E-07	4,78E-06
156	CCNA_00882	hypothetical protein	1,20416	0,000264<br>8	0,002864<br>5

157	CCNA_03995	hypothetical protein	1,20192	0,000150<br>4	0,001728<br>2
158	CCNA_01708	hypothetical protein	1,191325	1,85E-07	4,46E-06
159	CCNA_00130	Kup system potassium uptake protein	1,19066	6,78E-05	0,000860<br>5
160	CCNA_00364	deoxyhypusine synthase	1,186074	4,65E-05	0,000621<br>4
161	CCNA_02081	Sec-independent protein translocase<br>protein tatB	1,175577	3,07E-07	7,14E-06
162	CCNA_01020	transcriptional regulator, LacI family	1,173496	4,68E-05	0,000621<br>5
163	CCNA_01885	short chain dehydrogenase	1,17193	8,57E-05	0,001047<br>7
164	CCNA_03092	cytochrome P450 IVA5	1,166815	1,43E-07	3,52E-06
165	CCNA_00121	hypothetical protein	1,160166	9,85E-07	1,98E-05
166	CCNA_02816	hypothetical protein	1,154049	2,24E-05	0,000335<br>4
167	CCNA_03711	ribosome-associated factor Y	1,149614	3,29E-07	7,56E-06
168	CCNA_03882	phage gp6-like head-tail connector<br>protein	1,14729	0,005454	0,039688<br>7
169	CCNA_01971	peptidyl-prolyl cis-trans isomerase	1,145348	1,49E-06	2,91E-05
170	CCNA_00096	L-asparaginase	1,1444	1,62E-06	3,13E-05
171	CCNA_03339	TolA protein	1,143314	6,38E-06	0,000107<br>1
172	CCNA_01569	transcriptional regulatory protein	1,141523	4,87E-05	0,000641<br>9
173	CCNA_00307	phospholipid-lipopolysaccharide ABC<br>transporter	1,137902	7,09E-05	0,000893<br>6
174	CCNA_03318	cytosolic protein	1,136987	0,001303<br>2	0,011562<br>9
175	CCNA_R0048	tRNA Leu	1,128249	0,000112<br>6	0,001332<br>4
176	CCNA_03209	acetyl-coenzyme A synthetase	1,126587	0,001879<br>2	0,015873<br>5
177	CCNA_01503	hypothetical protein	1,122059	0,001096<br>2	0,010057<br>6
178	CCNA_00294	phosphate transport ATP-binding protein<br>pstB	1,121301	5,37E-07	1,17E-05
179	CCNA_03782	heme exporter protein A	1,115029	0,000202<br>2	0,002247<br>9
180	CCNA_01584	multimodular transpeptidase-<br>transglycosylase Pbp1a (PBP 1A)	1,112263	8,32E-07	1,70E-05
181	CCNA_01267	hypothetical protein	1,107908	5,96E-05	0,000769<br>9
182	CCNA_01268	cytochrome c	1,102669	2,23E-07	5,30E-06
183	CCNA_00486	TonB-dependent receptor	1,101377	4,21E-05	0,000565<br>5
184	CCNA_03783	heme exporter protein B	1,100177	0,000423<br>4	0,004336<br>9
185	CCNA_02129	acyl-CoA dehydrogenase, short-chain<br>specific	1,099674	1,40E-06	2,75E-05

186	CCNA_03487	hypothetical protein	1,091469	1,11E-05	0,000180<br>2
187	CCNA_03357	hypothetical protein	1,087396	0,001023<br>6	0,009477<br>5
188	CCNA_03175	cytosolic protein	1,083812	0,000113<br>4	0,001338
189	CCNA_03786	heme chaperone heme-lyase	1,083588	1,96E-06	3,70E-05
190	CCNA_R0180	small non-coding RNA	1,08319	5,50E-05	0,000715<br>9
191	CCNA_00359	SH3 domain-containing cell surface protein	1,079742	0,000304<br>5	0,003241<br>8
192	CCNA_02653	sensory transduction protein kinase	1,079419	9,21E-05	0,001116
193	CCNA_03864	cytosolic protein	1,077941	8,31E-06	0,000137<br>7
194	CCNA_03621	transcriptional regulator, AraC family	1,076176	2,29E-05	0,000339<br>9
195	CCNA_01991	hypothetical protein	1,074656	1,90E-06	3,61E-05
196	CCNA_02064	UDP-3-O-(3-hydroxymyristoyl) N-acetylglucosamine deacetylase LpxC	1,069027	2,84E-06	5,18E-05
197	CCNA_03020	hypothetical protein	1,054913	2,58E-06	4,81E-05
198	CCNA_01663	potassium-transporting ATPase A chain	1,03838	0,001118<br>6	0,010193
199	CCNA_01732	DNA repair protein Rada	1,024789	2,41E-05	0,000351<br>7
200	CCNA_02075	peptidoglycan-specific endopeptidase, M23 family DipM	1,016395	2,94E-05	0,000417<br>2
201	CCNA_01831	tryptophan halogenase superfamily protein	1,011794	0,004722<br>8	0,034869<br>3
202	CCNA_00978	transposase	1,011037	0,007065<br>8	0,048537<br>2
203	CCNA_02082	Sec-independent protein translocase protein tatA	0,996894	0,000225<br>2	0,002482<br>3
204	CCNA_01082	hypothetical protein	0,991064	0,001114<br>3	0,010177<br>4
205	CCNA_01709	hypothetical protein	0,985944	7,12E-05	0,000893<br>9
206	CCNA_01442	N-acetyl-gamma-glutamyl-phosphate reductase	0,982854	0,000385<br>1	0,003965<br>1
207	CCNA_00379	thiol:disulfide interchange protein dsbA	0,980262	0,000102<br>4	0,001232<br>5
208	CCNA_02794	asparagine synthetase (glutamine-hydrolyzing)	0,979714	0,000273<br>1	0,002946<br>1
209	CCNA_03671	predicted phosphohydrolase, lcc family	0,977623	0,002628	0,021351<br>3
210	CCNA_01095	phenylalanyl-tRNA synthetase subunit beta	0,971444	0,002215<br>3	0,018329<br>2
211	CCNA_03791	transcriptional regulator, MarR family	0,965848	4,00E-05	0,000539<br>4
212	CCNA_03091	hypothetical protein NstA	0,965182	0,000296<br>4	0,003172<br>8
213	CCNA_01955	zinc metalloprotease	0,963472	0,000197<br>7	0,002216<br>2

214	CCNA_01638	beta-lactamase family protein	0,96309	6,39E-05	0,000818<br>6
215	CCNA_03356	cytosolic protein "zapA binds to FtsZ"	0,958486	0,000759<br>4	0,007246<br>8
216	CCNA_00170	TonB-dependent receptor	0,956425	5,86E-05	0,000760<br>5
217	CCNA_00196	3-isopropylmalate dehydratase large subunit	0,954461	0,000471<br>6	0,004758<br>5
218	CCNA_02378	hypothetical protein	0,953957	0,003241<br>9	0,025420<br>1
219	CCNA_01612	rod shape-determining protein mreB	0,948152	2,52E-05	0,000364<br>6
220	CCNA_00138	TonB-dependent receptor	0,946772	2,62E-05	0,000377<br>4
221	CCNA_02955	putative permease	0,943332	0,001680<br>3	0,014343<br>2
222	CCNA_03459	methyl-accepting chemotaxis protein	0,940613	7,14E-05	0,000893<br>9
223	CCNA_01342	ATPase, AAA family	0,939596	2,35E-05	0,000347<br>2
224	CCNA_01504	ATP-dependent DNA helicase recG	0,922947	2,39E-05	0,000351<br>5
225	CCNA_00906	hypothetical protein	0,922502	0,000198<br>3	0,002216<br>4
226	CCNA_02008	prolyl-tRNA synthetase	0,916529	2,48E-05	0,000360<br>4
227	CCNA_02942	hypothetical protein	0,907706	5,40E-05	0,000704<br>3
228	CCNA_00120	acetyltransferase	0,902977	0,000585<br>7	0,005793<br>5
229	CCNA_03838	gluconate 2-dehydrogenase/glyoxylate reductase/hydroxypyruvate reductase	0,902758	0,003184<br>8	0,025020<br>6
230	CCNA_03780	hypothetical protein	0,8922	0,000617<br>2	0,006017<br>1
231	CCNA_01028	cytosol aminopeptidase	0,88544	0,005244<br>2	0,038369<br>2
232	CCNA_03716	hypothetical protein	0,884475	0,000217	0,002398<br>3
233	CCNA_01448	fructose-1,6-bisphosphatase	0,884159	0,000302<br>2	0,003226<br>5
234	CCNA_02325	ornithine carbamoyltransferase	0,881094	0,002126<br>1	0,017627<br>8
235	CCNA_03488	hypothetical protein	0,879008	0,000548<br>3	0,005464<br>4
236	CCNA_01306	LSU ribosomal protein L3P	0,874311	0,002926	0,023443<br>7
237	CCNA_01582	hypothetical protein	0,872429	0,001489	0,012984<br>2
238	CCNA_00295	phosphate transport system protein phoU	0,865636	0,000142<br>5	0,001652<br>2
239	CCNA_02317	hypothetical protein	0,860708	0,001171<br>2	0,010590<br>1
240	CCNA_01664	potassium-transporting ATPase B chain	0,858797	0,007055<br>2	0,048537<br>2

241	CCNA_03305	SSU ribosomal protein S7P	0,855205	0,000143<br>3	0,001656<br>4
242	CCNA_02326	acetylornithine<br>aminotransferase/succinyldiaminopimela<br>te aminotransferase	0,853277	0,001822<br>9	0,015429<br>9
243	CCNA_03837	hypothetical protein	0,847624	0,001202<br>6	0,010741<br>5
244	CCNA_01416	3-hydroxyisobutyrate dehydrogenase	0,8471	0,007130<br>3	0,048732
245	CCNA_R0162	small non-coding RNA	0,838332	0,004013<br>7	0,030525<br>1
246	CCNA_01891	enoyl-CoA hydratase/carnithine<br>racemase	0,835318	0,001661<br>8	0,014235<br>5
247	CCNA_00419	fasciclin domain cell surface protein	0,834796	0,000181<br>6	0,002055<br>5
248	CCNA_01026	hypothetical protein	0,828752	0,002599<br>4	0,021204<br>3
249	CCNA_03174	permease	0,827187	0,001103<br>8	0,010104<br>1
250	CCNA_00517	peptidyl-tRNA hydrolase	0,82139	0,003558<br>3	0,027422<br>4
251	CCNA_01614	hypothetical protein mreD	0,800707	0,002661<br>3	0,021578<br>3
252	CCNA_00420	hypothetical protein	0,800279	0,001597<br>7	0,013842<br>5
253	CCNA_03304	protein translation elongation factor G<br>(EF-G)	0,791329	0,004415<br>1	0,033203<br>7
254	CCNA_00360	putative hydrolase	0,791311	0,006858	0,047594<br>3
255	CCNA_01980	methyisocitrate lyase	0,788602	0,000595<br>6	0,005877<br>8
256	CCNA_00151	ribonuclease PH	0,786424	0,000537	0,005374<br>3
257	CCNA_03727	small-conductance mechanosensitive<br>channel mcsS	0,785585	0,000466<br>8	0,004734<br>4
258	CCNA_00085	dienelactone hydrolase-related protein	0,775303	0,001948<br>5	0,016356<br>4
259	CCNA_02480	benzaldehyde dehydrogenase (NAD ⁺)	0,771528	0,006796<br>3	0,047306<br>5
260	CCNA_03351	phosphoribosylamidoimidazole-<br>succinocarboxamide synthase	0,768125	0,004453<br>4	0,033355<br>6
261	CCNA_00519	hypothetical protein	0,766235	0,000797<br>5	0,007574<br>6
262	CCNA_01863	outer membrane efflux protein	0,76103	0,006659<br>5	0,046697<br>3
263	CCNA_01438	heme O monooxygenase	0,757038	0,001323<br>8	0,011694<br>7
264	CCNA_00794	hypothetical protein	0,756107	0,003675<br>4	0,028111<br>1
265	CCNA_01330	DNA-directed RNA polymerase subunit<br>alpha	0,751066	0,002101<br>2	0,017528<br>7
266	CCNA_00377	chromosome partition protein smc	0,745145	0,000953<br>8	0,008933<br>4
267	CCNA_02923	TonB-dependent receptor	0,740021	0,004107<br>9	0,031182<br>7

268	CCNA_03865	leucyl-tRNA synthetase	0,739799	0,001779<br>7	0,015127<br>2
269	CCNA_02370	TonB-dependent maltose outer<br>membrane transporter malA	0,725134	0,001512<br>8	0,013162<br>9
270	CCNA_01252	soluble lytic murein transglycosylase<br>SdpA	0,72267	0,002625<br>8	0,021351<br>3
271	CCNA_03307	hypothetical protein	0,721804	0,000962<br>1	0,008990<br>2
272	CCNA_R0039	tRNA Arg	0,719034	0,003488<br>1	0,027035<br>8
273	CCNA_03195	RNA polymerase sigma-32 factor	0,715546	0,004432<br>1	0,033269<br>6
274	CCNA_03735	transketolase	0,712932	0,003036	0,024038<br>7
275	CCNA_00306	hypothetical protein	0,710158	0,006993<br>7	0,048205<br>3
276	CCNA_01546	DEAD-box RNA helicase-like protein	0,709828	0,005851<br>3	0,042125
277	CCNA_01793	hypothetical protein	0,705985	0,001178<br>5	0,010619<br>6
278	CCNA_00839	glucan 1,4-beta-glucosidase	0,702798	0,007212	0,049206<br>8
279	CCNA_03752	UTP-glucose-1-phosphate<br>uridylyltransferase	0,697334	0,006274<br>7	0,044774<br>9
280	CCNA_00585	hypothetical protein	0,696581	0,002363	0,019472<br>2
281	CCNA_00037	esterase lipase family protein	0,696386	0,002981<br>3	0,023698<br>5
282	CCNA_02583	phosphoribosylformylglycinamide<br>synthase I	0,690972	0,003091<br>8	0,024432<br>6
283	CCNA_02007	lipoprotein releasing system<br>transmembrane protein lolE	0,685244	0,001719<br>7	0,014647<br>9
284	CCNA_00778	GTP-binding protein TypA/BipA	0,683274	0,006235<br>8	0,044576<br>1
285	CCNA_01637	topoisomerase IV subunit A	0,672635	0,002572<br>7	0,021028<br>5
286	CCNA_03682	fumarylpyruvate hydrolase	0,669784	0,001811<br>9	0,015369
287	CCNA_01956	outer membrane protein	0,66209	0,002949<br>7	0,023586<br>3
288	CCNA_02232	TonB-dependent receptor	0,659847	0,005912<br>1	0,042487
289	CCNA_03683	maleylpyruvate isomerase	0,658792	0,004460<br>1	0,033355<br>6
290	CCNA_00495	cytosolic protein	0,658202	0,003450<br>8	0,026798<br>4
291	CCNA_01990	UDP-3-O-(3-hydroxymyristoyl)<br>glucosamine N-acyltransferase	0,656367	0,006782<br>8	0,047306<br>5
292	CCNA_01060	type I protein secretion ATP-binding<br>protein RsaD	0,638711	0,003365	0,026182<br>4
293	CCNA_03879	uroporphyrinogen decarboxylase	0,63689	0,004168<br>1	0,031580<br>7
294	CCNA_01851	quinol cytochrome oxidase polypeptide II	0,627876	0,006433<br>9	0,045514<br>1

295	CCNA_02406	membrane lipoprotein	0,624075	0,005955<br>8	0,042725<br>8
296	CCNA_00483	Zn-dependent hydrolase, glyoxalase II family	0,620069	0,006674<br>6	0,046722<br>4
297	CCNA_03306	SSU ribosomal protein S12P	0,614043	0,004495<br>9	0,033499<br>9
298	CCNA_01237	hypothetical protein	0,609086	0,006804<br>8	0,047306<br>5
299	CCNA_01650	copper/zinc superoxide dismutase	0,605626	0,005622<br>2	0,040693
300	CCNA_01223	acyl-CoA synthetase	0,600935	0,006732<br>5	0,047045<br>8
301	CCNA_00029	lysine exporter protein	0,596043	0,007098<br>8	0,048598<br>6

Genes highlighted in green were identified in the ChIP-seq regulon in this work, and those in yellow the RNA-seq regulon presented by [1].

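S2 Table gives the log2 fold change as WT over Δ*chvI*, so that genes down-regulated in Δ*chvI* carry a positive value. The text of S2 Table used here holds 594 genes, 301 with a positive and 293 with a negative value. All 594 genes called from the recomputed test were found in it, and the 594 values lay within 0.01 of the log2 fold changes in the authors' deposited table, once both were given in the same direction.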

(B) genes with expression up-regulated in the $\Delta chvI$ mutant upon osmotic stress with 6% sucrose.

Top hit	Gene ID	Description	log2 (FC WT/ $\Delta chvI$)	P-value	P-adj
1	CCNA_01202	membrane alanine aminopeptidase	-1,933379	2,36E-18	1,51E-16
2	CCNA_00438	hypothetical protein	-1,913719	5,69E-06	9,67E-05
3	CCNA_01303	hypothetical protein	-1,882275	1,16E-11	4,64E-10
4	CCNA_00974	OAR protein precursor	-1,789948	1,36E-08	3,85E-07
5	CCNA_R0061	RNase P RNA	-1,754613	5,70E-07	1,24E-05
6	CCNA_01523	acetyltransferase flmH	-1,690376	1,57E-10	5,81E-09
7	CCNA_03108	ChvT TonB-dependent outer membrane receptor	-1,689341	8,08E-07	1,66E-05
8	CCNA_01121	hypothetical protein	-1,678219	4,09E-11	1,56E-09
9	CCNA_02200	cytochrome c-family protein	-1,647808	8,55E-08	2,19E-06
10	CCNA_00444	chemotaxis protein methyltransferase	-1,642055	1,23E-10	4,60E-09
11	CCNA_01186	hypothetical protein	-1,62859	0,00026	0,0028554
12	CCNA_03043	type IV pilin protein pilA	-1,601108	0,0001	0,0012221
13	CCNA_03395	two-component receiver domain protein	-1,579211	1,27E-05	0,0002011
14	CCNA_03325	hypothetical protein	-1,550968	7,06E-07	1,47E-05
15	CCNA_01476	CRP-family transcription regulator ftrB	-1,530608	2,61E-10	9,17E-09
16	CCNA_01269	GcrB protein	-1,52671	2,10E-09	6,78E-08
17	CCNA_02515	cytosolic protein	-1,524018	6,02E-07	1,30E-05
18	CCNA_00417	hypothetical protein	-1,522626	3,87E-09	1,20E-07
19	CCNA_00948	hypothetical protein =SciP	-1,515411	3,61E-12	1,51E-10
20	CCNA_03607	ribonucleoside-diphosphate reductase subunit alpha	-1,505469	3,53E-09	1,11E-07

21	CCNA_00709	hypothetical protein	-1,500115	2,67E-05	0,0003829
22	CCNA_00446	chemotaxis receiver domain protein<br>cheYII	-1,493908	1,22E-09	4,15E-08
23	CCNA_03896	conserved hypothetical protein	-1,491758	1,39E-09	4,63E-08
24	CCNA_03136	flagellar export protein FliJ	-1,489151	3,63E-07	8,31E-06
25	CCNA_01475	OmpW family outer membrane protein	-1,484898	2,35E-08	6,38E-07
26	CCNA_01901	lipoprotein	-1,464359	1,97E-10	7,26E-09
27	CCNA_00439	methyl-accepting chemotaxis protein<br>McpA	-1,453836	3,78E-08	9,99E-07
28	CCNA_02931	flgE-related flagellar hook protein	-1,447194	4,01E-06	7,03E-05
29	CCNA_03700	large-conductance mechanosensitive<br>channel	-1,445665	1,59E-06	3,09E-05
30	CCNA_03313	hypothetical protein	-1,445108	3,80E-06	6,71E-05
31	CCNA_03944	hypothetical protein	-1,441941	0,00032	0,0033646
32	CCNA_01270	hypothetical protein	-1,438841	1,91E-08	5,30E-07
33	CCNA_03355	acylamino-acid-releasing enzyme	-1,43795	3,74E-11	1,44E-09
34	CCNA_00350	hypothetical protein	-1,435351	3,40E-06	6,14E-05
35	CCNA_00440	virus protein	-1,423983	3,91E-07	8,90E-06
36	CCNA_02142	flagellar basal-body rod protein flgF	-1,420865	3,23E-07	7,47E-06
37	CCNA_01526	flagellar biosynthesis regulatory protein<br>flaF	-1,414115	2,00E-05	0,0003071
38	CCNA_01201	hypothetical protein	-1,412886	1,01E-08	2,90E-07
39	CCNA_02604	host cell attachment protein	-1,411122	2,66E-06	4,94E-05
40	CCNA_02257	fliN family protein	-1,390661	0,0003	0,003169
41	CCNA_00441	chemotaxis receiver domain protein<br>cheYI	-1,368874	2,95E-09	9,41E-08
42	CCNA_00628	chemotaxis protein cheY	-1,36271	1,37E-07	3,37E-06
43	CCNA_01278	histidine phosphotransferase domain<br>protein	-1,361569	0,00013	0,0014602
44	CCNA_R0176	small non-coding RNA	-1,360767	0,00618	0,044279
45	CCNA_01926	two-component response regulator<br>DgcB	-1,351856	1,43E-09	4,74E-08
46	CCNA_02754	parathion hydrolase	-1,350412	7,05E-10	2,44E-08
47	CCNA_00835	flagellin	-1,348627	4,28E-07	9,56E-06
48	CCNA_01157	protoporphyrinogen oxidase	-1,348367	7,48E-10	2,56E-08
49	CCNA_01528	flagellin fljK	-1,345288	1,07E-06	2,14E-05
50	CCNA_00447	chemotaxis protein cheD	-1,33167	2,67E-07	6,27E-06
51	CCNA_02712	holdfast attachment protein hfaB	-1,323383	3,98E-06	7,00E-05
52	CCNA_00166	HvyA	-1,318296	8,98E-08	2,28E-06

53	CCNA_03246	hypothetical protein	-1,312915	1,11E-06	2,19E-05
54	CCNA_00943	flagellar hook-associated protein FlaN	-1,312769	6,38E-09	1,88E-07
55	**CCNA_00236**	hypothetical protein	-1,307781	7,38E-06	0,0001229
56	CCNA_00942	flagellar hook-associated protein FlgL	-1,304491	8,56E-08	2,19E-06
57	CCNA_00953	flagellar motor switch protein FliN	-1,304384	8,33E-08	2,16E-06
58	CCNA_00437	methyl-accepting chemotaxis protein	-1,299406	7,59E-07	1,57E-05
59	CCNA_00443	chemotaxis protein cheW	-1,295113	2,09E-05	0,0003179
60	CCNA_02667	flagellar basal-body protein flbY	-1,291132	6,53E-07	1,38E-05
61	CCNA_02711	holdfast attachment protein hfaA	-1,288624	1,25E-05	0,0001986
62	**CCNA_00442**	chemotaxis histidine kinase protein<br>cheAI	-1,282375	1,67E-08	4,65E-07
63	CCNA_02922	hypothetical protein	-1,274303	0,00013	0,0015455
64	CCNA_00348	probable chemoreceptor Y4FA	-1,27202	6,79E-09	1,99E-07
65	CCNA_02845	two-component response regulator	-1,26644	2,01E-08	5,53E-07
66	CCNA_02199	methyltransferase	-1,263917	2,97E-07	6,95E-06
67	CCNA_02143	flagellar basal-body rod protein flgG	-1,263858	1,06E-07	2,67E-06
68	**CCNA_01034**	TonB-dependent outer membrane<br>receptor	-1,258003	7,64E-09	2,22E-07
69	CCNA_00542	hypothetical protein	-1,257973	0,00039	0,0040559
70	CCNA_00382	adenine-specific methyltransferase ccrM	-1,250604	8,30E-09	2,40E-07
71	CCNA_02547	response regulator receiver protein divK	-1,246185	2,98E-05	0,0004207
72	CCNA_03999	hypothetical protein	-1,241266	2,38E-06	4,45E-05
73	CCNA_03539	hypothetical protein	-1,23881	1,32E-07	3,28E-06
74	CCNA_01477	oxygen-independent<br>coproporphyrinogen-III oxidase hemN	-1,2367	1,08E-07	2,71E-06
75	CCNA_01365	aspartyl protease perP	-1,235193	2,98E-05	0,0004207
76	CCNA_00538	methyl-accepting chemotaxis protein	-1,234609	3,06E-08	8,26E-07
77	CCNA_00426	very-short-patch-repair endonuclease	-1,233175	0,00062	0,0060171
78	CCNA_02666	chemotactic signal-response protein<br>cheL	-1,208915	1,21E-05	0,0001936
79	CCNA_01529	hypothetical protein	-1,204067	1,14E-05	0,0001833
80	CCNA_00803	chemotaxis protein cheW	-1,189911	6,28E-07	1,34E-05
81	CCNA_00965	chaperone protein DnaJ	-1,188986	3,07E-05	0,0004289
82	CCNA_00354	hypothetical protein	-1,185738	0,00043	0,0044134
83	CCNA_02105	hypothetical protein	-1,181311	0,00095	0,0089075
84	CCNA_02145	flagellar L-ring protein flgH	-1,181267	9,66E-07	1,95E-05
85	CCNA_02844	antitoxin protein parD-3	-1,180372	2,78E-06	5,08E-05

86	CCNA_00027	2OG-Fe(II) oxygenase	-1,175011	1,01E-05	0,0001645
87	CCNA_02665	flagellar P-ring protein flgl	-1,165739	1,60E-06	3,10E-05
88	CCNA_02363	hypothetical protein	-1,160395	0,00019	0,0021641
89	CCNA_01644	chemotaxis motB protein	-1,158135	6,49E-07	1,37E-05
90	CCNA_02141	flagellar fliL protein	-1,157392	2,22E-05	0,0003339
91	CCNA_00790	hypoxia negative feedback regulator FixT	-1,157196	0,00047	0,0047344
92	CCNA_02408	hypothetical protein	-1,155134	0,00032	0,0034072
93	CCNA_03932	hypothetical protein	-1,155059	5,03E-07	1,11E-05
94	CCNA_03993	hypothetical protein	-1,15475	0,00389	0,0296058
95	CCNA_00081	hypothetical protein	-1,153832	2,19E-05	0,0003313
96	CCNA_01032	RNA polymerase ECF-type sigma factor	-1,151891	0,00032	0,003351
97	CCNA_01119	hypothetical protein	-1,150537	0,00033	0,0034473
98	CCNA_02513	holdfast synthesis gene hfsA,<br>frameshifted variant	-1,145246	0,00024	0,002637
99	CCNA_03762	hypothetical protein	-1,14113	0,0006	0,0059093
100	**CCNA_00471**	GDP-L-fucose synthase	-1,140668	3,43E-06	6,14E-05
101	CCNA_00094	probable UDP-N-acetyl-D-<br>mannosaminuronic acid transferase	-1,138585	6,60E-07	1,38E-05
102	CCNA_03691	KidO	-1,137173	6,14E-05	0,0007892
103	CCNA_00729	hypothetical protein	-1,135676	1,83E-05	0,0002844
104	**CCNA_00445**	receiver domain-glutamate<br>methylesterase cheBI	-1,1356	1,27E-07	3,17E-06
105	CCNA_03923	hypothetical protein	-1,134216	0,00059	0,0057935
106	CCNA_02139	polar flagellum positioning protein pflI	-1,131809	5,59E-06	9,56E-05
107	CCNA_R0117	small non-coding RNA	-1,127058	3,04E-05	0,0004263
108	**CCNA_00472**	GDP-mannose 4,6 dehydratase	-1,123613	4,86E-07	1,08E-05
109	**CCNA_00416**	hypothetical protein	-1,12286	2,69E-06	4,96E-05
110	**CCNA_00448**	cheU protein	-1,119834	4,31E-06	7,42E-05
111	CCNA_00946	Basal-body rod modification protein FlgD	-1,115472	1,80E-06	3,44E-05
112	CCNA_00093	hypothetical protein	-1,113679	3,14E-05	0,0004364
113	CCNA_02196	hypothetical protein	-1,110725	7,34E-05	0,0009168
114	CCNA_00065	hypothetical protein	-1,108239	0,00012	0,0013551
115	CCNA_03037	pilus assembly ATPase CpaF	-1,106773	3,23E-05	0,0004458
116	CCNA_02534	hypothetical protein	-1,10674	0,00298	0,0236972
117	CCNA_02364	methyl-accepting chemotaxis protein	-1,102917	7,75E-07	1,60E-05
118	CCNA_03120	chemotaxis protein cheW	-1,099605	2,02E-05	0,000308

119	CCNA_01524	FlbA protein	-1,099099	4,29E-06	7,42E-05
120	CCNA_01532	regulatory protein flaY	-1,097971	1,56E-05	0,0002447
121	CCNA_01685	hemimethylated DNA-binding protein yccV	-1,082185	0,00093	0,0088028
122	CCNA_00787	chemotaxis motA protein	-1,078746	4,68E-05	0,0006215
123	CCNA_02546	GGDEF/response regulator protein pleD	-1,073107	0,00071	0,0068204
124	CCNA_03915	hypothetical protein	-1,071251	0,00236	0,0194722
125	CCNA_02722	hypothetical protein	-1,068107	2,29E-05	0,0003399
126	CCNA_02597	hypothetical protein	-1,067281	8,60E-06	0,000142
127	CCNA_02621	CAAX amino terminal protease family	-1,063135	9,89E-06	0,0001621
128	CCNA_01108	nucleoside-diphosphate-sugar epimerase	-1,058775	6,17E-06	0,0001041
129	CCNA_03039	pilus assembly protein CpaD	-1,058212	3,45E-05	0,0004734
130	CCNA_02720	hypothetical protein	-1,057207	0,00036	0,0037039
131	CCNA_02517	hypothetical protein	-1,056371	4,21E-06	7,31E-05
132	CCNA_00629	methyl-accepting chemotaxis protein	-1,054025	2,12E-05	0,0003215
133	CCNA_02622	M61 glycyl aminopeptidase	-1,0535	2,70E-06	4,96E-05
134	CCNA_01424	hypothetical protein	-1,052211	3,34E-06	6,06E-05
135	CCNA_01163	ice nucleation protein	-1,048322	5,60E-06	9,56E-05
136	CCNA_03042	pilus assembly prepilin peptidase CpaA	-1,03898	0,00063	0,00607
137	CCNA_02976	hypothetical protein	-1,037237	6,54E-05	0,0008344
138	CCNA_02540	N-acyl-L-amino acid amidohydrolase	-1,036741	1,18E-06	2,33E-05
139	CCNA_03763	deacetylase	-1,036727	7,12E-06	0,000119
140	CCNA_00834	flagellin	-1,034313	5,22E-05	0,0006838
141	CCNA_02514	polysaccharide secretin protein hfsD	-1,031577	0,00095	0,0089075
142	CCNA_03265	CBS pair-family sensor histidine kinase/receiver domain protein	-1,028312	0,00034	0,0035669
143	CCNA_00982	transcriptional regulator	-1,024448	0,00121	0,0107782
144	CCNA_01466	hypothetical protein	-1,024376	0,00693	0,0478721
145	CCNA_03295	PAS-family sensor histidine kinase	-1,021901	2,75E-05	0,0003915
146	CCNA_00950	flagellar M-ring protein FlIF	-1,020532	2,18E-06	4,09E-05
147	CCNA_03247	methyl-accepting chemotaxis protein	-1,0199	1,12E-05	0,0001802
148	CCNA_00592	hypothetical protein	-1,016761	0,00053	0,005313
149	CCNA_03940	hypothetical protein	-1,014706	0,0029	0,0233382
150	CCNA_02680	hypothetical protein	-1,014085	5,82E-06	9,86E-05
151	CCNA_03062	cell wall hydrolase family protein	-1,006635	1,80E-05	0,0002808

152	CCNA_01952	N-acetylmuramoyl-L-alanine amidase<br>AmiC	-1,004564	0,00043	0,0044134
153	CCNA_01258	permease	-1,000021	0,00025	0,002733
154	CCNA_02831	hypothetical protein	-0,999066	2,40E-05	0,0003515
155	CCNA_02713	holdfast attachment protein hfaD	-0,998279	7,75E-05	0,0009527
156	CCNA_03660	Usg protein	-0,995798	0,00484	0,0356356
157	CCNA_03202	hypothetical protein	-0,993089	0,00022	0,0023983
158	CCNA_02359	hypothetical protein	-0,991779	6,14E-05	0,0007892
159	CCNA_R0188	small non-coding RNA	-0,981879	0,00643	0,0455141
160	CCNA_00454	transcriptional regulator, GntR family	-0,981577	3,24E-05	0,0004458
161	CCNA_03585	chemotaxis receiver domain protein<br>cheYIV	-0,98132	0,00099	0,0092568
162	CCNA_00951	flagellar motor switch protein FlgG	-0,978554	2,49E-05	0,0003609
163	CCNA_00224	hypothetical protein	-0,976234	4,58E-05	0,0006129
164	CCNA_01122	hypothetical protein	-0,975603	0,00066	0,0063429
165	CCNA_03036	TadB-related pilus assembly protein	-0,975251	0,00117	0,0105901
166	CCNA_03198	two-component response regulator	-0,973815	0,00166	0,0142355
167	CCNA_02411	putative lytic transglycosylase pleA	-0,971665	0,00115	0,0104287
168	CCNA_03414	NAD(P) transhydrogenase alpha subunit	-0,969938	8,84E-06	0,0001453
169	CCNA_00945	chemotaxis protein MotD	-0,967557	0,0001	0,0012326
170	CCNA_00302	parathion hydrolase	-0,967207	1,03E-05	0,0001675
171	CCNA_03287	transcriptional regulatory protein	-0,95314	0,00036	0,0037595
172	CCNA_02625	cell division protein ftsQ	-0,953117	0,00011	0,0013044
173	CCNA_03839	acylamino-acid-releasing enzyme	-0,951083	0,00012	0,0014597
174	CCNA_01779	hypothetical protein	-0,948325	0,0006	0,0059169
175	CCNA_01257	permease	-0,948023	0,00058	0,0057709
176	CCNA_03424	AAA-family response regulator tacA	-0,947344	1,89E-05	0,0002916
177	CCNA_03249	TonB-dependent receptor	-0,946453	0,00024	0,0026626
178	CCNA_02643	division specific D,D-transpeptidase/cell<br>division protein ftsI	-0,945101	9,09E-05	0,0011042
179	CCNA_00854	metallo-beta-lactamase protein	-0,944003	1,44E-05	0,000227
180	CCNA_01035	gamma-glutamyltranspeptidase	-0,936811	3,91E-05	0,0005293
181	CCNA_03137	endo-1,4-beta-xylanase	-0,936141	0,00064	0,0062338
182	CCNA_01525	flagellar biosynthesis repressor flbT	-0,932605	0,0012	0,0107399
183	CCNA_03135	flagellum-specific ATP synthase fliL	-0,932485	4,98E-05	0,0006548
184	CCNA_01004	flagellar basal-body rod protein FlgB	-0,932255	0,00647	0,045581

185	CCNA_02949	hypothetical protein	-0,930419	0,00011	0,0012951
186	CCNA_01185	hypothetical protein	-0,928673	3,47E-05	0,0004736
187	CCNA_03089	hypothetical protein	-0,927527	3,75E-05	0,0005094
188	CCNA_02238	hypothetical protein	-0,925002	0,00565	0,0407857
189	CCNA_02360	beta-D-Glcp beta-1,4-glucosyltransferase	-0,924491	0,00032	0,0033908
190	CCNA_01465	methyl-accepting chemotaxis protein	-0,921667	6,90E-05	0,000873
191	CCNA_02644	putative cell division protein	-0,919761	0,00293	0,0234437
192	CCNA_00627	hypothetical protein	-0,919012	0,00439	0,0330854
193	CCNA_03169	hypothetical protein	-0,917501	0,00028	0,0029801
194	CCNA_00234	WecE-family cell wall biogenesis enzyme	-0,916928	9,08E-05	0,0011042
195	CCNA_03686	alpha2 macroglobulin domain-containing extracellular protein	-0,916167	3,02E-05	0,0004237
196	CCNA_03130	cell cycle response regulator ctrA	-0,915187	0,00101	0,0093773
197	CCNA_03412	NAD(P) transhydrogenase subunit beta	-0,913158	2,74E-05	0,0003915
198	CCNA_03410	peptidoglycan-specific endopeptidase, M23 family LdpE	-0,902956	0,00146	0,0127708
199	CCNA_02719	hypothetical protein	-0,901484	0,00161	0,0138884
200	CCNA_03754	glutathione S-transferase family protein FzIA	-0,89973	0,00133	0,0117216
201	CCNA_01006	flagellar hook-basal body complex protein FliE	-0,897561	0,00208	0,0173953
202	CCNA_03413	NAD(P) transhydrogenase alpha subunit	-0,89729	6,65E-05	0,0008463
203	CCNA_02642	UDP-N-acetylmuramoylalanyl-D-glutamate--2, 6-diaminopimelate ligase	-0,896947	7,52E-05	0,0009332
204	CCNA_00875	Flp/Fap pilin component protein	-0,896139	0,00367	0,0280942
205	CCNA_00967	transcriptional regulator, TetR family	-0,895939	0,00016	0,0018596
206	CCNA_01248	transcriptional regulator, TetR family	-0,894381	7,66E-05	0,0009472
207	CCNA_00233	UDP-N-acetylglucosamine 4,6-dehydratase FlaA1	-0,892404	3,69E-05	0,000503
208	CCNA_03327	hypothetical protein	-0,889859	0,00447	0,0333915
209	CCNA_02950	hypothetical protein	-0,889715	0,00038	0,0039048
210	CCNA_03326	two-component sensor histidine kinase	-0,883349	0,00364	0,0279109
211	CCNA_00089	MHYT/PAS-family GGDEF/EAL protein	-0,869832	0,00017	0,0019556
212	CCNA_00591	catalase	-0,869626	0,00034	0,0035669
213	CCNA_02910	TonB-dependent receptor	-0,866451	0,00693	0,0478721
214	CCNA_02449	hypothetical protein	-0,861596	0,0007	0,0067258
215	CCNA_03096	TonB-dependent receptor	-0,859803	7,49E-05	0,0009324
216	CCNA_00947	flagellar hook protein FlgE	-0,852767	0,00641	0,0455141

217	**CCNA_01220**	serine palmitoyltransferase	-0,850873	0,00047	0,0047632
218	CCNA_00944	flagellar hook length determination protein	-0,849972	0,00017	0,0019573
219	CCNA_03467	hypothetical protein	-0,846304	0,00012	0,0013944
220	**CCNA_01181**	hypothetical protein	-0,845916	0,00165	0,014189
221	CCNA_00853	3-isopropylmalate dehydrogenase	-0,841324	0,00047	0,0047456
222	CCNA_03286	transporter	-0,840942	0,00054	0,0053743
223	CCNA_01671	diguanylate receptor protein dgrA	-0,839315	0,00062	0,0060466
224	CCNA_03040	outer membrane pilus secretion channel cpaC	-0,838347	0,00016	0,0018647
225	CCNA_03933	hypothetical protein	-0,836738	0,00019	0,0021641
226	CCNA_02645	S-adenosyl-methyltransferase mraW	-0,836346	0,0035	0,0270763
227	CCNA_00028	TonB-dependent receptor	-0,831973	0,00061	0,0060152
228	CCNA_01005	flagellar basal-body rod protein flgC	-0,829987	0,0012	0,0107399
229	CCNA_00952	flagellar assembly protein FlbE/FliH	-0,823626	0,0019	0,0160238
230	CCNA_00425	hypothetical protein	-0,822988	0,00336	0,0261673
231	CCNA_02639	UDP-N-acetylmuramoylalanine--D-glutamate ligase	-0,820277	0,00363	0,0279109
232	CCNA_03531	carboxypeptidase S1	-0,820215	0,0002	0,002232
233	**CCNA_03090**	acetyl-coenzyme A carboxylase carboxyl transferase subunit alpha	-0,819814	0,00015	0,0016859
234	CCNA_02509	glycosyltransferase hfsG	-0,81892	0,00283	0,0228679
235	CCNA_02961	N-acetylneuraminate synthase	-0,818244	0,00101	0,0093773
236	CCNA_02138	hypothetical protein	-0,814728	0,00131	0,0116178
237	CCNA_02640	phospho-N-acetylmuramoyl-pentapeptide- transferase	-0,814401	0,00037	0,0038455
238	CCNA_02140	flagellar motor switch protein fliM	-0,812975	0,00126	0,0112245
239	CCNA_00080	LexA-related transcriptional repressor	-0,809499	0,00026	0,0028048
240	CCNA_02641	UDP-N-acetylmuramoyl-tripeptide--D-alanyl-D- alanine ligase	-0,808499	0,00026	0,0028554
241	CCNA_02163	hypothetical protein	-0,807182	0,0012	0,0107399
242	CCNA_01117	hypothetical protein	-0,806545	0,00104	0,0095683
243	CCNA_02221	methionine synthase I metH	-0,799147	0,00138	0,0121438
244	CCNA_03121	hypothetical protein	-0,798173	0,00083	0,0078382
245	CCNA_02361	polysaccharide biosynthesis protein celD	-0,79652	0,00108	0,0099077
246	CCNA_02172	transporter	-0,796063	0,00154	0,0133396
247	CCNA_03885	Abi superfamily/CAAX amino terminal protease	-0,794258	0,00296	0,0236377
248	CCNA_02409	hybrid sensor histidine kinase/receiver protein	-0,791648	0,00109	0,0100576

249	CCNA_02144	flagella basal body P ring formation protein flgA	-0,79072	0,00641	0,0455141
250	CCNA_00665	GAF-family sensor histidine kinase	-0,785735	0,00664	0,0466355
251	CCNA_03396	trypsin-like serine protease, typically periplasmic, contains C-terminal PDZ domain	-0,774429	0,00147	0,0128453
252	CCNA_00137	hybrid two-component histidine kinase/receiver protein ShkA	-0,774168	0,0007	0,0067476
253	CCNA_00984	phosphinothricin N-acetyltransferase	-0,774093	0,00083	0,0078318
254	CCNA_01221	acyl carrier protein	-0,770191	0,00355	0,0273753
255	CCNA_02222	5-methyltetrahydrofolate--homocysteine methyltransferase homocysteine-binding subunit	-0,76415	0,00078	0,0074088
256	CCNA_R0066	23S RNA	-0,758802	0,00212	0,0176219
257	CCNA_02606	hybrid sensor histidine kinase/receiver domain protein	-0,751589	0,00301	0,0238718
258	CCNA_00248	sensor histidine protein kinase	-0,742028	0,00646	0,045581
259	CCNA_02565	hypothetical protein	-0,732791	0,00312	0,024568
260	CCNA_00626	methyl-accepting chemotaxis protein	-0,726941	0,00333	0,0260266
261	CCNA_02061	hypothetical protein	-0,726449	0,0024	0,0197616
262	CCNA_02342	hypothetical protein	-0,712639	0,0014	0,0122451
263	CCNA_03045	TadG-related pilus assembly protein	-0,710191	0,00289	0,0233196
264	CCNA_03034	hypothetical protein	-0,709776	0,00212	0,0176219
265	CCNA_02843	toxin protein parE-3	-0,705253	0,00486	0,0356817
266	CCNA_02507	polyisoprenylphosphate hexose-1-phosphotransferase hfsE	-0,700272	0,00479	0,0353219
267	CCNA_03038	pilus assembly ATPase cpaE	-0,694468	0,00452	0,0336347
268	CCNA_03713	RNA polymerase sigma-54 factor rpoN	-0,693479	0,00163	0,0139929
269	CCNA_01967	hypothetical protein	-0,691658	0,00257	0,021023
270	CCNA_03403	hypothetical protein	-0,689745	0,00434	0,0327285
271	CCNA_02223	beta-lactamase, type II	-0,688964	0,00193	0,0162181
272	CCNA_01193	amylase	-0,683499	0,002	0,0167317
273	CCNA_01165	hypothetical protein	-0,682255	0,00688	0,0476575
274	CCNA_02402	methyl-accepting chemotaxis protein	-0,678785	0,00161	0,0139004
275	CCNA_01530	flagellin	-0,678675	0,00315	0,0247677
276	CCNA_01180	penicillin acylase	-0,67762	0,00273	0,0221159
277	CCNA_00985	protease II	-0,671779	0,00246	0,0202042
278	CCNA_00148	hypothetical protein	-0,670019	0,0038	0,0290334
279	CCNA_03194	integral membrane protein	-0,662567	0,00491	0,0359661

280	CCNA_00149	transcriptional regulator, Cro/Ci family	-0,660187	0,00461	0,0342187
281	CCNA_01425	H ⁺ translocating pyrophosphatase	-0,645281	0,00329	0,0257277
282	CCNA_00836	flagellin	-0,64323	0,00723	0,0492411
283	CCNA_03803	cellulose biosynthesis protein CelD	-0,638073	0,00419	0,031697
284	CCNA_01140	sensory box/GGDEF family protein	-0,637155	0,00578	0,0416967
285	CCNA_00589	hypothetical protein	-0,630634	0,00639	0,0455141
286	CCNA_02343	hypothetical protein	-0,629967	0,0071	0,0485986
287	CCNA_03222	ring hydroxylating dioxygenase, alpha-subunit	-0,628857	0,00547	0,0397004
288	CCNA_03061	3-oxoacyl-(acyl-carrier protein) reductase	-0,62103	0,00472	0,0348693
289	CCNA_01625	aminobenzoyl-glutamate utilization protein B	-0,61917	0,0066	0,0464727
290	CCNA_02944	hypothetical protein	-0,615087	0,00538	0,039262
291	CCNA_00048	S-adenosylmethionine synthetase	-0,607808	0,00541	0,0394684
292	CCNA_03590	hypothetical protein	-0,604046	0,00463	0,0343299
293	CCNA_00279	NAD(P)H dehydrogenase (quinone)	-0,600041	0,00549	0,0398095

Genes highlighted in green were identified in the ChIP-seq regulon in this work, and those in yellow the RNA-seq regulon presented by [1].

Supplementary data references.

1. Stein BJ, Fiebig A, Crosson S. The ChvG-ChvI and NtrY-NtrX Two-Component Systems Coordinately Regulate Growth of *Caulobacter crescentus*. J Bacteriol. 2021;203(17):e0019921. Epub 2021/06/15. doi: 10.1128/JB.00199-21. PubMed PMID: 34124942; PubMed Central PMCID: PMC8351639.

# Supplementary material for: The two-component system ChvGI maintains cell envelope homeostasis in Caulobacter crescentus
**Source:** PLoS Genet. 2022 Dec 8;18(12):e1010465. doi: 10.1371/journal.pgen.1010465
**Supplement:** S3 Table

S3 Table. Sequences for ChvI MEME analysis.

Gene found as positive (+) or negative (-) regulated	Gene identifier and Sequence +/-100bp TSS	TSS obtained from
1 +	>CCNA_02075<br>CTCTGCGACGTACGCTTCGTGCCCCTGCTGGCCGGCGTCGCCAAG<br>GATCAGTGAGTTTCT<br>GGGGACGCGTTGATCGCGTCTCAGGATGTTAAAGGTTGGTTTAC<br>CCTGGCGGAGCCCTTT<br>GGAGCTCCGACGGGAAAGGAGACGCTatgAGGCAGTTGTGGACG<br>CAAGCGGCGGTGATCG<br>CTCTGACGGCTGGAACGCTCG	[1]
2 +	>CCNA_02817<br>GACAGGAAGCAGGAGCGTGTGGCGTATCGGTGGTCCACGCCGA<br>CGCGGGCGACAGGTCCT<br>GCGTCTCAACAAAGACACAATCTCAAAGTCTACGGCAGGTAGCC<br>ACGCAGCGGCAAAGCG<br>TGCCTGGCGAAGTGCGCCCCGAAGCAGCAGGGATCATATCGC<br>GACTTTTTCGGCAACC<br>GTTGCACTGGGTCTATCTGCTC	[1]
3 +	>CCNA_03091<br>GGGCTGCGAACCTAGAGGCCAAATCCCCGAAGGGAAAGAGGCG<br>AGATTTGCGCCCGGAAC<br>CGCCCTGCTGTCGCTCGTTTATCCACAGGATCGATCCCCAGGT<br>GAGTCTCGATTCAAG<br>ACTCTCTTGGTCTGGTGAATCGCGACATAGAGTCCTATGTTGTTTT<br>GTAGCAGGTCGCGG<br>AAGCCGATCTGCATCCCTGCG	[1]
4 +	>chvI<br>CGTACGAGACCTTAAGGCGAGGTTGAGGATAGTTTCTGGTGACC<br>CGTGCGCCGCAATCGC<br>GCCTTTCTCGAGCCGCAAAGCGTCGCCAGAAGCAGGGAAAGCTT<br>TACCGCGCCGTGCGTT<br>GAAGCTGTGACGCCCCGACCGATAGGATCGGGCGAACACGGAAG<br>GTGAAGGACACGTATCG<br>ACCCGatgGCCGCGATCACGC	[2]
5 +	>chvI<br>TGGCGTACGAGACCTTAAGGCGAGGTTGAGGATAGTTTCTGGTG<br>ACCCGTGCGCCGCAAT<br>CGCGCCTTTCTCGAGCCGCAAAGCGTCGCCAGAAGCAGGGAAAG<br>CTTTACCGCGCCGTGC<br>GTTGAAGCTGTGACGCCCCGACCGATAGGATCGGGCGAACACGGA<br>AGGTGAAGGACACGTA<br>TCGACCCGatgGCCGCGATCA	[1]
6 +	>CCNA_01583<br>CCCC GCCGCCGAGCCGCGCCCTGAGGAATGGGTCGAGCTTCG<br>TCGATCGACGGATTTA<br>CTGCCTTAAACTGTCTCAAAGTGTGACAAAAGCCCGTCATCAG<br>TCTGGCACGCTTCCG<br>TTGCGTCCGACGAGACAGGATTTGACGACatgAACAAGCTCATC<br>GCGCGGTGCGCCACC<br>GTCGCTCTGCTCGCCGTGCGC	[1]

7	+	>CCNA_00735<br>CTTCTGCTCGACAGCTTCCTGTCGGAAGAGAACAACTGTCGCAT<br>CAGACCGAGTAGTTT<br>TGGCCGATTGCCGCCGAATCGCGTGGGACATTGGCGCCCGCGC<br>GAGGATGTCGTATCGA<br>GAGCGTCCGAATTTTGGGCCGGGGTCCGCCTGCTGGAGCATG<br>GTTTGatgAGTTTCAA<br>CCGGGTCGCCGCGATTAGCGC	[1]
8	+	>CCNA_01427<br>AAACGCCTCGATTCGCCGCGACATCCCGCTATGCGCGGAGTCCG<br>CCTTCACGCGGGCAT<br>TGAAC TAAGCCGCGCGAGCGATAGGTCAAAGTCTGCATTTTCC<br>GGTTCCGAGCCTTGa<br>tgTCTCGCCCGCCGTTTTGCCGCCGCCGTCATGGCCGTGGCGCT<br>CGCTTCTTCGGCGT<br>GCACGCCGCTGACAAGCTATT	[1]
9	+	>CCNA_02846<br>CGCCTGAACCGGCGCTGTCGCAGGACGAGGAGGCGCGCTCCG<br>GCGCCTTCTCGAAGGCG<br>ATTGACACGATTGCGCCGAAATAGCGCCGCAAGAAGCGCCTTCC<br>GGATGATGGAAGATA<br>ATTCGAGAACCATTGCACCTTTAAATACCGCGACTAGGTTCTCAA<br>AGAGATCGGGGCCGC<br>GCGCCGGGCGCGCGGATGACG	[1]
10	+	>CCNA_01759<br>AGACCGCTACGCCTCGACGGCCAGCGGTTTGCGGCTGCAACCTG<br>ATCGTACGATCGTGTT<br>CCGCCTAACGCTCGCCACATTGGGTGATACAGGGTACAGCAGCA<br>ACTAAGTGACCGCGCT<br>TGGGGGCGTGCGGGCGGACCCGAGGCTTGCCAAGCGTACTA<br>TCGGGGGCGACGGCCGC<br>AAGGACACGTCGGTCGGACGA	[1]
11	+	>CCNA_01090<br>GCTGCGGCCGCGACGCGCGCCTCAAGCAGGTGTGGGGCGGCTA<br>AGTTCGCACTCAACCTA<br>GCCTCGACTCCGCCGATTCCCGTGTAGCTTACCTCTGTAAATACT<br>CGGGAGGACGTCGa<br>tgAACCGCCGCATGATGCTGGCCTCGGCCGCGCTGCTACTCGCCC<br>CGCTGGCCGCACAGG<br>CGCAGACCCGCGACGTCTCGG	[1]

12	+	>CCNA_03357(P1)<br>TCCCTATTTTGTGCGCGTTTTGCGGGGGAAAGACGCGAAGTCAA<br>GCCCGAGAAACTGAC<br>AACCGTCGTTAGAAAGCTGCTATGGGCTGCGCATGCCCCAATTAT<br>CGCCCCGCGTCTGG<br>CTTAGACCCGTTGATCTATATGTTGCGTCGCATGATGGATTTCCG<br>CCGatgATCCCGGC<br>CGACAGTACGGCCCTCGACCT	[1]
13	+	>CCNA_03357(P2)<br>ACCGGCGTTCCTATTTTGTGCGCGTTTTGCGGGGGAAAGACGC<br>GAAGTCAAGCCCGAG<br>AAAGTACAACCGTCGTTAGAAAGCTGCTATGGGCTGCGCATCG<br>CCAATTATCGCCCC<br>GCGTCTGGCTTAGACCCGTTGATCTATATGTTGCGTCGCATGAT<br>GGATTTCCGCCGatg<br>ATCCCGGCCGACAGTACGGCC	[1]
14	+	>CCNA_01505<br>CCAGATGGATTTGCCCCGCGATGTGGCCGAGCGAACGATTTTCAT<br>GGACGGCGGCGTGAT<br>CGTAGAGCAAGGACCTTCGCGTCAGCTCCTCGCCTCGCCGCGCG<br>AAGAGCGGACCCGGCG<br>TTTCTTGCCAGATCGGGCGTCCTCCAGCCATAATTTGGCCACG<br>GGACGCTTCACGACC<br>TGAGCGCCGACGCCGGGTGAT	[1]
15	+	>CCNA_03341(tolQ)<br>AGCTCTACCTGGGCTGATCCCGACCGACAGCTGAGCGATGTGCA<br>TTTCCGGATCGCTC<br>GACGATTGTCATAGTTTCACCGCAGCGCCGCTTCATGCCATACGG<br>CGCTCTCCAGTCTG<br>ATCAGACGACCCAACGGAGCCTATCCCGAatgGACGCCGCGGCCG<br>CCGCCCCGAATTTCT<br>CGTTCTTCGCCCTGTTTCATGC	[1]
16	+	>CCNA_03439<br>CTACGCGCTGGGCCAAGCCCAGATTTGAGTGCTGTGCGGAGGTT<br>TTTTCGTTGCGGCGCG<br>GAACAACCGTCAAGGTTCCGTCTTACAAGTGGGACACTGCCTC<br>CAGACGAACGCCGCGg<br>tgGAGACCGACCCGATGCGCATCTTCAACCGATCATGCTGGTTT<br>GCGCCGTAGCCATGT<br>CGTTCGTGCGGCCCTGGGCA	[2]

17	+	>CCNA_03439<br>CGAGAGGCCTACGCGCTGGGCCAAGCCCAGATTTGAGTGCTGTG<br>CGGAGGTTTTTTCGTT<br>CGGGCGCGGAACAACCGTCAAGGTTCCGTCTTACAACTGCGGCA<br>CACTGCCTCCAGACGA<br>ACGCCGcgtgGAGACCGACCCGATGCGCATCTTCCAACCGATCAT<br>GCTGGTTTGCGCCGT<br>AGCCATGTCGTTCTGCGGCGC	[1]
18	+	>CCNA_00733<br>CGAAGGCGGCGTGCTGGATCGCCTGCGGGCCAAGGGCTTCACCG<br>TCACGGCGCCGAATA<br>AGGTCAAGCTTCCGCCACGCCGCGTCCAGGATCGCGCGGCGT<br>TCACAGGGGGATCAAC<br>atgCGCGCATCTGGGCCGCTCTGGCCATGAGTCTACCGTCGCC<br>GGCGGGGCGCGCC<br>CAGGTGATGGACGATCCGGAG	[1]
19	+	>CCNA_00290<br>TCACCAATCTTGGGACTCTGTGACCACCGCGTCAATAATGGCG<br>TGGGCGTCCTGATCA<br>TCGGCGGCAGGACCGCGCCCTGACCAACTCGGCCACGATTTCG<br>CTTCTGGAAGACTACA<br>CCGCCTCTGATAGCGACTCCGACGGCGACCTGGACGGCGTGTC<br>GCCCAGGGCGCCAACC<br>GCTTTGGCGTTCGCTGACCA	[1]
20	+	>CCNA_00290<br>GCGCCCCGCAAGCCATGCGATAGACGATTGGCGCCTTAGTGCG<br>TGTCGCGAGCGGGACT<br>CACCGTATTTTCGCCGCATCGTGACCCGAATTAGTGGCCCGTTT<br>CTATCGAGGTGTCGT<br>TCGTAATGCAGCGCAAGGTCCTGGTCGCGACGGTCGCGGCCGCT<br>CCTCTCTGGCCATGG<br>GTTTCGCCGCTCGGCCGAGA	[1]
21	+	>CCNA_00290<br>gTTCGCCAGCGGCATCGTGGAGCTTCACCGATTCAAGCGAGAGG<br>CGATTCGACGAAGCAG<br>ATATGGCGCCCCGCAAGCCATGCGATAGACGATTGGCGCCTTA<br>GTGCGTGTCGCGAGCG<br>GGA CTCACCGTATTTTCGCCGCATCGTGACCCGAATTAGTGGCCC<br>GGTTTCTATCGAGGT<br>GTCGTTCTGTAATGCAGCGCAA	[1]

22	+	>CCNA_00124<br>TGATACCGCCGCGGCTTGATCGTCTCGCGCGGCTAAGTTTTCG<br>CCTGTGAGGCAAAGC<br>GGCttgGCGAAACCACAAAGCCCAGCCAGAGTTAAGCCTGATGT<br>CCAAGGACTCCGCGT<br>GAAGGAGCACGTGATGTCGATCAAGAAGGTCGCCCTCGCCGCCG<br>CCCTGGTGGTGACCGC<br>CGGTCTCGCCGCTGTGCGAC	[1]
23	+	>CCNA_01660<br>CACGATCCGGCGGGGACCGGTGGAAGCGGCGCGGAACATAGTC<br>GGGGGTCGCTGCGTCG<br>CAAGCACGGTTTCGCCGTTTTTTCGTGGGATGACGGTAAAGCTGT<br>GTACGCGTTAGGGTG<br>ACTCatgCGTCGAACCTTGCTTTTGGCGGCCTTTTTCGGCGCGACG<br>CTCGCCGCGAGCGC<br>TTCCGCGCGCGCTCAACAAGC	[1]
24	+	>CCNA_01067<br>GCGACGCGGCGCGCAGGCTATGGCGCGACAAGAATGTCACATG<br>GGAAGAGACGGTCCGCC<br>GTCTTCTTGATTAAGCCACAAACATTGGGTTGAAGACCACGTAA<br>GACGGGGTCGGCTAC<br>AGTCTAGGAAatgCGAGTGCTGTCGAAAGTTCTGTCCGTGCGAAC<br>GTCTCTGATCGCCTT<br>GGCCATGGCCATGGCGGTCGT	[1]
25	+	>CCNA_01087<br>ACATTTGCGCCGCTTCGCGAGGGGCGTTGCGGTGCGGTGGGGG<br>CGTGGCGCGCGGTTAT<br>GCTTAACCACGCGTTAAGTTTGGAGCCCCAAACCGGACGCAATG<br>GCTTGCAACTGTGTTG<br>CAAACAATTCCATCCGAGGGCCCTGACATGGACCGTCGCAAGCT<br>GATCCTCTCGAGCGCC<br>GCCCTGGGCGTGTCCGCTGTG	[1]
26	+	>algH<br>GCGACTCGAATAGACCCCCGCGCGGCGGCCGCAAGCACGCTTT<br>GATGAAGCATCCGACT<br>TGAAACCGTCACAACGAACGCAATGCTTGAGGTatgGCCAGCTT<br>AATCGACGATGACGA<br>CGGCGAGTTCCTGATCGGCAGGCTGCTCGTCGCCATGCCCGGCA<br>TCGAGGATCCGCGCTT<br>CGAGCGGACGGTGCTGTATCT	[2]

27	+	>algh<br>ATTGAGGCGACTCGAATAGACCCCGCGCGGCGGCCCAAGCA<br>CGCTTTGATGAAGCAT<br>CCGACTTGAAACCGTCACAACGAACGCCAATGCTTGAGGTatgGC<br>CAGCTTAATCGACGA<br>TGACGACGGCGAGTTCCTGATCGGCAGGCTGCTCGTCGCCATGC<br>CCGGCATCGAGGATCC<br>GCGCTTCGAGCGGACGGTGCT	[1]
28	+	>CCNA_03601<br>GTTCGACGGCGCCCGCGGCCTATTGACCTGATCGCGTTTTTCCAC<br>GCGTTCGTGTCGCCT<br>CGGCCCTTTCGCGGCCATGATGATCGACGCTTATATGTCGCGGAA<br>CGAACCTATGCTTCG<br>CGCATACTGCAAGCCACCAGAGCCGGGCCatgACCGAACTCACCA<br>TCACCAGCCAAGCGA<br>CCGACTTGGCCATCGCCAAGC	[1]
29	+	>CCNA_03601<br>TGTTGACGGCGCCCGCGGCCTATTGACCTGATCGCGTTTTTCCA<br>CGCGTTCGTGTCGCC<br>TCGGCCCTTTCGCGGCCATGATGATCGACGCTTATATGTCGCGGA<br>ACGAACCTATGCTTC<br>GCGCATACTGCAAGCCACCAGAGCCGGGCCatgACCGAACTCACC<br>ATCACCAGCCAAGCG<br>ACCGACTTGGCCATCGCCAAG	[1]
30	+	>CCNA_01653<br>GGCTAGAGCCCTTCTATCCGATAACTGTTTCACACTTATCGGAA<br>AATGCTCCAGGCTT<br>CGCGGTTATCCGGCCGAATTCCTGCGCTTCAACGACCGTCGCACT<br>TGTCGGGGAGGCCGT<br>GGCCTTCTACGCCC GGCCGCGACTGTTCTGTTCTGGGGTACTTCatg<br>AAGCTCGCCACGAC<br>CGCCGCCGCGCTGGCGCTGGC	[1]
31	+	>CCNA_03838<br>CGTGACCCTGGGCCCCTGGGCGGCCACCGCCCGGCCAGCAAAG<br>CCGCTCCCGCCGAAT<br>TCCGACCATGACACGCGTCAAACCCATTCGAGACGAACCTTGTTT<br>TGTTTTTGACCGCAT<br>GTTGCTTGCCCCCACC GGCCCTtgCTACAGCTTTCAAACGCCT<br>GTCAGAGAGAGCTT<br>TTCAAACCGCCCATGGCCGCC	[1]

32	+	>CCNA_03726 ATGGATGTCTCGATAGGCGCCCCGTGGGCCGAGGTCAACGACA CGACGCGATCAGGGTT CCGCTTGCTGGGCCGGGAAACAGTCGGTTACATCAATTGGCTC GAAATCGTCACGAAGC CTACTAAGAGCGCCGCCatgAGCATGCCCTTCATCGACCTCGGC GCGCAGCAGCGCCG GATCCGCGACAAGATCGACAC	[2]
33	+	>CCNA_03726 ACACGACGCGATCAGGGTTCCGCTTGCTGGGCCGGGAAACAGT CGGTTACATCAATTGG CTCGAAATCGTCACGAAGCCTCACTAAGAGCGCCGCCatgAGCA TGCCCTTCATCGACC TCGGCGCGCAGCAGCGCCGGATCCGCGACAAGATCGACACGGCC ATCGCCAAGGTGCTGG ACAGCGGCGCCTATGTGATGG	[1]
34	-	>phyR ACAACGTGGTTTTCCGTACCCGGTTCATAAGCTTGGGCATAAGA TGGCAAAATTCTGCT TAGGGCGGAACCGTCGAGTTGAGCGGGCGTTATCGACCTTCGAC GGAACGGCGTAGCTTC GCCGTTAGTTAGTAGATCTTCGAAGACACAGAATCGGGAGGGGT CatgAGTCTTCTTGCT CGCTTGGCGCCGCATTTGCCT	[2]
35	-	>phyR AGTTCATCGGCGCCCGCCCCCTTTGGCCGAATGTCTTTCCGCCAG ACGACAACGTGGTTT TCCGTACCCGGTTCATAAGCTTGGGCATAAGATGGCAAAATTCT GCTTAGGGCGGAACC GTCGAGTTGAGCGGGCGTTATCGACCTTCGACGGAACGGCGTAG CTTCGCCGTTAGTTAG TAGATCTTCGAAGACACAGAA	[1]
36	-	>phyR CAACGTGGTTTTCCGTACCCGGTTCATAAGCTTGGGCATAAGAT GGCAAAATTCTGCTT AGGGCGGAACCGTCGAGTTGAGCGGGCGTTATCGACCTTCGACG GAACGGCGTAGCTTCG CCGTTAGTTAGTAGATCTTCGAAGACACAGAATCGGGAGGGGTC atgAGTCTTCTTGCTC GCTTGGCGCCGCATTTGCCTT	[1]

37	-	>phyR<br>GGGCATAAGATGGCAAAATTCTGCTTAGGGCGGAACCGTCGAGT<br>TGAGCGGGCGTTATCG<br>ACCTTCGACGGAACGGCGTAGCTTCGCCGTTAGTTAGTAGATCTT<br>CGAAGACACAGAATC<br>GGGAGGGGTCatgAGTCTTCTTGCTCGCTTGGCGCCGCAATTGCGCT<br>TACATCCGCCGCTA<br>CGCCCGGGCCTTGACCGGCGA	[1]
38	-	>CCNA_00438<br>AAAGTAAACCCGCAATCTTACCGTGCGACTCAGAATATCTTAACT<br>TGCACCTGCGAATtt<br>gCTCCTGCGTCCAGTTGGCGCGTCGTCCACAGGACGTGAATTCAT<br>TACTAGGAGCAGCGG<br>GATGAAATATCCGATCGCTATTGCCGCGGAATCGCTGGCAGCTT<br>TTTTGTCGCTCAGGC<br>CGCTTCGGCCGGCGGCGGTTT	[1]
39	-	>CCNA_00438<br>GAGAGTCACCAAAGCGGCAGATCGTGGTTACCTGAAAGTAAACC<br>CGCAATCTTACCGTGC<br>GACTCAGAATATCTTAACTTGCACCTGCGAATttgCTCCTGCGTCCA<br>GTTGGCGCGTCGT<br>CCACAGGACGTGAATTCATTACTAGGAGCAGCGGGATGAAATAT<br>CCGATCGCTATTGCCG<br>CGGGAATCGCTGGCAGCTTTT	[1]
40	-	>CCNA_01303<br>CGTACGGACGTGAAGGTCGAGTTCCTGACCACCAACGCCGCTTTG<br>CCGCTCACGGTCCGC<br>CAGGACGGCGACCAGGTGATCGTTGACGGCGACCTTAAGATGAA<br>CCGGATCAAAGGCTGC<br>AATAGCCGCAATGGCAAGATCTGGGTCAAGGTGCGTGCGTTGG<br>GGATGTCTCCTACGAC<br>AACATTCTGAGATCGCGGTC	[1]
41	-	>CCNA_00974<br>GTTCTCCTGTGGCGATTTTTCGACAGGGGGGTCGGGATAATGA<br>TTACTTTTTTGAATC<br>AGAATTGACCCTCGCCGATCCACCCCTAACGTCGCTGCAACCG<br>GAAGAGTTTGTTCCG<br>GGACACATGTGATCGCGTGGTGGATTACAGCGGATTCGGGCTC<br>GAAAACGGACAGGTCG<br>CTGAGGGGCTTCTTGTTCCGC	[1]

42	-	>CCNA_00974<br>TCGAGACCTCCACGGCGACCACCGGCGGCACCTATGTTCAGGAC<br>CGCACCGCCGATCCCT<br>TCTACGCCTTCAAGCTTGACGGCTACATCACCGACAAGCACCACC<br>TCGAACTGACCTATT<br>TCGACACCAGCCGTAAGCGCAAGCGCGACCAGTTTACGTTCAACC<br>CGGCCACTGACGTCA<br>TCAGCCCGACGCGCGCCAGCG	[1]
44	-	>CCNA_00974<br>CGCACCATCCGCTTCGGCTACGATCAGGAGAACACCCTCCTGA<br>CGCAGTTCACGCGCC<br>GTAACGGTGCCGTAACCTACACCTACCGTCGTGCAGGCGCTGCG<br>GGTGCTCTGGGCGGGG<br>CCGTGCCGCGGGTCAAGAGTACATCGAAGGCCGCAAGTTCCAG<br>ACCGGCGGTGGTTTCG<br>CCGGCAAGAACAAGGCCTATT	[1]
45	-	>CCNA_03108<br>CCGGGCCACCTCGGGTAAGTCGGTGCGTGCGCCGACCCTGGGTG<br>AGACCTTCCGTCCGCC<br>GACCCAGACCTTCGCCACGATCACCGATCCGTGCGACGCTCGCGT<br>CCTGATCAACCTGAC<br>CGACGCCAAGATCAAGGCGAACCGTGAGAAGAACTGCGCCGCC<br>TGGGCATCCCGGCCG<br>CACGAACATCATCTACACGAG	[1]
46	-	>CCNA_03108<br>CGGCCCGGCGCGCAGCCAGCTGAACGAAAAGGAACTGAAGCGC<br>TTCGTCGCCGGCTCCG<br>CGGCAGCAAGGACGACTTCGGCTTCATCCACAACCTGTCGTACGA<br>GCTGGGCTACACCTA<br>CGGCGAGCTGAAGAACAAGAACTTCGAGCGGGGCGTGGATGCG<br>CCGCGCTACAAGTTCGC<br>CGCCGACGCCGTCGTGGACAC	[1]

47	-	>CCNA_03108<br>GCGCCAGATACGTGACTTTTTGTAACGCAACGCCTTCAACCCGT<br>CCGAATTTGGCCATG<br>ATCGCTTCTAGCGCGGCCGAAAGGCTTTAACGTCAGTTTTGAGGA<br>ATGGCCCTCTtgCT<br>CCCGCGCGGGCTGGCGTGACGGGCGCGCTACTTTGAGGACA<br>ACAAAAACATGGCGTT<br>GAAAACCAAGTTCTCCTGGC	[1]
48	-	>CCNA_02200<br>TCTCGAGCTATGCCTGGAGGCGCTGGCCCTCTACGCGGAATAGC<br>GCGCCCGACTTGATCT<br>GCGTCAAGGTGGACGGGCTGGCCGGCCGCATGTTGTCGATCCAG<br>CtgGAGGGGTGGCCG<br>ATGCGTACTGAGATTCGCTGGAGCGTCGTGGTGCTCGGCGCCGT<br>CATGGCTTTCGCGACG<br>ACGAGCCAGGCGGCGCAGGAT	[1]
49	-	>CCNA_03325<br>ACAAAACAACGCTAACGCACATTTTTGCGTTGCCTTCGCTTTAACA<br>TTTGTTTTACCTTT<br>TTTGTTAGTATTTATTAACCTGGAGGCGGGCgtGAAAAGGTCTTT<br>GTTGCGAAGCGCGT<br>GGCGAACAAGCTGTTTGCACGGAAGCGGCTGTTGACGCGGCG<br>GTGGCCGAAGTCAGCGA<br>GATGATGGCTGAGCTGATGCA	[1]
50	-	>CCNA_03325<br>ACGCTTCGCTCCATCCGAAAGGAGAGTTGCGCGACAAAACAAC<br>GCTAACGCACATTTTT<br>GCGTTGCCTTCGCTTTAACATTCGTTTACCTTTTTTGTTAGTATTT<br>CATTAACCTGGAGG<br>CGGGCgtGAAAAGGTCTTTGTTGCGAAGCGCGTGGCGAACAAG<br>CTGTTTGCACGGAAG<br>CGGCTGTTGACGCGGCGGTGG	[1]
51	-	>CCNA_01269<br>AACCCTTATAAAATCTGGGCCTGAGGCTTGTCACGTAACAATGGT<br>CCTTAAGCGTGGGGG<br>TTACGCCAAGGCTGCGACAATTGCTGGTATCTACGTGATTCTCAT<br>GGCGAAAAGTGAAC<br>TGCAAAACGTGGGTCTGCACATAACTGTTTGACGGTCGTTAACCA<br>TAAATCTTACCCCTT<br>TTCTACGGAGCGGGCTGGCT	[1]

52	-	>CCNA_01269<br>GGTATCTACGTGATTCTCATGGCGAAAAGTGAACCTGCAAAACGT<br>GGGTCTGCACATAAC<br>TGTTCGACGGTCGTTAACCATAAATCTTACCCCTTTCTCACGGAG<br>CGGGCTGGCTCCGG<br>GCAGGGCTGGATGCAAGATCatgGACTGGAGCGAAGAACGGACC<br>GCGACGCTGAAGAAGC<br>TGTGGCTGGAGGGCCTGAGCG	[1]
53	-	>CCNA_00417<br>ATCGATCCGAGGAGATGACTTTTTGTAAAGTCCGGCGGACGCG<br>CCCAACGTGACATCGC<br>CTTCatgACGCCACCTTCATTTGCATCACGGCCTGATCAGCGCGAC<br>GATCTGGATAACAA<br>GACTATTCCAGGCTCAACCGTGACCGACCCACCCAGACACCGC<br>CGTCCCGCCGACGCT<br>GCAGGACGACAAGGCCCTGCC	[1]
54		>CCNA_00166<br>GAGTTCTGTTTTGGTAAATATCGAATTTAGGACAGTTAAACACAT<br>GGATTATACCATCTA<br>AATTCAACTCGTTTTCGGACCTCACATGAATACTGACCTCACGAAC<br>ACAGCGAGGTCAGC<br>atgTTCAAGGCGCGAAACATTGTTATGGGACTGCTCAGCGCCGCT<br>GCGCTGATGACGAGC<br>GCCCAGGCACAGGCCGGCGGG	[1]
55		>CCNA_00982<br>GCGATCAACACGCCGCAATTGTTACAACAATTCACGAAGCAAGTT<br>TGATTTCAAGTTTCAA<br>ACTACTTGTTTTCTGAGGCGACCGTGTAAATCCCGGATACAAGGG<br>GAACGGAGTTTTGAA<br>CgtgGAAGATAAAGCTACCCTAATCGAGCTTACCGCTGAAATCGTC<br>GCTAACTATGTGGC<br>CAATAATTCGACGCCAGTGTC	[1]

Supplementary data references.

1. Zhou B, Schrader JM, Kalogeraki VS, Abeliuk E, Dinh CB, Pham JQ, et al. The global regulatory architecture of transcription during the *Caulobacter* cell cycle. PLoS Genet. 2015;11(1):e1004831. Epub 2015/01/09. doi: 10.1371/journal.pgen.1004831. PubMed PMID: 25569173; PubMed Central PMCID: PMCPMC4287350.
2. McGrath PT, Lee H, Zhang L, Iniesta AA, Hottes AK, Tan MH, et al. High-throughput identification of transcription start sites, conserved promoter motifs and predicted regulons. Nat Biotechnol. 2007;25(5):584-92. Epub 2007/04/03. doi: 10.1038/nbt1294. PubMed PMID: 17401361.

# Supplementary material for: The two-component system ChvGI maintains cell envelope homeostasis in Caulobacter crescentus
**Source:** PLoS Genet. 2022 Dec 8;18(12):e1010465. doi: 10.1371/journal.pgen.1010465
**Supplement:** S4 Table

S4 Table. Bacterial strains.

Name	Genetic Information	Reference
**Bacteria**		
**<i>Caulobacter crescentus</i>**		
WT	NA1000, laboratory strain	
$\Delta chvI$	NA1000 $\Delta chvI$	This study
$\Delta chvG$	NA1000 $\Delta chvG$	This study
$\Delta chvIG$	NA1000 $\Delta chvIG$	This study
$\Delta chvT$	NA1000 $\Delta chvT$	This study
$\Delta chvI \Delta chvT$	NA1000 $\Delta chvI$, $\Delta chvT$	This study
$\Delta ntrX$	NA1000 $\Delta ntrX$	This study
$\Delta chvI \Delta ntrX$	NA1000 $\Delta chvI$, $\Delta ntrX$	This study
$\Delta sigT$	NA1000 $\Delta sigT$	This study
$\Delta xylX$	NA1000 $\Delta xylX$	[1]
$chvI_{D52E}$	NA1000 $chvI_{D52E}$	This study
$chvI_{D52A}$	NA1000 $chvI_{D52A}$	This study
$chvG_{H309N}$	NA1000 $chvG_{H309N}$	This study
$\Delta chvI chvI$	NA1000 $\Delta chvI$ P _{<i>xylX</i>} :: <i>chvI</i> , Tet ^R	This study
$\Delta chvI chvI_{D52E}$	NA1000 $\Delta chvI$ P _{<i>xylX</i>} :: <i>chvI</i> _{D52E} , Tet ^R	This study
$\Delta chvI chvI_{D52A}$	NA1000 $\Delta chvI$ P _{<i>xylX</i>} :: <i>chvI</i> _{D52A} , Tet ^R	This study
$\Delta chvI chvI \Delta xylX$	NA1000 $\Delta chvI$ P _{<i>xylX</i>} :: <i>chvI</i> $\Delta xylX$, Tet ^R	This study
$\Delta chvIG chvI \Delta xylX$	NA1000 $\Delta chvIG$ P _{<i>xylX</i>} :: <i>chvI</i> $\Delta xylX$, Tet ^R	This study
WT P _{<i>dipM</i>}	NA1000 pMR15-P _{<i>dipM</i>}	This study
$\Delta chvI$ P _{<i>dipM</i>}	NA1000 $\Delta chvI$ pMR15-P _{<i>dipM</i>}	This study
WT P _{<i>ftsN</i>}	NA1000 pMR15-P _{<i>ftsN</i>}	This study
$\Delta chvI$ P _{<i>ftsN</i>}	NA1000 $\Delta chvI$ pMR15-P _{<i>ftsN</i>}	This study
WT P _{<i>nepR</i>}	NA1000 pMR15-P _{<i>nepR</i>}	This study
$\Delta chvI$ P _{<i>nepR</i>}	NA1000 $\Delta chvI$ pMR15-P _{<i>nepR</i>}	This study
WT P _{<i>phyR</i>}	NA1000 pMR15-P _{<i>phyR</i>}	This study
$\Delta chvI$ P _{<i>phyR</i>}	NA1000 $\Delta chvI$ pMR15-P _{<i>phyR</i>}	This study
$\Delta chvI chvI$ -egfp	NA1000 $\Delta chvI$ P _{<i>xylX</i>} :: <i>chvI</i> -egfp, Kan ^R	This study

$\Delta chvI$ <i>egfp-chvI</i>	NA1000 $\Delta chvI$ $P_{xyIX}::egfp-chvI$, Kan ^R	This study
$\Delta chvG$ <i>chvG-egfp</i>	NA1000 $\Delta chvG$ $P_{xyIX}::chvG-egfp$, Kan ^R	This study
$\Delta chvG$ <i>egfp-chvG</i>	NA1000 $\Delta chvG$ $P_{xyIX}::egfp-chvG$, Kan ^R	This study
$\Delta chvG$ <i>chvG-mcherry</i>	NA1000 $\Delta chvG$ $P_{xyIX}::chvG-chy$, Tet ^R	This study
$\Delta chvG$ <i>chvG₁₋₁₁₄-mcherry</i>	NA1000 $\Delta chvG$ $P_{xyIX}::chvG_{1-114}-chy$, Tet ^R	This study
$\Delta chvG$ <i>chvG₁₋₂₇₄-mcherry</i>	NA1000 $\Delta chvG$ $P_{xyIX}::chvG_{1-274}-chy$, Tet ^R	This study
$\Delta chvG$ <i>chvG₂₇₃₋₅₃₄-mcherry</i>	NA1000 $\Delta chvG$ $P_{xyIX}::chvG_{273-534}-chy$, Tet ^R	This study
**<i>Escherichia coli</i>**		
MT607	<i>pro-82 thi-I hsdR17 (r-m+) supE44 recA56</i>	[2]
Top10	<i>F- mcrA $\Delta(mrr-hsdRMS-mcrBC)$ $\phi80lacZ\Delta M15$ $\Delta lacX74$ nupG recA1 araD139 $\Delta(ara-leu)7697$ galE15 galK16 rpsL(Str^R) endA1 λ^-</i>	Life technology

Supplementary data references.

1. Stephens C, Christen B, Fuchs T, Sundaram V, Watanabe K, Jenal U. Genetic analysis of a novel pathway for D-xylose metabolism in *Caulobacter crescentus*. *J Bacteriol.* 2007;189(5):2181-5. Epub 2006/12/19. doi: 10.1128/JB.01438-06. PubMed PMID: 17172333; PubMed Central PMCID: PMC1855722.
2. Casadaban MJ, Cohen SN. Analysis of gene control signals by DNA fusion and cloning in *Escherichia coli*. *J Mol Biol.* 1980;138(2):179-207. Epub 1980/04/01. doi: 10.1016/0022-2836(80)90283-1. PubMed PMID: 6997493.

# Supplementary material for: The two-component system ChvGI maintains cell envelope homeostasis in Caulobacter crescentus
**Source:** PLoS Genet. 2022 Dec 8;18(12):e1010465. doi: 10.1371/journal.pgen.1010465
**Supplement:** S5 Table

S5 Table. Plasmids

Plasmids	
Name	Reference
pNPTS138	M. R. Alley, Imperial College London (UK), unpublished
pNPTS138- $\Delta chvI$	This study
pNPTS138- $\Delta chvG$	This study
pNPTS138- $\Delta chvIG$	This study
pNPTS138- <i>chvI</i> _{D52E}	This study
pNPTS138- <i>chvI</i> _{D52A}	This study
pNPTS138- <i>chvG</i> _{H309N}	This study
pNPTS138- $\Delta chvG$ ₁₋₂₇₄	This study
pNPTS138- $\Delta chvG$ ₂₇₄₋₅₃₄	This study
pNPTS138- $\Delta chvT$	This study
pNPTS138- $\Delta ntrX$	This study
pNPTS138- $\Delta sigT$	This study
pMR15	[1]
pMR15-P _{dipM}	This study
pMR15-P _{ftsN}	This study
pMR15-P _{nepR}	This study
pMR15-P _{phyR}	This study
pET-28a	Novagen
pET-28a- <i>chvI</i>	This study
pXC5	[2]
pXC5- <i>chvI</i>	This study
pXC5- <i>chvI</i> _{D52A}	This study
pXC5- <i>chvI</i> _{D52E}	This study
pXGFPC-2	[2]
pXGFPC-2 <i>chvI</i>	This study
pXGFPC-2 <i>chvG</i>	This study
pXGFPC-2 <i>chvG</i> _{H309N}	This study

pXGFPN-2	[2]
pXGFPN-2 <i>chvI</i>	This study
pXGFPN-2 <i>chvG</i>	This study
pXCHYC-5	[2]
pXCHYC-5 <i>chvG</i>	This study
pXCHYC-5 <i>chvG</i> ₁₋₁₁₄	This study
pXCHYC-5 <i>chvG</i> ₁₋₂₇₄	This study
pXCHYC-5 <i>chvG</i> ₂₇₃₋₅₃₄	This study

Supplementary data references.

1. Gober JW, Shapiro L. A developmentally regulated *Caulobacter* flagellar promoter is activated by 3' enhancer and IHF binding elements. *Mol Biol Cell*. 1992;3(8):913-26. Epub 1992/08/01. doi: 10.1091/mbc.3.8.913. PubMed PMID: 1392079; PubMed Central PMCID: PMC275648.
2. Thanbichler M, Iniesta AA, Shapiro L. A comprehensive set of plasmids for vanillate- and xylose-inducible gene expression in *Caulobacter crescentus*. *Nucleic Acids Res*. 2007;35(20):e137. Epub 2007/10/26. doi: 10.1093/nar/gkm818. PubMed PMID: 17959646; PubMed Central PMCID: PMC2175322.

# Supplementary material for: The two-component system ChvGI maintains cell envelope homeostasis in Caulobacter crescentus
**Source:** PLoS Genet. 2022 Dec 8;18(12):e1010465. doi: 10.1371/journal.pgen.1010465
**Supplement:** S6 Table

S6 Table. Oligos

How the deposited data were processed for this re-analysis (not part of the article)

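RNA-seq of WT and Δ*chvI* cells of *Caulobacter crescentus* NA1000 was analysed, with 2 libraries per strain by the sample labels, taken after 4 h in PYE with 6% sucrose at 30 °C. The titles of all samples name another regulator, CtrA, so the samples were mapped by strain and by the replicate number in the labels, as the paper's methods describe them. The legend of Fig 3 speaks of biological replicates with n = 3 for panels B and C. The authors' steps, as the paper's methods give them, were FastQC, mapping with HISAT2 to the NA1000 reference, counting with featureCounts and comparison with DESeq2 on Galaxy. Versions, the counting by strand and the DESeq2 settings are not given in the sources used here.

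The data are 1 table of the authors' own comparison, and no values per library were used. Its signal column, the base mean, was made by the authors as the mean over all libraries of read counts divided by size factors. The log2 fold change and its standard error on the log2 scale come from the authors' model, and the deposited table gives the log2 fold change in both directions. The score column of the deposited table, the Wald statistic, is the log2 fold change divided by its standard error. The p-value column was made by the authors from the normal distribution of that statistic, and the adjusted p by Benjamini-Hochberg over the genes with a p-value. The deposited fold columns are linear ratios, 2 to the power of the log2 fold change. The −log10 column of the deposited table is taken from the adjusted p. The table holds 4097 genes, all 4097 matched by locus tag to the NA1000 annotation (assembly ASM2200v1), which gave symbols, coordinates and gene lengths. 1 entry without a gene, holding only a threshold, was left out. 50 genes have a base mean of 0 and 51 have no p-value, which leaves 4046 genes tested.

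Depth per library is not given in the table. The base means sum to 29533403, with a median of 1431 over the genes tested. Base means of the 26 genes below 3 were all whole-number sums, within 1e-08, of 4 steps of 0.222, 0.239, 0.259 and 0.284, so the table rests on 4 libraries, whose size factors then have a geometric mean of 1.00. The median standard error was 0.258. The standard errors fall again for the least abundant genes, a form that a prior centred on 0 would give, although no source used here names one, and 0 of the 45 tested genes with a base mean under 10 were called.

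The p-values were recomputed as two-sided normal tails of the log2 fold change over its standard error and adjusted by Benjamini-Hochberg over the 4046 genes, and the largest difference from the deposited adjusted p was 4.7e-15. A gene was called at an adjusted p of at most 0.05 and a change of at least 1.5-fold, the paper's thresholds. Intervals are 95% intervals from the standard errors. A Wald test against a change below 1.5-fold gave a second adjusted p. Since the plan allowed for counts and the table holds none, the count test of the plan was replaced by this Wald test. The 24 gene lists are patterns on the gene descriptions and symbols, written before the expression table was read but after S2 Table, whose values count as seen. The patterns also take related genes, such as paralogs of TolB and TolR, a glycerol-3-phosphate transporter in the phosphate list, and enzymes that modify tRNA or ribosomal proteins. 757 tested genes fell in a list, 34 of them in more than 1. Each list was counted at the thresholds, counted again with p-values adjusted over the list alone, and tested with cameraPR of limma 3.58.1 in R 4.3.3 on the Wald statistics, two-sided, with a preset inter-gene correlation of 0.01 and adjustment over the 24 lists. An estimated correlation needs values per library and could not be had, so a preset of 0.05 was the alternative. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

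Genes to be named were fixed by a rule before the expression table was read. They are the 10 genes with the largest fold in each direction among those called, every gene the paper names for the RNA-seq or ChIP-seq, and the 4 members of each list with the largest absolute statistic. Genes of S3 Table, called members of lists, rRNA genes, called non-coding RNAs, CCNA_03335, CCNA_03396, CCNA_03459 and the neighbours of *chvR*, CCNA_R0092 and CCNA_R0106 were named after their values were seen. *ntrZ* was not matched to a locus. The steps were tested on simulated data drawn from the standard errors of this comparison over 4046 genes. Of 100 genes changed 2-fold, 70% were recovered in the true direction, and of 100 changed 4-fold, 99%, with 7 of 176 calls false. All 12 simulated lists that were shifted were recovered, and 1 of 12 left unshifted was called. The simulated genes were independent of each other and drawn from the normal distribution that the tests assume. The simulation therefore cannot show error rates for correlated genes or for 2 libraries per strain.

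The alternatives for genes were adjustment over every gene, a base mean of at least 10, a fold threshold of 2, no fold threshold, an adjusted p threshold of 0.01, the null of a change below 1.5-fold, recentring on the median gene and a t distribution with 2 degrees of freedom. The alternatives for lists were a correlation of 0.05, the log2 fold change in place of the Wald statistic, recentring and a base mean of at least 10. Removal of a lowess trend on gene length and the rRNA and tRNA list by annotated gene type were added after the data were seen. The ChvI motif was not searched for, since no genome sequence was used here, and COG assignments and the ChIP-seq data were not analysed here.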

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

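The tests on *ctrA*, on 16S and 23S rRNA, on RNase P RNA, on the neighbours of non-coding RNAs and on the neighbours of *chvR*, CCNA_R0092 and CCNA_R0106 were chosen after the results were seen, as was the removal of a trend with gene length. The paper discusses the flagellum and chemotaxis genes for the RNA-seq and marks *chvR* in Fig 3B, and they are given here beside gene groups that its text does not discuss.

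Among the gene lists the paper does not discuss, pili (median log2 fold change 0.82), holdfast (0.82) and cell cycle regulators (0.48) were higher in Δ*chvI*, beside the flagellum and chemotaxis lists, and the 132 tested members of the flagellum, chemotaxis, pili and holdfast lists had a median of 0.89. With a lowess trend on gene length removed from the Wald statistics, the highest adjusted p of these 4 lists in cameraPR was 1.1e-04, which argues against gene length as the whole cause. The 1068 protein-coding genes outside the lists that lie within 20 genes of the 83 up-regulated members had a median of 0.0024 (95% bootstrap interval -0.02 to 0.05 over 2000 draws), below the 0.3 set for a change of gene dosage along the chromosome, which argues against that explanation. Another mix of cell cycle stages in the Δ*chvI* cultures and an effect of the missing regulator on these genes cannot be told apart, since *ctrA* was also higher (0.92 in the authors' deposited table, adjusted p = 0.0094) and no synchronized cells were compared. The loss of ChvI, the condition the design names, and a difference between culture or library batches stay open as untested. The paper reports poorer growth and viability of a *chvI* mutant when osmolytes, sucrose among them, were added to PYE. All libraries compared here come from PYE with sucrose. A secondary effect of slower growth or stress of Δ*chvI* cells on these genes therefore also stays open as untested.

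RNase P RNA (CCNA_R0061, log2 fold change 1.75) and the 23S rRNA gene CCNA_R0066 (0.76, adjusted p = 0.018) were higher in Δ*chvI* in the authors' deposited table, where the other 23S copy, CCNA_R0084, had 0.62 (adjusted p = 0.19). The copies are near identical, so reads may be shared between them. The test took it that 16S rRNA would rise about as much if less rRNA had been removed from the Δ*chvI* libraries. Mean normalized counts were 1186 and 16780 for the 16S genes, against 793883 and 547266 for the 23S genes. Levels this unlike mean that 16S rRNA need not follow 23S rRNA, which weakens the test. The 16S genes had -0.33 and 0.16 in the authors' deposited table, but the highest upper 95% bound of these is 0.73, so that rRNA removal and a change of 23S rRNA cannot be told apart with intervals this wide. RNase P RNA had a lower 95% bound of 1.07, above the value of every rRNA gene. The upper 95% bounds of the 23S genes, 1.24 and 1.22, lie above that bound. The mark chosen for rRNA removal as no cause, a lower bound above the value of every rRNA gene, was therefore met. That mark leaves out the spread of the 23S values, and the difference between RNase P RNA and 23S rRNA was not tested. No conclusion on rRNA removal is drawn from it for RNase P RNA. The biological alternative, an effect of the loss of ChvI on these RNAs, was not tested.

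Of the 113 tested genes annotated as non-coding RNA, 12 were lower and 3 higher in Δ*chvI*. A gene called in the same direction lay within 100 bases of 9 of these 15 and of 4 of the other 98 (two-sided Fisher's exact test, p = 4.8e-07, odds ratio 35.3), and 2 of the 15 overlap such a gene, which is in line with reads of neighbouring or joined transcripts being counted for 7 of the 9, whose 95% intervals overlap that of a neighbour. This is argued against for *chvR* (-2.25 in the authors' deposited table), where the neighbours *recF* and CCNA_00157 had -0.02 and 0.39 with a lowest lower 95% bound of -0.52, and for CCNA_R0106 (-2.19), where CCNA_00379 and CCNA_00380 had -0.98 and 0.01 with a lowest of -1.47. CCNA_R0092 (-5.23 in the authors' deposited table) also fell further than the gene beside it, CCNA_03780 (-0.89, lower 95% bound -1.40), but CCNA_R0088, which fell by 6.14, ends 101 bases away, so that its reads cannot be excluded. Joint regulation of an RNA and its neighbour by ChvI would give the same counts and stays open as untested. The paper's ChIP-seq, on WT cells in M2G, has the promoter regions of *chvR* and CCNA_R0088 among its top hits.

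The list for PG precursor synthesis had a median log2 fold change of 0.81. The list for periplasmic folding and proteases had a median of -0.98. The phosphate list had a median of -0.87, and the ribosomal protein list -0.37.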

How the results depend on the processing

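The 8 alternatives for genes use the same deposited fold changes, apart from a common shift in the recentring, so they test which genes pass and not their direction. Adjustment over every gene with a p-value turned out to be the computation already used and tests nothing. Without a fold threshold the same 594 genes were called, since the smallest absolute log2 fold change among them is 0.596, and with a base mean of at least 10 the 594 were joined by 2 more. No list changed direction past the threshold. Recentring on the median gene called 588, of which 580 were shared. An adjusted p threshold of 0.01 called 439. A fold threshold of 2 left 202 lower and 153 higher. Tested against a change below 1.5-fold, 127 were lower and 29 higher, so that 81.4% of the calls were lower, against 50.7% at the main setting and 48.8% after recentring. With a t distribution of 2 degrees of freedom 0 were lower and 0 higher (161 lower and 98 higher at an unadjusted p of at most 0.05), where even *chvI* had an adjusted p of 0.719, so that no gene could pass and this setting says nothing on which calls are stable. Of 160 called genes among the 198 that the rule and its additions name, 89 lost the call against the 1.5-fold null, 44 at a fold threshold of 2, 25 at an adjusted p of 0.01 and 2 after recentring. Of the 24 lists, 3 lost the call with an inter-gene correlation of 0.05, PG precursor synthesis (adjusted p = 0.0817), ribosomal proteins (0.203) and two-component proteins (0.203), and PG precursor synthesis also with the log2 fold change in place of the Wald statistic (0.0590). For the first 3 the larger assumed correlation widens the null, and for the last the cause was not tested. Small non-coding RNAs, which missed the threshold with an adjusted p of 0.0538, were lower with the log2 fold change (0.0069), after recentring (0.0494), with a base mean of at least 10 (0.0183) and with the length trend removed (0.0379), a setting chosen after seeing the data, but had 0.320 with a correlation of 0.05, and the cause was not tested. The other lists kept their side of the threshold in each alternative. No paired analysis was possible because the table holds no values per library. For that reason leaving out each library in turn, the replicate block and the tests on counts were not run, and the motif search was not run without a genome sequence. The median standard error was 0.519 for the 19 genes with a base mean from 3.2 to 10 against 0.246 for the 1209 genes above 3200. It was lower again, 0.219, for the 8 genes with a base mean of at most 1. Whether depth causes this was not tested.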

Differences from the paper's values

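The counts of genes down-regulated and up-regulated are the paper's 301 and 293, and the log2 fold changes of the named genes match S2 Table. Among the 5 elongasome components that the paper lists as down-regulated, 4 were called and Pbp2 was not. CCNA_01615, which encodes Pbp2, had a log2 fold change of -0.42 in the authors' deposited table (adjusted p = 0.27). It was called under none of the 8 alternatives, but most of these are stricter than the main setting or the same, so they could not call it. Of the 25 genes that S3 Table marks as positively regulated, 24 were down-regulated, with CCNA_03439 at -0.36 in the authors' deposited table (adjusted p = 0.57), and of the 9 marked as negatively regulated, 8 were up-regulated, with *phyR* at 0.56 (adjusted p = 0.088). The paper reports *ftsN* and *phyR* from ChIP-seq and promoter activities, measures other than transcript levels. Their transcripts had the same direction here as the promoter activities without passing, *ftsN* with -0.53 in the authors' deposited table (adjusted p = 0.13). The legend of Fig 3 gives n = 3 for panels B and C, where the labels and the steps in the base means give 4 libraries in all.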

Other observations

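Genes matched by the phosphate uptake list were lower in Δ*chvI*. Of 13 genes matched, 7 were down-regulated, 0 up-regulated and 6 did not pass (9 down-regulated when adjusted over the list alone, adjusted p = 3.0e-10 in cameraPR of limma). CCNA_01583, for a phosphate-binding protein, had a log2 fold change of -3.10 in the authors' deposited table, *pstC* and *pstA*, for the permease of the high-affinity transporter, -2.15 and -1.76, and the alkaline phosphatase gene CCNA_01636 -1.75. *phoU*, for a negative regulator of the phosphate regulon, had -0.87 in the authors' deposited table. *pstC* and *pstA* overlap by 8 bases, and *pstB* (-1.12) and *phoU* follow them by locus number, so these falls may not be separate observations. With an inter-gene correlation of 0.05 the adjusted p of the list in cameraPR was 2.2e-07. CCNA_01592 (-3.08 in the authors' deposited table), taken by the same pattern, is annotated as a glycerol-3-phosphate transporter. Ribosomal protein genes moved less, with 3 of 57 down-regulated, 0 up-regulated and 54 that did not pass (1 down-regulated when adjusted over the list alone, adjusted p = 0.025 in cameraPR, and 0.203 with an inter-gene correlation of 0.05). The genes for S7 (CCNA_03305) and L3 (*rplC*) had -0.86 and -0.87 in the authors' deposited table. None of the 9 ATP synthase genes passed (0 lower and 0 higher over all genes, when adjusted over the list alone and at an unadjusted p of at most 0.05, median -0.29, adjusted p = 0.446 in cameraPR). Of 23 heat shock chaperones and proteases, 1 was up-regulated, 0 down-regulated and 22 did not pass (1 up-regulated when adjusted over the list alone, adjusted p = 0.193 in cameraPR), the gene being CCNA_00965, described as DnaJ, with 1.19 in the authors' deposited table.

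Of 55 genes taken by the pattern for mobile elements, 6 were down-regulated, 0 up-regulated and 49 did not pass (4 down-regulated when adjusted over the list alone, adjusted p = 0.192 in cameraPR). They include *xerD*, for a recombinase, at -3.02 in the authors' deposited table, the phage protein CCNA_02865 at -2.48 and the transposases CCNA_00548 and CCNA_03709 at -1.81 and -1.67. The description of *xerD* alone does not place it in a mobile element. Of 119 tested small non-coding RNAs, 12 were down-regulated, 3 up-regulated and 104 did not pass (12 and 1 when adjusted over the list alone, median -0.13, adjusted p = 0.0538 in cameraPR). Of 81 genes taken by the pattern for rRNA and tRNA, 3 were down-regulated, 1 up-regulated and 77 did not pass (2 and 0 when adjusted over the list alone), with a median of -0.02 but a test direction of higher (adjusted p = 0.779 in cameraPR). Taken by annotated gene type, 57 rRNA and tRNA genes gave 2 lower and 1 higher (adjusted p = 0.736). *ntrX* and *ntrY*, for a two-component system that the paper names, had -0.54 (adjusted p = 0.16) and -0.22 (adjusted p = 0.61) in the authors' deposited table. CCNA_02715, whose promoter is among the ChIP-seq hits named in Fig 3A, had -0.18 in the authors' deposited table (adjusted p = 0.78).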
